# CoLoC-seq probes the global topology of organelle transcriptomes

**DOI:** 10.1093/nar/gkac1183

**Published:** 2022-12-20

**Authors:** Damien Jeandard, Anna Smirnova, Akinyemi Mandela Fasemore, Léna Coudray, Nina Entelis, Konrad U Förstner, Ivan Tarassov, Alexandre Smirnov

## Abstract

Proper RNA localisation is essential for physiological gene expression. Various kinds of genome-wide approaches permit to comprehensively profile subcellular transcriptomes. Among them, cell fractionation methods, that couple RNase treatment of isolated organelles to the sequencing of protected transcripts, remain most widely used, mainly because they do not require genetic modification of the studied system and can be easily implemented in any cells or tissues, including in non-model species. However, they suffer from numerous false-positives since incompletely digested contaminant RNAs can still be captured and erroneously identified as resident transcripts. Here we introduce Controlled Level of Contamination coupled to deep sequencing (CoLoC-seq) as a new subcellular transcriptomics approach that efficiently bypasses this caveat. CoLoC-seq leverages classical enzymatic kinetics and tracks the depletion dynamics of transcripts in a gradient of an exogenously added RNase, with or without organellar membranes. By means of straightforward mathematical modelling, CoLoC-seq infers the localisation topology of RNAs and robustly distinguishes between genuinely resident, luminal transcripts and merely abundant surface-attached contaminants. Our generic approach performed well on human mitochondria and is in principle applicable to other membrane-bounded organelles, including plastids, compartments of the vacuolar system, extracellular vesicles, and viral particles.

## INTRODUCTION

Gene expression is organized both temporally and spatially. This is especially striking in eukaryotic cells that possess several coexisting genetic systems and a developed intracellular network of membrane-bounded and membrane-less compartments. The genetic systems of the nucleus and of the genome-containing organelles (mitochondria and plastids), albeit mechanistically and functionally intertwined (e.g. via the inward protein import into the organelles, the outward retrograde signalling to the nucleus, and concerted translation programmes), remain largely segregated and tightly delimited by double membranes (1–3). Various steps of eukaryotic RNA biogenesis take place in distinct subcellular locales, including specialized nuclear condensates (such as nucleolus and Cajal bodies), cytoplasmic foci (where some snRNPs get assembled), and even the mitochondrial surface (where tRNA and piRNA maturation occurs in some species) (4–7). Mature transcripts are subject to further subcellular partitioning that brings them to their site of action, ensures their local translation, temporary sequestration, or turnover (8–10). This is achieved with the help of physical barriers (membranes, interphases), intracellular gradients of *trans*-acting factors (i.e. RNA-binding proteins, lncRNAs, ribosomes, degradation machineries), through molecular tethering of passively diffusing ribonucleoproteins (RNPs), or by their active, directed trafficking to specific subcellular locations (11,12). The importance of such an intricate organization of gene expression is highlighted by a growing number of human diseases associated with deregulations in the RNA localisation pathways (12–15). Beyond the cell limits, selective packaging of cellular RNAs into extracellular vesicles and viral particles has similarly attracted great attention from both the fundamental and applied points of view (16–26).

Understanding the general principles and the scope of RNA localisation comes by systematic, genome-wide studies. These have become possible thanks to recent advances in high-throughput methods aiming at comprehensive profiling of subcellular and extracellular transcriptomes (27,28). While some of these techniques use fluorescence *in situ* RNA hybridization to visualise selected individual transcripts (29–31), most others employ RNA-seq as a sensitive and relatively unbiased tool to identify and quantify potentially all RNAs associated with the compartment in question (32,33). The earliest and conceptually simplest method of this latter group includes a fractionation step whereby the organelle of interest (or a viral particle) is first isolated, usually treated with an RNase and/or other agents to remove co-purified, surface-attached contaminants, and analysed for its RNA content by northern blotting, RT-qPCR or deep sequencing (21–25,34–42). More recently, proximity labelling techniques, such as APEX-RIP, APEX-Seq, Proximity-CLIP, Cap-seq and proximity-specific ribosome profiling, enabled high-resolution *in situ* subcellular RNA profiling based on the deposition of covalent tags on RNPs found in immediate vicinity of a genetically engineered enzyme targeted to the organelle of interest. These powerful methods have drawn first nearly comprehensive RNA landscapes of mitochondria, endoplasmic reticulum, nucleus, cytosol and even distinct subnuclear territories (43–50). In many cases, they also provided access to the localisation topology of organelle-associated transcripts by distinguishing internal RNAs, present in the luminal space of organelles, and external, surface-attached RNAs. This property is biologically very important as it determines which transcripts and proteins can in principle interact in the cellular milieu, eventually producing physiologically relevant outcomes, and which should never come in touch with each other.

Each of the above approaches has its strengths and weaknesses (33,51). Fractionation-based techniques perform well on most membrane-bounded organelles and even on some viruses with robust, RNase-proof proteinaceous capsids (52–54). They produce high amounts of analysable material and do not require any genetic modification of the studied system, which facilitates their implementation in genetically intractable organisms and tissues. On the other hand, with the advent of RNA-seq they increasingly fall prey to the high sensitivity of this technique, which can detect even low-level contaminating RNA species and falsely declare them as resident transcripts. By contrast, proximity approaches identify organellar RNAs with exquisite spatial precision and even perform reasonably well on membrane-less compartments which do not tolerate RNase treatment (46,55). However, proximity labelling techniques require genetic introduction of the tagging enzyme and its specific, infallible localisation to the compartment of interest. This restricts their use to those model species for which appropriate genetic engineering tools and good knowledge of protein localisation pathways are available (so-far they have been used essentially in cultured human and yeast cells). Furthermore, biochemical tagging is usually a low-yield, random process, and the existing proximity approaches typically focus on long polyadenylated transcripts, which biases them against shorter, noncoding, or less abundant RNA species (45,49,50). Therefore, although the introduction of these methods was truly transformative for the field of subcellular localisation, more comprehensive, unbiased, and widely applicable subcellular transcriptomic tools are in demand to complement the existing techniques and extend their scope to non-model organisms and less tractable compartments.

Here, we describe an alternative organelle transcriptomics approach that preserves the key advantages of fractionation-based techniques while alleviating their main shortcoming – poor control over rampant false-positives. This generic method, called Controlled Level of Contamination coupled to deep sequencing (CoLoC-seq), instead of aspiring to fully decontaminate purified organelles (which is practically unfeasible), leverages the basic enzymatic kinetics of RNase digestion and infers the localisation topology of transcripts from their biochemical reactivity across a gradient of RNase concentrations (Figure 1). Exposing organelle-associated transcripts to an added RNase creates unique, RNA-specific depletion dynamics, which depends on the size of the RNA pool available to degradation and on the cleavage rate constant. The ensemble of these degradation kinetics is analysed transcriptome-wide with a dedicated RNA-seq pipeline, and a simple kinetics model is then fitted to measure the reactivity and the localisation topology of each RNA. Under this setup, contaminant RNAs follow gradual, pseudo-first order depletion dynamics, which betrays them even when they cannot be completely digested within the allotted time. By contrast, resident transcripts show a plateau equivalent to the pool of molecules protected from the RNase by the organellar membranes. Thus, regardless of the absolute numbers of reads mapping to each transcript from the RNase-treated organelles, one can distinguish between *bona fide* resident (luminal) RNAs and merely abundant surface-attached contaminants. We applied this method to human mitochondria and successfully detected all long and the majority of short mitochondrial transcripts as genuinely resident, validating our strategy. Moreover, CoLoC-seq confidently classified all long and most smaller nuclear-encoded RNA species associated with mitochondria as contaminants (even when they remained numerically abundant in the ‘purified’ organelles), while providing evidence for partial mitochondrial localisation of a small subset of RNA polymerase III-generated transcripts, including Y RNAs and select tRNAs. The generic nature of CoLoC-seq makes it in principle applicable to other membrane-bounded organelles, extracellular vesicles, and virions, independently of their origin and prior knowledge.

**Figure 1.**
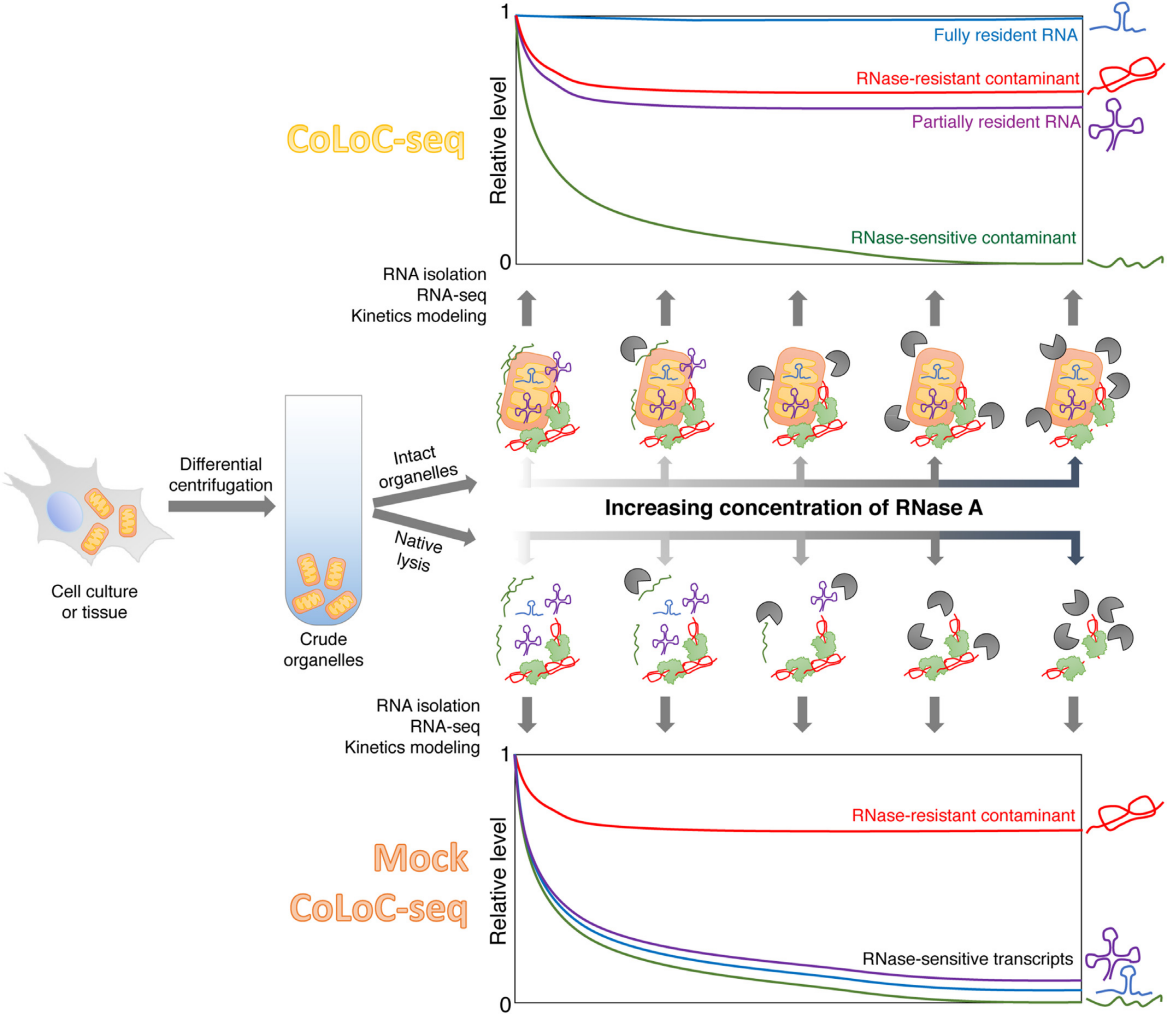
CoLoC-seq pipeline. The topology of a subcellular transcriptome, associated with an organelle of interest, can be interrogated by performing two types of controlled, kinetically resolved RNase treatment reactions. To this end, crude organelles (e.g. mitochondria) are isolated from a cell culture or a tissue and divided in two portions to follow either the CoLoC-seq or the Mock CoLoC-seq protocol. In the CoLoC-seq setup (*top*), a preparation of intact organelles is split in a series of identical samples subjected, during a given time, to a gradient of RNase A concentrations (including an untreated sample). This creates characteristic digestion dynamics which, for each RNA species, depends on its exact location and its accessibility to the RNase. These dynamics can be analysed transcriptome-wide by deep sequencing of remaining intact RNA in each sample, followed by standard kinetics mathematical modelling to infer the reaction rate and the protection status of individual RNA species (see Materials and Methods for model details). Resident transcripts (*blue*), shielded by the organellar membranes, do not participate in the reaction and remain at a constant level. By contrast, typical RNase-sensitive surface-exposed contaminants (*green*) follow a gradual, pseudo-first order decay. Partially resident transcripts (*violet*) combine the two behaviours by producing an intermediate-level plateau. In the Mock CoLoC-seq protocol (*bottom*), the preparation of organelles is first mildly solubilised to destroy membranes and only then subjected to a similar gradient of RNase A concentrations as in CoLoC-seq. In this case, all transcripts should in principle be accessible to the RNase and take part in the reaction, yielding a pseudo-first order decay curve. However, if an RNA species is intrinsically RNase-resistant (e.g. due to its tight structure or its protection by proteins), it will plateau in both CoLoC-seq and Mock CoLoC-seq experiments, independently of the membrane integrity (*red*).

## MATERIALS AND METHODS

### Reagents

#### Commercial enzymes and other recombinant proteins used in this study

DNase I (Thermo Fisher Scientific, Waltham, USA, Cat # EN0525), Micrococcal nuclease (Thermo Fisher Scientific, Waltham, USA, Cat # 88216), RNA 5’-pyrophosphohydrolase (New England Biolabs, Ipswich, USA, Cat # M0356S), RNase A (Thermo Fisher Scientific, Waltham, USA, Cat # EN0531), RNase A/T_1_ mix (2 mg/ml, 5,000 U/ml; Thermo Fisher Scientific, Waltham, USA, Cat # EN0551), RNase One (Promega, Madison, USA, Cat# M4261), RNase T_1_ (Thermo Fisher Scientific, Waltham, USA, Cat # EN0541), SUPERase·In RNase Inhibitor (Thermo Fisher Scientific, Waltham, USA, Cat # AM2694).

#### Kits and other reagents used in this study

AMPure XP kit (Beckman Coulter, Indianapolis, USA, A63881), Bradford assay ROTI Nanoquant (Carl Roth, Karlsruhe, Germany, Cat # K880.1), Lipofectamine 2000 (Thermo Fisher Scientific, Waltham, USA, Cat # 11668019), ProLong Gold Antifade Mountant (Thermo Fisher Scientific, Waltham, USA, Cat # P36930), Protein A-Sepharose 6MB (Sigma-Aldrich, Saint Louis, USA, Cat # P6649), Roti Aqua-P/C/I (Carl Roth, Karlsruhe, Germany, Cat # X985.1), SuperSignal West Pico Chemiluminescent Substrate (Thermo Fisher Scientific, Waltham, USA, Cat # 34579), TRIzol reagent (Thermo Fisher Scientific, Waltham, USA, Cat # 15596026), ViewRNA ISH Cell assay kit (Thermo Fisher Scientific, Waltham, USA, Cat # QVC0001).

#### Antibodies used in this study

mouse monoclonal α-CYCS (BD Pharmingen, Franklin Lakes, USA, Cat # 556432), goat polyclonal α-ENO (Santa Cruz Biotechnology, Inc, Santa Cruz, USA, Cat # sc-7455), mouse monoclonal α-His (Sigma-Aldrich, Saint Louis, USA, Cat # SAB1305538), mouse monoclonal α-LRPPRC (Santa Cruz Biotechnology, Inc, Santa Cruz, USA, Cat # sc-166178), rabbit polyclonal α-OPA1 (Proteintech Group, Rosemont, USA, Cat # 27733-1-AP), rabbit polyclonal α-PNPase (Abcam, Cambridge, UK, Cat # ab96176), mouse monoclonal α-Ro60 (Santa Cruz Biotechnology, Inc, Santa Cruz, USA, Cat # sc-100844), rabbit polyclonal α-Ro60 (Sigma-Aldrich, Saint Louis, USA, Cat # HPA002835), rabbit polyclonal α-TOMM20 (Santa Cruz Biotechnology, Inc, Santa Cruz, USA, Cat # sc-11415), rabbit polyclonal α-uL4m (Proteintech Group, Rosemont, USA, Cat # 27484-1-AP), polyclonal sheep HRP-conjugated α-mouse (GE Healthcare, Chicago, USA, Cat # NXA931), polyclonal donkey HRP-conjugated α-rabbit (GE Healthcare, Chicago, USA, Cat # NA934V).

#### Specialised commercial instruments used in this study

ChemiDoc Touch Imaging System (Bio-Rad, Hercules, USA, Cat # 1708370), LSM 780 microscope (Carl Zeiss, Oberkochen, Germany), NextSeq 500 (Illumina, San Diego, USA), Optima XPN-100 ultracentrifuge (Beckman Coulter, Brea, USA), Typhoon Trio Variable Mode Imager System (GE Healthcare, Chicago, USA).

### Biological resources

#### Cell lines used in this study

Flp-In T-REx 293 cell line (Thermo Fisher Scientific, Waltham, USA, Cat # R78007), SAL004 (Flp-In T-REx 293-derived PDHA1-mCherry-expressing; see section ‘Creation of a PDHA1-mCherry-expressing cell line’).

#### Plasmids used in this study

mCherry-PDHA1-N-10 (Addgene, Cambridge, USA, Cat # 55118), pcDNA5 FRT/TO (Thermo Fisher Scientific, Waltham, USA, Cat # V652020), pOG44 (Thermo Fisher Scientific, Waltham, USA, Cat # V600520), ASP0042 (derived from mCherry-PDHA1-N-10 and pcDNA5 FRT/TO).

### Cell culturing

Human Flp-In T-REx 293 cells, derived from the HEK293 cell line, were cultivated at 37°C in the presence of 5% CO_2_ in Eagle's Minimum Essential Medium (EMEM, Sigma) containing 1 g/l glucose and supplemented with 1.5 g/l sodium bicarbonate and 0.11 g/l sodium pyruvate. One complete set of CoLoC-seq and Mock CoLoC-seq samples requires ∼2500 cm² of nearly confluent cells (equivalent of ∼3 × 10^8^ HEK293 cells). All cultures were routinely verified by PCR for mycoplasma contamination, as described (56). At 80% confluence, the cells were harvested by incubation with 2.5 mM EDTA in PBS for 20 min at 37°C, centrifuged at 600 g for 10 min at room temperature, and washed once with PBS.

HepG2 and SAL004 cells for microscopy experiments were cultured in standard Dulbecco's modified Eagle's medium (DMEM) containing 4.5 g/l glucose, supplemented with 10% fetal bovine serum, Penicillin-Streptomycin (Sigma-Aldrich) and Amphotericin B (Sigma-Aldrich), at 37°C, 5% CO_2_.

### Creation of a stable PDHA1-mCherry-expressing cell line

A gene for pyruvate dehydrogenase E1 subunit alpha 1 fused N-terminally to mCherry (PDHA1-mCherry) from the plasmid mCherry-PDHA1-N-10 was amplified with primers Anja0062 and Anja0063 (Supplementary Table S1) and recloned into pcDNA5 FRT/TO. The resulting plasmid is referred to as ASP0042. For creation of a stable cell line, Flp-In T-REx 293 cells were transfected with a mixture of 0.4 μg of ASP0042 and 3.6 μg of pOG44 (encoding Flp-recombinase) with 10 μl of Lipofectamine 2000 in 2 ml of OptiMEM (Gibco) in 9 cm^2^ Petri dishes. After 6 h of transfection, the medium was changed to EMEM and the cells were left to propagate for 48 h. Then the cells were trypsinized, diluted, and reseeded in the presence of 320 μg/ml hygromycin B Gold (InvivoGen). In 48 h, concentration of hygromycin was reduced to 160 μg/ml, and 18 days after transfection, a population of clones was isolated and propagated in the presence of 160 μg/ml hygromycin. The resulting cell line used in this study is referred to as SAL004. PDHA1-mCherry expression was induced with 0.2 mg/ml tetracycline for 24 h.

### Preparation of crude mitochondria

Crude mitochondria were isolated by differential centrifugation, following established protocols (57–60), with modifications. All procedures were carried out at 4°C, unless specified differently. Harvested cells were resuspended in 30 ml of ice-cold Buffer A (10 mM Tris–HCl, pH 6.7, 0.6 M sorbitol) and disrupted at high speed with a pre-chilled laboratory blender (Waring Commercial) three times for 15 s (with 1–2 min intervals to avoid overheating). Cellular debris and nuclei were removed by three 3-min centrifugations at 1000 g, the supernatant being every time transferred into a fresh tube. The mitochondria were then pelleted by centrifugation at 21 000 g for 30 min. The crude mitochondrial pellet was carefully but thoroughly resuspended in 8 ml of Buffer A and split in four 2-ml portions. Each portion was loaded on a two-cushion sucrose gradient formed of 10 ml of Buffer B (10 mM Tris–HCl, pH 6.7, 1.65 M sucrose) and 15 ml of Buffer C (10 mM Tris–HCl, pH 6.7, 0.6 M sucrose) in SW 32 Ti tubes (Beckman Coulter). Upon 1-h centrifugation at 45 000 g, the mitochondria-containing interphase was collected. The interphases were washed with excess of Buffer A and centrifuged at 21 000 g for 30 min. The supernatant was discarded.

### CoLoC procedure

The mitochondrial pellets were combined and gently but thoroughly resuspended in 800 μl of Buffer A. 500 μl of the suspension were saved for a regular CoLoC-seq experiment, whereas the remaining 300 μl were reserved for the accompanying mock CoLoC-seq experiment. The concentration of the first portion was adjusted with Buffer A to ∼1.6 mg/ml of mitochondrial protein (as measured by Bradford assay). The resulting suspension was split in a series of identical 80-μl samples (normally, ∼10 samples must be sufficient to create an informative depletion curve). In parallel, a series of 80-μl RNase A dilutions in Buffer D (10 mM Tris–HCl, pH 6.7, 0.6 M sorbitol, 200 mM NaCl, 2 mM EDTA) were prepared with concentrations ranging from 0 to 6 μg/ml. For the experiments described in this paper, the following concentrations have been applied: CoLoC-seq #1 – 0, 0.2, 0.6, 1.2, 2.0, 2.6, 3.2, 4.0 and 6.0 μg/ml; CoLoC-seq #2 – 0, 0.1, 0.2, 0.6, 1.2, 2.0, 2.6, 3.2, 4.0 and 6.0 μg/ml. The mitochondrial suspensions and the RNase A dilutions (pre-warmed to 25°C for 1 min) were mixed 1:1 and incubated for 10 min on a water bath at 25°C. The reactions were then diluted with 1.6 ml of pre-chilled Buffer E (10 mM Tris–HCl, pH 6.7, 0.6 M sorbitol, 5 mM EDTA) and centrifuged at 16 000 g for 20 min. The pellet was thoroughly resuspended in 100 μl of Buffer F (10 mM Tris–HCl, pH 6.7, 0.6 M sorbitol, 1 mM EDTA), and RNA was extracted with TRIzol (Invitrogen), following the manufacturer's instructions. Each extracted RNA sample was mixed with the identical amount (150 ng for CoLoC-seq #1, 90 ng for all other experiments) of a yeast tRNA-sgRNA chimeric spike-in transcript (5′-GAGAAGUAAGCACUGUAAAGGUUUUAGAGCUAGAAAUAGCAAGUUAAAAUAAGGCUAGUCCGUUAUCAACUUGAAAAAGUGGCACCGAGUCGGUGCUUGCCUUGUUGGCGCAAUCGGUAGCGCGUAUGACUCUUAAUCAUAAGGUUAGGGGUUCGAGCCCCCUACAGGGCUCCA), which does not cross-map to the human genome (61), to enable data normalization. The samples were treated with 1 U of DNase I in the presence of 20 U of SUPERase·In, re-extracted with TRIzol, and stored at –80°C.

### Technical note

There are two important considerations to take into account when choosing the RNase for CoLoC-seq experiments: (i) it should have properties of a kinetically perfect enzyme to enable straightforward data analysis (see the section ‘Kinetics model derivation and fitting’) and (ii) it should generate 5’-hydroxyl and 2’/3’-phosphate termini to permit selective sequencing of intact transcripts (see the section ‘Library preparation and RNA-seq’). Other RNases creating 5’-hydroxyl and 2’/3’-phosphate ends (micrococcal nuclease, RNase I, RNase T_1_) had been tested as well but were found to be overall less active and more idiosyncratic than RNase A (Supplementary Figure S1), in agreement with previous reports (62,63). The choice of RNase concentrations depends on the specific activity of the enzyme batch and the nature of the material to treat and should be adjusted individually for every new application. It must enable the observation of a gradual digestion dynamics of contaminant transcripts without compromising the quality of the final RNA samples.

### Mock CoLoC procedure

For the mock CoLoC-seq experiment, the 300 μl of crude mitochondrial suspension were mixed with 300 μl of ice-cold Buffer H (10 mM Tris–HCl, pH 6.7, 0.6 M sorbitol, 1% *n*-dodecyl-β-d-maltoside) and lysed on ice with a small Dounce homogenizer (50 strokes). The lysate was cleared by two 20-min centrifugation at 16 000 g, at 4°C. The cleared lysate was adjusted to ∼1.6 mg/ml of protein (as measured by Bradford assay) with Buffer A and split in a series if identical 80-μl samples. The RNase A treatment was performed in the same way as in the standard CoLoC procedure. The following RNase A concentrations (before mixing with the mitochondrial lysate) have been used for the mock CoLoC-seq #1 – 0, 0.2, 0.6, 1.2, 2.0, 2.6, 4.0, 4.6, 5.2 and 6.0 μg/ml; for the mock CoLoC-seq #2 – 0, 0.1, 0.2, 0.6, 1.2, 2.0, 2.6, 3.2, 4.0 and 6.0 μg/ml. After the 10-min incubation at 25°C, the reactions were centrifuged for 40 min at 16 000 g at 4°C (to subject them to conditions similar to the regular CoLoC procedure). RNA was then extracted with TRIzol and stored, as described above.

### Northern blotting

Northern blotting was performed as described (64). For this, ∼1 μg of the untreated (‘0’) RNA samples were mixed 1:1 with 0.025% SDS, 18 mM EDTA, 0.025% bromophenol blue in deionised formamide, denatured for 5 min at 95°C, and loaded onto a 6% gel in 1× TBE with 8 M urea. All the other, RNase-treated, samples were loaded in the same volume fraction to enable their direct comparison. Upon migration and ethidium bromide staining, RNA was transferred onto a nylon Amersham HybondN+ membrane (GE Healthcare) and UV-crosslinked. Pre-hybridization was carried out in 6× SSC containing 5× Denhardt's solution and 0.2% SDS at 65°C for 30 min. To probe for specific transcripts, the membrane was incubated overnight with continuous rotation with a 5’-[^32^P]-labelled oligonucleotide probe (see Supplementary Table S1) in 3× SSC, 0.1% SDS, 0.5× TE, 0.5 M NaCl, 5× Denhardt's solution at 42°C. After hybridization, the membrane was washed with 5× SSC, 0.1% SDS, dried, and exposed with a Phosphorimager plate. The radioactive signal was visualised on Typhoon Trio (GE Healthcare) and analysed with ImageQuant TL (v. 7.0, GE Healthcare). The spike-in RNA signal was used for normalization across the entire sample range and the reconstruction of depletion dynamics for each transcript. To re-probe for a different RNA, membranes were stripped in stripping buffer (1% SDS, 0.1× SSC, 40 mM Tris–HCl, pH 7.6) at 80°C three times for 10 min and washed once in 2× SSC.

### Library preparation and RNA-seq

cDNA library preparation and RNA-seq were performed by Vertis Biotechnologie AG (Freising, Germany). Supplementary Figure S2 shows the key library preparation steps that ensure the selective sequencing of intact transcripts. Briefly, cap structures were first removed with RNA 5’-pyrophosphohydrolase. The 5’-adapter was ligated to 5’-phosphorylated ends. Then the 3’-adapter was ligated to 3’-hydroxyl ends. The first-strand cDNA synthesis was performed with M-MLV reverse transcriptase with a 3’-adapter-annealing primer. The resulting cDNA was PCR-amplified (15 cycles) with a high-fidelity DNA polymerase and barcoded TruSeq primers (Supplementary Table S1). cDNA was purified with the AMPure XP kit, fragmented, end-repaired, and subjected to another round of adapter ligation and PCR amplification. The cDNA samples were pooled equimolarly and size-selected on an agarose gel in the range 10-to-220 nt (excluding the flanking sequences). The pool was sequenced on an Illumina NextSeq 500 instrument (75-nt single-end reads).

Although the fragmentation step had been expected to destroy the strand-specificity of the protocol, in reality, mapping results showed the sequencing reads to cluster on the 5’-end of the annotated genes in sense orientation (Supplementary Figures S3 and S4). Therefore, the initial 5’-adapter ligation largely determined the strandedness of the reads, which permitted to exclude eventual ambiguity in transcript assignment and quantification.

### CoLoC-seq data processing

Sequencing read libraries were pre-processed with cutadapt version 2.8 (65) to trim adapter sequences. Thereafter, read alignment and gene feature quantification was done with READemption version 0.4.3 (66) (https://doi.org/10.5281/zenodo.250598). All libraries were aligned to the Human genome (Genome Reference Consortium Human Build 38 patch release 13) retrieved from RefSeq (67). READemption uses segemehl version 0.2.0–418 (68) as the read aligner. The options used for alignment, coverage calculation, and feature quantification can be found in the scripts deposited at Zenodo (https://doi.org/10.5281/zenodo.6389451).

Entries for repetitive genes were compounded, and their reads were summed up. Genes for which the majority of reads came from cross-mapping to embedded tRNA-, snRNA-, 7SL-, 5S rRNA- or mtDNA-like (NUMTs) sequences were excluded from the analysis. A cut-off of 30 reads was applied to all untreated samples to ensure robust starting level measurement (smaller cut-offs resulted in the inclusion of lower-quality, noisy profiles, and were, therefore, abandoned). Read counts in each library were normalised by the corresponding number of reads mapping to the spike-in RNA to reconstruct digestion profiles. The RNA level in the untreated samples (0 μg/ml RNase A) was set to 1. Read distributions across select genomic loci were visualised in the Integrated Genome Browser (v. 9.1.8).

### Kinetics model derivation and fitting

Classical degradation of an *i*th transcript by a kinetically perfect enzyme (whose catalysis rate is only limited by substrate binding and not by the chemical reaction itself), such as RNase A (69), is described by the standard equation:

}{}$$\begin{equation*}{\rm{\ }}\frac{{d{R}_i}}{{dt}} = \ - {k}_i{R}_iA\end{equation*}$$

where *R_i_* is the concentration of the *i*th RNA, *A* is the RNase A concentration (assumed to remain constant during digestion), and *k_i_* is the corresponding pseudo-first order rate constant.

Separation of variables and integration by time results in the canonical exponential decay function:

}{}$$\begin{equation*}{\rm{\ }}{R}_t = {R}_0\ {e}^{ - {k}_iAt}\end{equation*}$$

where *R_0_* and *R_t_* are the concentrations of the *i*th RNA at the time points 0 and *t*.

The ratio }{}$f( A )\ = \ \frac{{{R}_t}}{{{R}_0}}$ is experimentally measurable and represents the proportion of intact *i*th RNA remaining after digestion with the *A*th concentration of RNase A at the time point *t*. However, if the reaction system contains a pool of *i*th transcript of the size *r*, which does not take part in the reaction (e.g. protected by organellar membranes), this ratio will assume a slightly different form:

}{}$$\begin{eqnarray*}f\ \left( A \right) & = & \ \ \frac{{{R}_t + r}}{{{R}_0 + r}} = \frac{{{R}_0{e}^{ - {k}_iAt} + r}}{{{R}_0 + r}}\ = \frac{{{R}_0}}{{{R}_0 + r}}\ {e}^{ - {k}_iAt}\nonumber\\ && + \ \frac{r}{{{R}_0 + r}} = \left( {1 - {P}_0} \right)\ {e}^{ - {k}_iAt} + {P}_0\end{eqnarray*}$$

where the constant }{}${P}_0 = \ \frac{r}{{{R}_0 + r}}$ corresponds to the initial proportion of the *i*th RNA that is in principle unavailable for digestion by RNase.

If one fixes time (e.g. to *t* = 10 min, as in this study), the model will have only two parameters to be determined, based on experimentally measured remaining proportion *f*(*A*) versus RNase A concentration *A*:

(1) }{}$$\begin{equation*}f\ \left( A \right) = \left( {1 - {P}_0} \right)\ {e}^{ - k{^{\prime}}_iA} + {P}_0\end{equation*}$$

where *k’*_*i*_ reflects the rate with which RNase A digests the *i*th transcript, and *P*_0_ measures the relative size of the protected pool, which is the parameter of interest of CoLoC-seq.

Remark that when an RNA is not localised inside the organelle, i.e. its *P*_0_ = 0, the equation resolves back into the canonical pseudo-first-order decay:

(2) }{}$$\begin{equation*}f\ \left( A \right) = {e}^{ - k{^{\prime}}_iA}\ \end{equation*}$$

By contrast, transcripts fully localised inside the organelle and inaccessible for RNase A (*P*_0_ = 1) are expected to show a constant level independent of RNase A concentration:

(3) }{}$$\begin{equation*}f\ \left( A \right) = {P}_0\ = \ 1\end{equation*}$$

Nonlinear curve fitting of Model 1 into CoLoC-seq and Mock-CoLoC-seq data (for either individual or combined replicates) was performed in Origin 2021b (v9.8.5.212, OriginLab Corporation) with the following settings. Constraints on parameters: 0 ≤ *P*_0_ ≤ 1, *k′* ≥ 0; Leverberg Marquardt regression method; initial *P_0_* estimate fixed to the lowest observed *f*(*A*) value; 500 iterations; tolerance 1E-09; ‘Model comparison method’ for CI computation for the parameters. In a few cases where the fit did not converge or the dependency between parameters exceeded 0.3 (which precludes their reliable determination and suggests that the model is unnecessarily complex), the simpler Model 2 was fitted without constraints. High and significant *P*_0_ values (Model 1) or small and/or insignificant *k′* values (both models) indicate that the transcript level is largely stable and insensitive to RNase A digestion. Note that the Model 3 is implicitly tested as alternative (*R*² = 0) in both Model 1 and Model 2.

### Submitochondrial fractionation for RNA and protein localisation

The submitochondrial fractionation was performed as in (64,70), with modifications to assess the RNA localisation. Flp-In T-REx 293 cells (225 cm²) were grown to 80–90% confluency, harvested, resuspended in 1.5 mL of ice-cold Buffer F (0.6 M sorbitol, 10 mM HEPES–KOH, pH 7.5, 1 mM EDTA), and disrupted on ice with a 2-ml syringe and a 26G × 25 mm needle by 20 strokes. The disrupted cells were centrifuged at 600 g for 10 min at 4°C, then at 1000 g for another 10 min to sediment nuclei and cell debris. The pre-cleared supernatant was then centrifuged at 14 000g for 20 min at 4°C to sediment mitochondria. The mitochondrial pellet was thoroughly resuspended in 500 μl of Buffer F, and its protein content was measured by Bradford assay. The mitochondrial suspension was then split in three aliquots of 167 μl, diluted with 1 ml of Buffer F to each new tube and centrifuged at 14 000 g for 10 min. The pellets were resuspended at ∼2 mg of mitochondrial protein per ml in either of the three buffers: sample #1 in the isotonic Buffer F, sample # 2 in the hypotonic Buffer G (10 mM HEPES–KOH, pH 7.5, 1 mM EDTA), sample #3 in the lysis Buffer H (10 mM HEPES–KOH, pH 7.5, 1 mM EDTA, 0.5% *n*-dodecyl-β-maltoside). The latter sample was thoroughly lysed with a 2-ml syringe and a 26G × 25 mm needle by 10 strokes to ensure complete membrane solubilisation. Each of these three samples was then split in three identical aliquots, of which one was left untreated, one was added 1 μl of RNase A/T_1_ mix (2 mg/ml RNase A, 5000 U/ml RNase T_1_; Thermo Fisher Scientific), and one was added 5 μl of RNase A/T_1_ mix. All aliquots were incubated at 25°C for 10 min. Then 1.5 ml of TRIzol reagent was added, and RNA was extracted following the manufacturer's instructions. All RNA samples were dissolved in 35 μl of RNase-free water, and 10 μl of each sample was resolved in denaturing 8 M urea 6% PAGE followed by northern blotting, as described above.

To assess the submitochondrial localisation of proteins, the three mitochondrial samples resuspended in Buffers F, G, H were each split in two aliquots. One of the aliquots was left untreated, whereas the other was added 50 μg/ml proteinase K. Both aliquots were incubated on ice for 20 min. Then 1 mM PMSF and ¼ volume of 100% trichloroacetic acid (prepared by dissolving 5 g of dry TCA in 3.5 ml of water) were added to all the samples, mixed well, and incubated for another 10 min on ice to stop digestion and precipitate proteins. The digests were centrifuged for 10 min at 14 000 g at 4°C. The pellets were washed twice with ice-cold acetone, dried overnight on the bench, and resuspended in 100 μl of 1× Laemmli buffer. For analysis, the samples were incubated at 80°C for 5–10 min, briefly sonicated to disperse the pellets, and 10 μl of each sample was resolved by 10% (for large proteins) or 15% (for small proteins) SDS-PAGE, followed by semi-dry transfer onto an Amersham Protran blotting nitrocellulose membrane (GE Healthcare). The membrane was blocked with 1 × TBS containing 0.05% Tween-20 and 10% skimmed milk and incubated with antibodies against Ro60 and established markers of mitochondrial subcompartments in 1× TBS, 0.05% Tween-20 for 1 h at room temperature. After a wash with 1× TBS, 0.05% Tween-20 for 30 min, secondary HRP-conjugated antibodies were applied to the membrane in the same way, and the resulting chemiluminescent signals were visualised with the help of SuperSignal West Pico Chemiluminescent Substrate (Thermo Fisher Scientific) on ChemiDoc Touch Imaging System (Bio-rad), further analysed in Image Lab (v. 5.2.1).

### Coimmunoprecipitation of Ro60 complexes

Coimmunoprecipitation was performed as described in (64). Crude mitochondria were isolated from 450 cm² of Flp-In T-REx 293 cells grown to ∼80% of confluence, as described in the section ‘Submitochondrial fractionation for RNA and protein localisation’. The mitochondria were completely lysed by resuspension in 1 ml of Buffer I (20 mM Tris–HCl, pH7.5, 150 mM KCl, 1 mM MgCl_2_, 1 mM DTT, 0.5% *n*-dodecyl-β-d-maltoside, 1 mM PMSF) and disruption with a small Dounce homogeniser (20 strokes). The lysate was cleared by centrifugation at 14 000 g for 10 min at 4°C. A 10-μl sample was collected and mixed with 90 μl of 1× Laemmli buffer. For RNA analysis, a 100-μl sample was mixed with 1 ml of TRIzol to extract RNA. The lysate was pre-treated by incubation with 75 μl (bed volume) of protein A-sepharose beads (Sigma-Aldrich, pre-washed 5 times with 1 ml of Buffer J: 20 mM Tris–HCl, pH7.5, 150 mM KCl, 1 mM MgCl_2_, 1 mM DTT, 1 mM PMSF) at 4°C for 30 min to remove unspecifically interacting proteins. The pre-treated lysate was then split in two equal portions: one portion was added 30 μl of a control antibody (goat polyclonal α-ENO, Santa Cruz Biotechnology, Inc, Cat # sc-7455) and the other with 30 μl of mouse monoclonal α-Ro60 antibody (Santa Cruz Biotechnology, Inc., Cat # sc-100844). The samples were rocked for 30 min at 4°C, then each mixed with 75 μl (bed volume) of protein A-sepharose beads (pre-washed 5 times with 1 ml of Buffer J) and rocked for another 30 min at 4°C. The beads were pelleted by centrifugation at 14 000 g for 30 s. A 10-μl and a 100-μl samples were collected and treated as previously for subsequent protein and RNA analyses. The beads were washed with 5 × 1 ml of Buffer J, and the last wash samples were collected and treated in the same way. The beads were resuspended in 0.5 ml of Buffer J, added 0.5 ml of phenol:chloroform:isoamyl alcohol (P:C:I, 25:24:1, Carl Roth), shaken vigorously for 20 s, and left on the bench for 3 min to initiate phase separation. The samples were centrifuged at 15 200g for 30 min at 15°C. The aqueous phases were collected, added 50 μg/ml of glycogen, and RNA was precipitated with 750 μl of isopropanol overnight at –20°C. Precipitated RNA was pelleted by centrifugation at 15 200 g for 20 min at 4°C, washed with 80% and 100% ethanol, dried, and solubilised in 35 μl of RNase-free water. The organic phase and the interphase after the P:C:I extraction were thoroughly mixed with 1.5 ml of ice-cold acetone, and the proteins were precipitated overnight at -20°C. Precipitated proteins were pelleted by centrifugation at 15 200 g for 30 min at 4°C, washed twice with ice-cold acetone, dried on the bench for 8 h and solubilised in 150 μl of 1× Laemmli buffer. For RNA analysis, 5 μl of each RNA sample were resolved by a denaturing 6% PAGE followed by northern blotting, as described above. For protein analysis, all samples were boiled at 80°C for 5 min, and 20 μl of lysate, flow-through and wash samples were resolved along with 40 μl of coIP samples by 10% SDS-PAGE followed by western blotting, as described in the section ‘Submitochondrial fractionation for RNA and protein localisation’.

Coimmunoprecipitation of Ro60 complexes from total cell lysates for validation of the mouse α-Ro60 antibody (Santa Cruz Biotechnology, Inc, Cat # sc-100844) was performed similarly, with the same amount of starting material and an α-His antibody (Sigma-Aldrich, Cat # SAB1305538), which does not have antigens in the Flp-In T-REx 293 cell line, as negative control. Coimmunoprecipitates were analysed by LC–MS/MS as described in (64). The spectral counts for each protein detected at FDR <1% in the α-Ro60 and α-His samples were normalised by the total number of spectral counts and compared. Proteins enriched >2-fold in the α-Ro60 sample, with non-overlapping 95% Poissonian confidence intervals, were deemed significantly enriched.

### Immunofluorescence, single-molecule RNA FISH and microscopy

Immunofluorescence and smFISH were performed in HepG2 cells as described in (64,71). Briefly, cells were seeded on an 8-well Nunc Lab-Tek slide (Thermo Fisher Scientific) 24-to-48 h prior the experiment, then fixed by incubation with a 3% formaldehyde solution diluted with the DMEM medium (4% paraformaldehyde dissolved in PBS by heating at 60°C and adjusted to 3% with DMEM) for 12 min at 37°C. For immunostaining, the cells were permeabilised for 10 min at room temperature with 0.3% Triton X-100 solution in 1× PBS. After blocking at room temperature for 30 min with 5% bovine serum albumin (BSA) in 1× PBS, the samples were incubated for 1-to-3 h with primary antibodies diluted in the blocking buffer. They were then incubated with the corresponding secondary antibody conjugated with Alexa Fluor 488, 555 or 647. Each step alternated with five washes with 1× PBS. Branched DNA RNA smFISH combined with antibody-mediated protein detection (71,72) was performed with the ViewRNA ISH Cell assay kit (Thermo Fisher Scientific), following the manufacturer's protocol (see Supplementary Table S1 for further information about the probe sets used).

For mitoplast isolation, induced SAL004 cells, cultivated in a 75 cm² flask, were detached with ice-cold PBS-EDTA, centrifuged and resuspended in 1 ml of MitoBuffer (0.6 M sorbitol, 1 mM EDTA, 10 mM Tris–HCl, pH 7.5) supplemented with 0.3% BSA. Cells were disrupted on ice with a 2-ml syringe and a 26G × 25 mm needle by 20 strokes. Cell debris and nuclei were removed by two 5-min centrifugations at 1500 g at 4°C. The supernatant was centrifuged for 5 min at 13 000 g at 4°C to pellet mitochondria. The crude mitochondrial pellet was resuspended 300 μl of MitoBuffer, and an equal volume of the 2× RNase A solution (10 μg/ml RNase A in Mitobuffer supplemented with 4 mM MgCl_2_) was added. After incubation for 7 min at room temperature, 800 μl of MitoBuffer supplemented with 2.5 mM EDTA was added, and mitochondria were again pelleted at 13 000 g for 5 min at 4°C. Then mitochondria were washed three times with 500 μl of ice-cold MitoBuffer, resuspended in MitoBuffer containing 0.00625% digitonin and incubated for 8 min at room temperature to permeate the outer membrane. The resulting mitoplasts were diluted with 1 ml of ice-cold MitoBuffer, collected by centrifugation at 13 000 g for 5 min at 4°C, resuspended in 100 μl of MitoBuffer and immediately transferred to 8-well LabTek or 10-well Grenier slides, pre-treated with poly-l-lysine. Mitoplasts were fixed for 30 min and then probed for specific RNAs with custom Alexa Fluor 647-conjugated branched DNA oligo sets (Supplementary Table S1) using a ViewRNA ISH Cell assay kit as above but without protein labelling.

Samples were imaged on an LSM 780 microscope (Carl Zeiss) under a 63×/1.4 oil objective in ProLong Gold Antifade Mountant (Invitrogen). The fluorescent labels were excited at 635 nm (Alexa Fluor 647), 561 nm (mCherry) or 488 nm (Alexa Fluor 488), and their emission was collected (650–750 nm, 570– 630 nm, 500–540 nm) with PMT detectors. Image segmentation and quantification of subcellular shapes was done by Squassh (73) in a plugin MosaicSuit in Fiji (74). For smFISH analysis of mitoplast-associated RNAs, 7-to-10 frames with a total of 739-to-1477 mitoplasts were quantified.

### Statistical analyses

Violin plots were created in Microsoft Power BI Desktop (v. 2.71.5523.821) with the use of the Epanechnikov kernel density method. Spearman's correlation was calculated with Free Statistics and Forecasting Software, v1.2.1 (http://www.wessa.net/rwasp_spearman.wasp). Mann–Whitney test was performed in Statistics Kingdom (https://www.statskingdom.com/170median_mann_whitney.html). One-sample Wilcoxon test and the calculation of confidence intervals (95% CI) for colocalised proportions of transcripts detected by smFISH were performed in GraphPad Prism 9 (v9.3.1). The *P*_0_*–k* simulation in Supplementary Figure S7B was performed in MS Excel 2016 based on the Model 1 and visualised with Heatmapper (http://heatmapper.ca/). Ensemble RNA folding free energy was predicted with RNAfold (75). RNA sequences were retrieved from RefSeq (67).

## RESULTS

### General principle of CoLoC-seq

In an idealised fractionation experiment, organelles are isolated and treated with an RNase to degrade contaminant RNAs remaining on their surface, leaving resident transcripts, protected by the organellar membranes, intact. Those surviving RNAs can then be purified and analysed, for example, by northern blotting. In reality, due to differences in sequence, structure and involvement in RNPs, various cellular RNAs have unequal sensitivity to RNase treatment, some being digested slowly, if at all. Such transcripts present a challenging confounding factor for fractionation-based subcellular transcriptomics since they may be erroneously identified as resident, especially when more sensitive amplification-based detection methods, such as RT-qPCR and RNA-seq, are employed.

To control for such false-positives and rigorously assess the complement of *bona fide* organelle-resident RNAs, CoLoC-seq introduces several key innovations in the above experimental design. The CoLoC-seq pipeline (Figure 1, top) starts canonically with the isolation of crude organelles, e.g. by differential centrifugation or affinity purification. However, instead of relying on a single snapshot trying to catch a unique RNase treatment condition where all contaminants would be fully digested (which is practically unattainable), CoLoC-seq creates a series of reaction snapshots to directly measure the biochemical reactivity of each RNA toward the RNase using classical enzymatic kinetics and thereby estimate the size of the RNA pool that does not take part in the reaction (i.e. remains unavailable to the RNase). To this end, the initial organelle prep is split in a series of identical samples and treated with increasing concentrations of an RNase (including an untreated sample as reference). After a defined time, the reactions are stopped, RNA is isolated and quantitatively analysed by northern blotting or RNA-seq. By assessing the dynamics with which intact transcripts disappear upon the increase of the RNase concentration, one can, by fitting a simple kinetics model (see Model 1 in Materials and Methods), estimate for each detected RNA two parameters: its digestion rate constant (*k’*), which reflects its sensitivity to RNase, and the proportion of the RNA that is protected from digestion (*P*_0_), which is our parameter of interest. When *P*_0_ = 0, this means that the entire RNA pool participates in the reaction: one observes a gradual disappearance of the transcript in a classical pseudo-first-order decay, indicating that it is a contaminant (Model 2 in Materials and Methods). By contrast, when *P*_0_ >> 0, this indicates that there exists a sizable pool of protected RNA: the curve will plateau at a non-null level, suggesting that this transcript is genuinely present inside the organelle (with *P*_0_ = 1 corresponding to 100% of RNA protected from digestion; Model 3 in Materials and Methods). Thereby, looking at the detailed depletion dynamics of each RNA, one can tell genuinely resident transcripts from even slowly digested contaminants (which may still remain numerically abundant at the highest RNase concentration).

To verify that the protection observed by CoLoC-seq results from the organellar membranes and not from other intrinsic factors (e.g. an intricate tertiary structure or shielding by associated proteins), a Mock CoLoC-seq experiment is performed in parallel (Figure 1, bottom). In this case, a portion of the initial organelle prep is mildly lysed with a detergent under native conditions to dissolve the membranes while minimally perturbing molecular interactions. After this, the RNase treatment and all the subsequent steps are performed in the same way as in a normal CoLoC-seq experiment. In the Mock CoLoC-seq scenario, all transcripts become accessible to the RNase (*P*_0_ = 0) and are expected to show gradual, pseudo-first-order digestion as the RNase concentration increases. If, however, a plateau is still observed (*P*_0_ >> 0), this means that the corresponding RNA is intrinsically resistant to the RNase and may, therefore, represent a false-positive finding. By these means, CoLoC-seq efficiently controls for the two most important sources of false-positive identifications in fractionation-based transcriptomic approaches – slowly digested and RNase-resistant transcripts.

### CoLoC-seq analysis in human mitochondria: proof of principle

We set out to evaluate the feasibility of CoLoC-seq on a relatively well-studied human mitochondrial transcriptome. Mitochondria possess their own genome, providing a straightforward way of benchmarking for *bona fide* resident transcripts. Indeed, human mitochondria (especially from the HEK293 cell line used here) are a popular test organelle for subcellular transcriptomics techniques (45–47,49), which permits us to directly compare the performance of CoLoC-seq with that of other existing tools. Of no less interest, a number of reports provided evidence for the presence of select nuclear DNA (nDNA)-encoded transcripts inside these organelles, although this topic remains contentious and, therefore, deserves more rigorous assessment (51,76).

We isolated crude mitochondria from HEK293 cells using a classical protocol, including differential sedimentation and an isopycnic centrifugation step in a sucrose gradient (see Materials and Methods for details). A portion of this mitochondrial prep was lysed to perform a Mock CoLoC-seq experiment. Both lysed and intact mitochondria were divided in 9–10 identical samples and treated with increasing concentrations (from 0 to 3 μg/ml) of RNase A. In 10 min the reactions were stopped, RNA was isolated, spiked-in with a T7 transcript without homology to the human genome (combining parts of a CRISPR guide RNA and a yeast tRNA), and analysed by northern blotting and RNAs-seq (Figure 2). As expected, the mitochondrial DNA (mtDNA)-encoded mt-tRNA^Val^ and mt-tRNA^Lys^ were fully resistant to RNase A in the CoLoC-seq setup (Figure 2A) but rapidly degraded in Mock CoLoC-seq (Figure 2B), indicating that they are genuinely present inside the organelles. By contrast, abundant nDNA-encoded 5.8S rRNA and U6 snRNA were rapidly degraded in both cases (Figure 2A, B), confirming that they are surface-attached degradable contaminants. Of note, 5S rRNA, which had been proposed to partially localise in mammalian mitochondria (36,57,77–82), plateaued at an intermediate level in both the CoLoC-seq and the Mock CoLoC-seq experiments (Figures 2A, B). This indicates that it remained to a large extent resistant to RNase degradation, even when the mitochondrial membranes had been solubilised, and may, therefore, represent an example of a false-positive identification (see also Supplementary Figure S1). These results show that the CoLoC-seq procedure can qualitatively distinguish between the three main kinds of degradation dynamics produced by topologically different RNA species, as predicted from kinetics principles (Figure 1 and Model 1).

**Figure 2.**
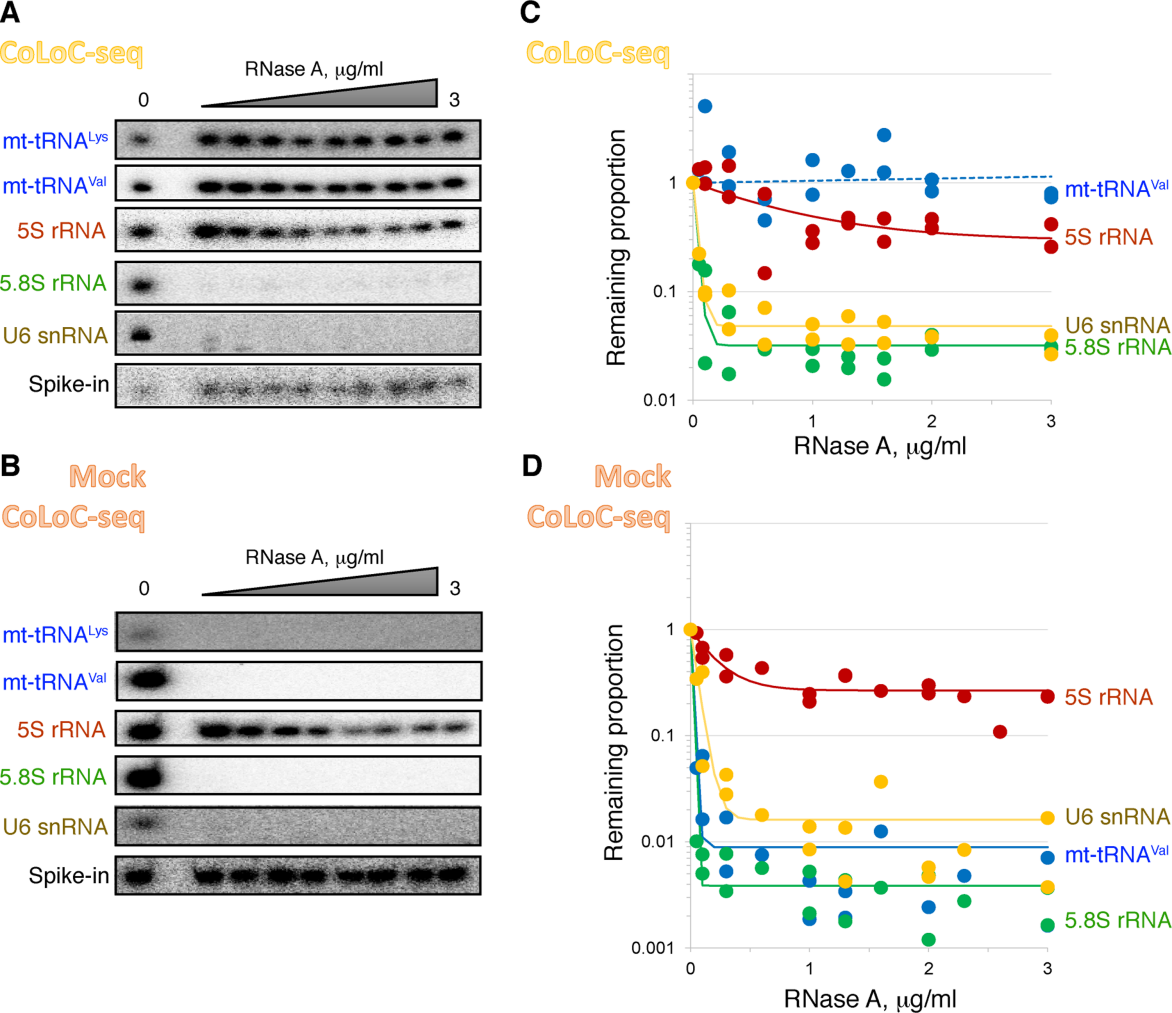
CoLoC-seq faithfully recapitulates the depletion dynamics of topologically different mitochondria-associated RNAs. (**A, B**) Northern blot analysis of a representative CoLoC-seq (A) and the corresponding Mock CoLoC-seq (B) experiments showing how different RNAs react to RNase A in the presence (A) or in the absence (B) of intact mitochondrial membranes. mtDNA-encoded transcripts are highlighted in blue, and nDNA-encoded RNAs are shown in other colours. (**C, D**) Corresponding CoLoC-seq and Mock CoLoC-seq profiles showing the RNA levels measured by deep sequencing in two compounded replicates (*n* = 19 for each transcript). Full and broken lines show the fitted kinetics Models 1 and 2, respectively (see also Supplementary Table S2 for values and parameters).

We then subjected the same samples to Illumina sequencing. Since the quantity of interest is the amount of remaining intact RNA, we developed a custom protocol that excludes RNase A-cleaved transcripts (Supplementary Figure S2 and Materials and Methods). To this end, we leveraged the specific chemistry of RNase A cleavage: the enzyme generates 5’-hydroxyl and 3’-phosphate groups, which are incompatible with standard adaptor ligation (63). Thereby only 5’-phosphorylated and 3’-hydroxylated RNAs get amplified, sequenced, and quantified. Importantly, a single RNase A cleavage is sufficient to invalidate the transcript and exclude it from the library.

Upon mapping the reads to the human genome and their cross-library normalisation with the help of an exogenously added spike-in RNA, we could reconstitute the genome-wide digestion dynamics of mitochondria-associated transcripts (Supplementary Table S2). 

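The libraries were prepared from crude mitochondria of Flp-In T-REx 293 cells, a derivative of the human embryonic kidney line HEK293. In CoLoC-seq the organelles stayed intact during digestion with RNase A, and in Mock CoLoC-seq they were lysed with a detergent beforehand, so that RNA shielded only by membranes became accessible to the enzyme. Each protocol was run as 2 replicate gradients of up to 3 µg/ml RNase A for 10 min, with 1 untreated library and 8 (replicate 1) or 9 (replicate 2) treated libraries per gradient, 38 libraries in all. The legend of Supplementary Table S2 states that gradients with the same replicate number share a mitochondrial preparation. The doses of one gradient come from one preparation and are not independent, so each protocol has n = 2 gradients. The authors trimmed the reads with cutadapt, aligned them with segemehl within READemption to GRCh38 plus the spike-in sequence and counted them per RefSeq feature and strand. The deposited values are these counts, not scaled by depth or spike-in. A read was divided over its alignments and over the features it overlaps, and as a consequence only 16.5% of the nonzero gene values are whole numbers (within 1e-06). Copies of multi-copy genes thus share their reads, and a host gene also carries the reads of small RNAs encoded inside it. Summed over all features, the untreated CoLoC-seq libraries held 4330028 (replicate 1) and 4510073 (replicate 2) counts and the untreated Mock libraries 7884165 and 6168193. The treated libraries were shallower, with 328300 to 1304278 counts (median 936094) in CoLoC-seq replicate 1, 698722 to 1880137 (median 908741) in replicate 2, 519732 to 2450242 (median 1047150) in Mock replicate 1 and 584186 to 1790954 (median 822894) in Mock replicate 2. The spike-in RNA, of which 150 ng was added in CoLoC-seq replicate 1 and 90 ng in the other gradients, gave 1366, 81819, 676 and 1473 sense counts in the 4 untreated libraries in the same order. The remaining proportion of a transcript at a dose was computed as its count divided by the spike-in count of the library, relative to the same ratio in the untreated library of its gradient. Model 1, with the protected proportion *P*_0_ and the effective rate constant *k’*, was fitted by unweighted least squares to both replicates together, and Model 2 replaced it where Model 1 failed or its parameter dependency exceeded 0.3, with a nominal *P*_0_ of 1 or 0.5 as in the paper. Errors of *P*_0_ are standard errors of this joint fit. It takes the doses as independent points, as does the rule for a nominal *P*_0_, so these errors may understate the spread between replicates. Values per replicate come from separate fits. For tests on genes, the counts at the 1, 1.3, 2 and 3 µg/ml doses shared by all gradients were summed per gradient, and treated and untreated columns (8 in all, 2 per group) were compared for the 555 gene features with at least 30 counts in each untreated library.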

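U6 snRNA, a core component of the spliceosome, had a *P*_0_ of 0.0524 ± 0.00656 in intact and 0.0141 ± 0.0180 in lysed mitochondria, and 5.8S rRNA, part of the large cytosolic ribosomal subunit, of 0.0328 ± 0.00793 and 0.00395 ± 5.16e-04 (standard errors of the joint fit). 5S rRNA was digested slowly in both settings. The mitochondrial valine tRNA, encoded by TRNV, largely remained in intact organelles and was nearly lost after lysis. At 3 µg/ml RNase A, 0.673 and 0.860 of TRNV remained in the 2 CoLoC-seq replicates, against 0.00160 and 0.00698 in the 2 Mock replicates. The profile of TRNV, which lies on chromosome MT from 1602 to 1670 on the plus strand, was flat in CoLoC-seq (Model 2, nominal *P*_0_ of 1 in each replicate) and gave *P*_0_ = 0.00898 ± 0.00368 in Mock CoLoC-seq. The 5S rRNA represented by the RNA5S1 feature (chromosome 1 from 228610266 to 228610386 on the minus strand, GRCh38) was fitted by Model 2 in CoLoC-seq with a nominal *P*_0_ of 0.5, and its mean remaining proportion from 1 µg/ml on was 0.395 ± 0.0626 (SD, n = 2). In Mock CoLoC-seq its *P*_0_ was 0.264 ± 0.0281. The 5.8S rRNA copies share their reads, and the value printed is that of the RNA5-8SN2 feature. U6 snRNA was counted at the RNU6-7 feature (chromosome 14 from 32202045 to 32202151 on the plus strand), with only 14.0 and 6.35 counts in the untreated CoLoC-seq libraries, so that single doses of it are imprecise. With total gene counts in place of the spike-in, the CoLoC-seq *P*_0_ of U6 and 5.8S became 0.606 and 0.364. That of TRNV was 1.7e-12 when the logarithm of the remaining proportion was fitted, but this fit does not determine *P*_0_ for its flat profile.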

The obtained profiles faithfully recapitulated the behaviour of the select RNA species measured by northern blotting: U6 snRNA and 5.8S rRNA were rapidly degraded to background levels in both CoLoC-seq and Mock CoLoC-seq experiments; 5S rRNA resisted full degradation in both cases; mt-tRNA^Val^ remained insensitive to RNase A treatment in CoLoC-seq but quickly disappeared in Mock CoLoC-seq (Figure 2). The overall agreement in RNA proportion measurements between the conventional technique (northern blotting) and CoLoC-seq was very good (Spearman's *ρ* = 0.888, *P* = 8.7 × 10^−73^), with 90.6% of proportion measurements being within 0.3 from each other (Supplementary Figure S5A). As a more stringent test, we fitted the kinetics model into the data quantified by northern blotting or by CoLoC-seq and found that the resulting *P*_0_ values were in general highly concordant (Spearman's *ρ* = 0.822, *P* = 1.6 × 10^−5^) and did not show signs of significant bias (Supplementary Figure S5B). These results indicate that CoLoC-seq correctly and quantitatively captures the kinetic behaviour of analysed transcripts, evaluates the size of the protected RNA pool, and thereby distinguishes between resident RNAs, degradable and non-degradable contaminants.

### CoLoC-seq analysis of the entire human mitochondrial transcriptome

We extended our CoLoC-seq pipeline to interrogate the genome-wide topology of mitochondria-associated RNAs relative to the mitochondrial membranes. We expectedly observed that in CoLoC-seq libraries the proportion of mtDNA-derived reads increases as the RNase A concentration grows. This corresponds to the selective protection of mitochondria-localised transcripts against the backdrop of the gradual bulk degradation of surface-exposed RNAs (Figures 3A). This enrichment, however, did not occur in Mock CoLoC-seq libraries, indicating a similar susceptibility of mtDNA- and nDNA-encoded transcripts to degradation once the mitochondrial membranes are gone (Figure 3B).

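In intact mitochondria, the share of sense gene counts from mtDNA-encoded genes went from 1.87 ± 0.301% (SD, n = 2) without RNase A to 26.4 ± 17.6% at 3 µg/ml. At the lowest dose shared by all gradients, 0.1 µg/ml, the share was 16.0 ± 2.13%. Mitochondrial tRNAs went from 1.00% and 0.758% of the counts in the 2 replicates to 8.68% and 14.7% at 3 µg/ml, mitochondrial rRNAs from 0.535% and 1.14% to 4.18% and 20.1%, and mitochondrial mRNAs from 0.123% and 0.190% to 1.17% and 4.06%. Over the same range, the nuclear-encoded rRNAs other than 5S went from 62.5% and 70.5% to 24.4% and 32.9%, and snoRNAs from 8.13% and 6.00% to 1.26% and 0.393%. Nuclear-encoded 5S rRNA and tRNAs also took larger shares, 5S rRNA reaching 29.5% and 8.62% and nuclear tRNAs 19.6% and 10.0%. The replicates differed in how far the mtDNA-encoded share went. In replicate 1 it was 1.66% (1.65 to 1.68%) in the untreated library and 14.0% (13.9 to 14.1%) at 3 µg/ml, a gain of 8.44-fold, and in replicate 2 2.09% (2.07 to 2.11%) and 38.9% (38.7 to 39.0%), a gain of 18.6-fold (Wilson 95% intervals, which cover counting error only). At every dose from 1 µg/ml on, replicate 1 lay between 10.9% and 25.2% and replicate 2 between 34.9% and 42.0%.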

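After lysis, mtDNA-encoded genes gave 1.33 ± 0.647% (SD, n = 2) of the sense gene counts without RNase A and 2.07 ± 0.452% at 3 µg/ml. The mitochondrial tRNAs and mRNAs took smaller and the mitochondrial rRNAs larger shares at that dose. Mitochondrial tRNAs went from 0.353% and 0.816% of the counts in the 2 replicates to 0.0183% and 0.0793%, and mitochondrial mRNAs from 0.131% and 0.209% to 0.0288% and 0.0203%. Mitochondrial rRNAs, the RNAs of the mitoribosome, were 0.390% and 0.764% without and 1.71% and 2.29% with RNase A. Among the nuclear classes, 5S rRNA held the largest share at the highest dose, going from 11.1% and 11.3% to 75.1% and 69.5% of the counts, and nuclear tRNAs went from 13.5% and 13.2% to 1.75% and 4.82%. From 1 µg/ml on, the total mtDNA-encoded share ranged from 0.951% to 1.75% in replicate 1 and from 2.18% to 5.19% in replicate 2, below every CoLoC-seq library at these doses. Outside the rRNA genes, the mtDNA-encoded share of lysed samples went from 1.77 ± 0.976% to 0.392 ± 0.128%, whereas that of intact samples was 36.2 ± 17.9% at the highest dose. With 2 replicates per protocol no exact permutation test of this difference can pass a threshold of 0.05, and the difference was not tested.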

**Figure 3.**
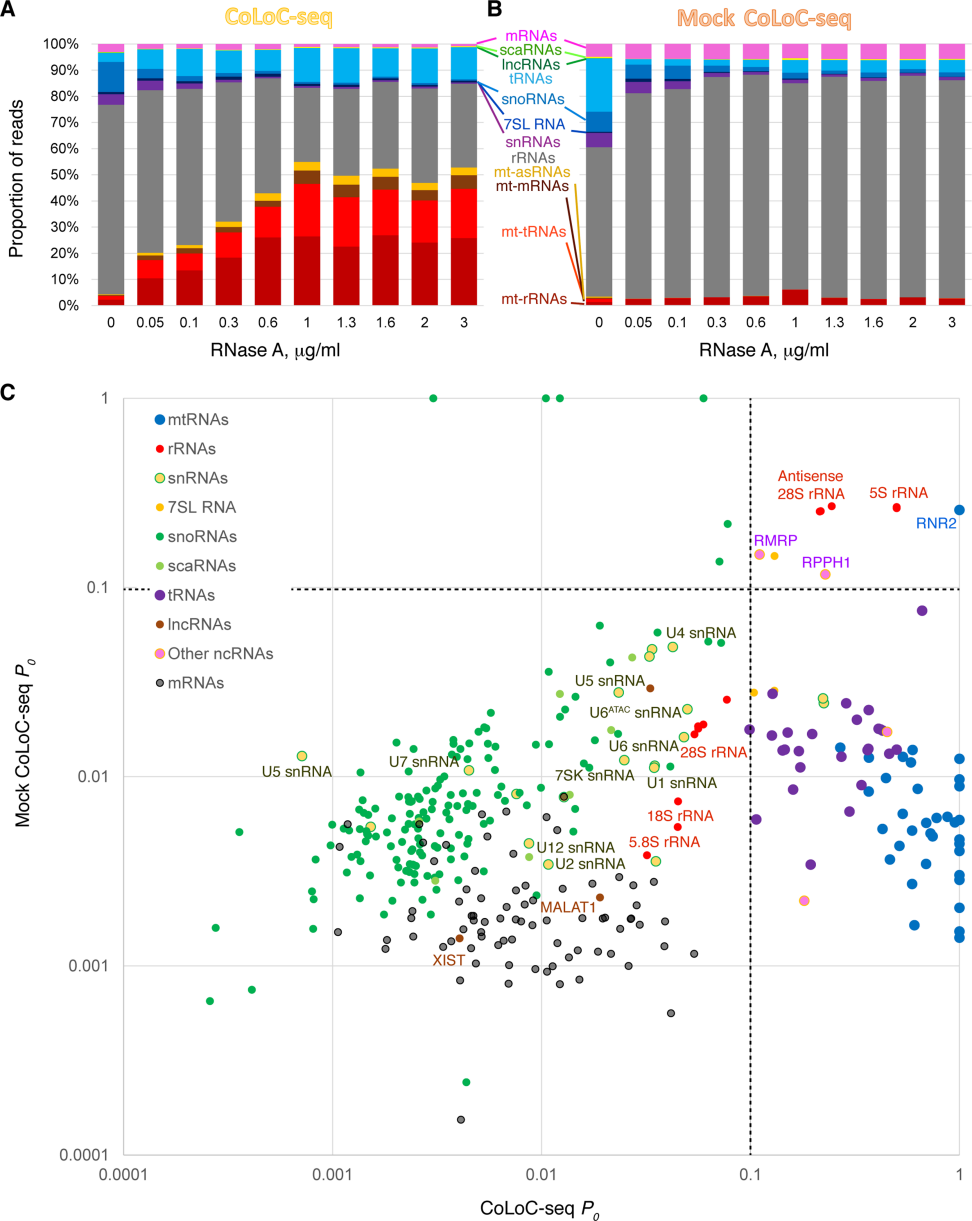
RNA localisation topology landscape of mitochondria-associated transcripts. (**A, B**) The evolution of library composition across the gradient of RNase A concentrations in CoLoC-seq (A) and Mock CoLoC-seq (B). Only in CoLoC-seq, mtDNA-encoded transcripts get progressively enriched, while most nDNA-encoded RNA classes are depleted. (**C**) 350 mitochondria-associated transcripts are plotted according to their protected proportions *P*_0_ measured in CoLoC-seq and Mock CoLoC-seq. The probability of mitochondrial residency increases from left to right; the intrinsic resistance of transcripts to RNase A increases from bottom to top. See also Supplementary Table S2 for the underlying data and Figure 4A for a more detailed view of the lower right quadrant, where candidate resident RNAs are located.

Using a stringent read count cut-off to enable robust profiling and model fitting (see Materials and Methods), we identified 351 non-redundant transcripts as significantly associated with mitochondria, including 35 mtDNA-encoded ones, which corresponds to 13,338 individual RNA level measurements (Supplementary Table S2). 

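The 351 transcripts of Supplementary Table S2 span 35 mtDNA-encoded and 316 nuclear-encoded RNAs, and the files give 350 of them a feature with counts. C/D and H/ACA snoRNAs, which guide the modification of rRNA, form the largest class with 160 transcripts, followed by 79 nuclear mRNAs and 26 nuclear tRNAs. The mtDNA-encoded set holds the 13 mitochondrial mRNAs, 15 mitochondrial tRNAs, both mitochondrial rRNAs and 5 antisense transcripts. 4 further antisense transcripts belong to the 5.8S and 28S rRNA genes, making 9 in all. Over the 38 libraries, the table thus rests on 13338 measurements. By their own feature alone, 36 of the 351 transcripts have fewer than 30 counts in an untreated library, among them U6 and U7 snRNA, both SNAR-A RNAs and the MT-CO3 antisense transcript. Beyond the table, 555 gene features of the files, counted once per gene on the sense strand, reach 30 counts in all 4 untreated libraries.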

The CoLoC-seq replicates were well-correlated with each other (Spearman's *ρ* = 0.774 ± 0.036, mean ± SD for RNase A concentration-matched samples); so were the Mock CoLoC-seq replicates (Spearman's *ρ* = 0.700 ± 0.112, Supplementary Figure S6A). By contrast, the CoLoC-seq samples were markedly different from the Mock CoLoC-seq ones (Spearman's *ρ* = 0.383 ± 0.104; two-tailed Mann-Whitney test *P* = 1.7 × 10^−6^), indicating globally dissimilar digestion patterns (Supplementary Figure S6A). Furthermore, within each CoLoC-seq or Mock CoLoC-seq dataset, samples treated with different RNase A concentrations also tended to correlate with each other, whereas there was little cross-correlation between CoLoC-seq and Mock CoLoC-seq samples (two-tailed Mann-Whitney test *P* = 4.4 × 10^–16^, Supplementary Figure S6A). This suggests that the ensemble of interrogated RNAs followed consistent reaction paths along the entire range of RNase A concentrations, and these dynamics differed between CoLoC-seq and Mock CoLoC-seq, as could already be inferred from library compositions (Figure 3A, B).

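Across the 350 transcripts, the remaining proportions of dose-matched CoLoC-seq replicates had a Spearman's *ρ* of 0.769 ± 0.0422 (mean ± SD over 6 doses), and those of the Mock CoLoC-seq replicates 0.705 ± 0.109 (6 doses). In CoLoC-seq the lowest value was 0.707 at 3 µg/ml and the highest 0.837 at 0.1 µg/ml. The Mock coefficient went from 0.864 at 0.1 µg/ml to 0.550 at 3 µg/ml. The transcripts are not independent replicates, and no test was made on these coefficients alone.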

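Dose-matched libraries of the different protocols ordered the transcripts less alike, with a Spearman's *ρ* of 0.405 ± 0.104 (mean ± SD over 24 pairs) and a range of 0.212 to 0.582. The mean over the 12 pairs of the same protocol was higher by 0.333 (two-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give; two-tailed Mann-Whitney test, p = 2.05e-06). Pairs that share a library are not independent, so both p-values treat the coefficients as more independent than they are. Without the mtDNA-encoded RNAs, the difference between the same and different protocols was 0.224 across the nuclear transcripts.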

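When all treated libraries at the 6 shared doses were compared, the 132 pairs of one protocol had a mean Spearman's *ρ* of 0.719 ± 0.0771 (SD) across transcripts, and the 144 pairs of different protocols 0.379 ± 0.165 (two-tailed Mann-Whitney test, p = 6.33e-43, in which 24 libraries give all the pairs). Libraries of different doses within CoLoC-seq replicate 1 correlated at 0.733 ± 0.0364 and with those of replicate 2 at 0.738 ± 0.0434. For Mock CoLoC-seq the values were 0.737 ± 0.0921 within replicate 1, 0.742 ± 0.0624 within replicate 2 and 0.650 ± 0.0789 between them. The protocols differed for gradients of one preparation too, with 0.437 ± 0.178 between CoLoC-seq and Mock replicate 1 and 0.318 ± 0.108 between CoLoC-seq and Mock replicate 2. The ranges of the same-protocol and different-protocol pairs overlapped, the lowest of the former being 0.473 and the highest of the latter 0.672.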

We then automatically fitted the CoLoC-seq kinetics models into these data to estimate the key parameters of the corresponding reaction curves: the protected proportion *P*_0_ and the effective digestion rate constant *k’* (see Materials and Methods). The biological replicates returned highly concordant *P_0_* values (Spearman's *ρ* = 0.815 ± 0.042, mean ± range), whereas CoLoC-seq and Mock CoLoC-seq samples were more dissimilar (Spearman's *ρ* = 0.47 ± 0.14, Supplementary Figure S6B). This remaining correlation is not surprising, given that the majority of mitochondria-associated RNAs behave as contaminants and follow similar digestion dynamics with *P_0_* values close to 0 in both CoLoC-seq and Mock CoLoC-seq setups (see below).

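Fitted separately, the 2 CoLoC-seq replicates gave *P*_0_ values with a Spearman's *ρ* of 0.822 and the 2 Mock replicates of 0.720, a mean of 0.771. Between protocols, *ρ* was 0.387 for the gradients of preparation 1 and 0.306 for those of preparation 2, and 0.355 ± 0.154 (SD) over all 4 pairs. These are correlations across 350 transcripts, which are not independent replicates. Of the 6 relations computed, 5 had a permutation p of 1e-05, the smallest that 100000 permutations can give, and CoLoC-seq replicate 1 against Mock replicate 2 had 0.181 (permutation test, p = 0.00075, the largest of the 6 and therefore also its Benjamini-Hochberg adjusted value). Among mtDNA-encoded RNAs, MT-CO1 had a *P*_0_ of 0.406 and 0.536 in the 2 CoLoC-seq replicates and MT-ND3 of 0.517 and 0.512. The SNAR-A1 feature had 0.226 and 0.223.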

Due to the high similarity of replicates, we could merge them and thereby increase statistical power and the accuracy of kinetics estimates. 

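The 350 transcripts with counts gave 700 profiles. Model 1 described 673 of them (96.1%), 331 in CoLoC-seq and 342 in Mock CoLoC-seq. Nuclear transcripts under Model 1 in CoLoC-seq had a median *R²* of 0.999. The untreated point is 1 by construction and most of these RNAs were nearly gone at the treated doses. Any fast loss then gives an *R²* near 1, which does not show how well *P*_0_ or *k’* is determined. The remaining 27 profiles were fitted by Model 2, 19 of them from CoLoC-seq and 8 from Mock CoLoC-seq. The CoLoC-seq ones comprised 14 mtDNA-encoded RNAs, both 5S rRNAs, RNY5 and the tRNAs TRD-GTC2 (aspartate) and TRG-CCC2 (glycine). The Mock ones were all C/D snoRNAs (SNORD4A, SNORD6, SNORD34, SNORD53, SNORD53B, SNORD73A, SNORD105 and SNORD111B). The number of Model 2 profiles was 43 without replicate 1, 14 without replicate 2 and 175 with total gene counts in place of the spike-in.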

Unsupervised fitting of the complete Model 1 was successful in 679 cases (96.7% out of 351 CoLoC-seq and 351 Mock CoLoC-seq profiles). An additional 22 profiles, for which *P*_0_ and *k’* were too strongly intertwined (suggesting that in their case the Model 1 was unnecessarily complex), could be rescued with the simpler Model 2 (see Materials and Methods), bringing the overall fitting success rate to 99.9%. The latter was in particular the case for many mtDNA-encoded RNAs in CoLoC-seq experiments, where their apparent digestion rate approached 0 (due to protection by mitochondrial membranes) and the profile remained largely flat (*R²* = –0.12 ± 0.22, mean ± SD, Supplementary Table S2).

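Under Model 2, 14 CoLoC-seq profiles had a rate not significantly above 0, and 13 of these were mtDNA-encoded. They were TRNF, TRNV, TRNL1, TRNQ, TRNM, TRNN, TRNC, TRNY and TRNP among the mitochondrial tRNAs, MT-ND2 and MT-ATP8 among the mRNAs, RNR2 and the antisense transcript of TRNI. The other was the nuclear Y RNA RNY5. MT-ATP6, whose rate was above 0, was the remaining mtDNA-encoded RNA fitted by Model 2. The *R²* of the 14 mtDNA-encoded profiles was -0.114 ± 0.226 (mean ± SD over transcripts), with the lowest value, -0.748, for TRNF and the highest, 0.135, for MT-ATP6. Forced to Model 1, the flat profiles of TRNQ, TRNP and the TRNI antisense transcript gave *P*_0_ values of 3.0e-15, 2.1e-16 and 4.0e-14, although 0.958, 0.895 and 0.994 of them remained on average from 1 µg/ml on, so that this fit does not determine *P*_0_ for them.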

We wondered whether the digestion rate constants we obtained by fitting the kinetics models were biochemically meaningful. 

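Rate constants are defined for 295 transcripts in CoLoC-seq and 317 in Mock CoLoC-seq, namely where *k’* exceeded 2 of its standard errors under Model 1 or was above 0 at p under 0.05 under Model 2. Their median was 1.34e6 M-1 s-1 (interquartile range 6.89e5 to 1.79e6) in intact and 1.46e6 M-1 s-1 (interquartile range 8.04e5 to 1.99e6) in lysed samples. U6 snRNA had a rate of 7.58e5 M-1 s-1 in CoLoC-seq, 5.8S rRNA of 7.75e5 and RNY3, whose exposed pool is digested while another part persists, of 1.10e6. Of these rates, 274 in CoLoC-seq and 300 in Mock CoLoC-seq were within 10-fold of the constant of the dinucleotide UpA, a standard RNase A substrate. An RNA gone by the lowest dose gives no standard error of *k’* and is left out. The doses and this rule thus bound the upper end of the rates. The conversion of *k’* to *k* takes the 10 min digestion and the enzyme's molecular weight and assumes that the enzyme stays fully active.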

The vast majority of rate constants measured in our CoLoC-seq and Mock CoLoC-seq experiments were fairly close to *k*_cat_*/K*_m_ reported for a standard RNase A substrate, UpA (2.3 × 10^6^ M^−1^ s^−1^, Supplementary Figure S7A) (83). 

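5S rRNA, a component of the large cytosolic ribosomal subunit, was among the slowest substrates. Its apparent rate constant was 1.27e4 M-1 s-1 for the RNA5S1 and 1.42e4 M-1 s-1 for the RNA5S9 feature in intact mitochondria, and 9.70e4 and 1.01e5 in lysed ones. The CoLoC-seq values come from Model 2, which holds no protected pool, and the Mock values from Model 1, so that they are not on one scale. In CoLoC-seq, 5 transcripts had rates below that of the poor substrate UpOC_6_H_4_-*p*-NO_2_, namely both 5S rRNAs, MT-ATP6 and the tRNAs TRD-GTC2 and TRG-CCC2, and in Mock CoLoC-seq 1 had, the C/D snoRNA SNORD73A. The RNA5S1 and RNA5S9 features are copies of one gene family and share reads. Without replicate 1 their CoLoC-seq rates were 8.88e3 and 1.06e4 M-1 s-1.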

Only in rare cases, e.g. for 5S rRNA (*k* = 1.9 × 10^4^ M^−1^ s^−1^), was the apparent digestion rate worse than that of a poor RNase A substrate, UpOC_6_H_4_-*p*-NO_2_ (*k*_cat_*/K*_m_ = 5.7 × 10^4^ M^−1^ s^−1^) (83), confirming its remarkable recalcitrance to digestion (Figure 2). We then tested whether the observed rate constants permitted independent estimation of the size of protected RNA pools *P*_0_. By simulating data for a continuum of *k–P*_0_ combinations, we observed that the CoLoC-seq Model 1 remains robust at *k* > 10^5^ M^−1^ s^−1^ but becomes uncertain when digestion occurs too slowly (Supplementary Figure S7B). 

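Above the limit of 1e5 M-1 s-1 lay 290 of the CoLoC-seq rate constants (98.3%) and 313 of the Mock ones (98.7%). The central 90% of the rates ran from 2.09e5 to 2.34e6 M-1 s-1 in CoLoC-seq and from 2.18e5 to 2.76e6 in Mock CoLoC-seq. RMRP, the RNA of RNase MRP, had 1.25e6, and RPPH1, the RNA of RNase P, 2.50e5 M-1 s-1 in intact mitochondria. Profiles were simulated at the doses of this design for 15 combinations of *P*_0_ and *k*, 40 each, with independent noise at the treated doses. The mean *P*_0_ from Model 1 was at most 0.00875 from the true value, which measures bias and not the error of a single profile. Differences between gradients were not simulated.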

Nearly all experimental *k* values measured by CoLoC-seq and Mock CoLoC-seq fell within the optimal dynamic range, enabling unequivocal, untangled *P*_0_ estimation. We found that *P_0_* estimates were not appreciably influenced by RNA abundance, pyrimidine content, or overall amount of structure (Supplementary Figure S7C–E). 

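Abundant and rare RNAs were found among those with a low and among those with a high *P*_0_. Across 350 transcripts, *P*_0_ in CoLoC-seq and the mean count in untreated libraries had a Spearman's *ρ* of -0.0020 (permutation test, two-sided, p = 0.97), and in Mock CoLoC-seq 0.0725 (permutation test, p = 0.18). Transcripts are not independent replicates, and after Benjamini-Hochberg adjustment over these 2 relations the p-values are 0.97 and 0.36. The counts are those of the matched feature alone, whereas the paper summed the reads of repetitive genes. The abundant RNAs lie at both ends of the scale, as 5.8S rRNA has 109542 counts in the untreated library of CoLoC-seq replicate 2 and a low *P*_0_, and RNR2 has 15438 counts and a nominal *P*_0_ of 1. Among the rarer RNAs, RNY1 with 104 counts is partly protected, while MALAT1 with 45.0 counts, a lncRNA of nuclear speckles, is not. The near-zero CoLoC-seq coefficient was positive (0.0168) without replicate 1 and -0.0419 without replicate 2. Pyrimidine content and foldedness were not analysed.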

Altogether, these results indicate that CoLoC-seq is a reproducible approach, capturing biochemically meaningful parameters from a myriad of simultaneously going RNase digestions reactions, that can be used for a reliable and unbiased estimation of accessible and inaccessible RNA pools.

To globally visualise the localisation topology of mitochondria-associated transcripts we plotted the protected RNA pools *P*_0_, as measured in CoLoC-seq *versus* Mock CoLoC-seq (Figure 3C). Thereby we could roughly partition all transcripts in three unequal groups. 

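Of 350 transcripts, 264 (75.4%; Wilson 95% interval 70.7 to 79.6%, taking transcripts as independent) had *P*_0_ below 0.1 in both protocols. They are the snoRNAs (149 transcripts), nuclear mRNAs (79), spliceosomal and other snRNAs (17), 5.8S, 18S and 28S rRNAs (8 in sense and 1 in antisense), scaRNAs (7) and lncRNAs (3). No mtDNA-encoded RNA and no nuclear tRNA was among them. The median *P*_0_ of the nuclear-encoded transcripts was 0.00556 in CoLoC-seq and 0.00573 in Mock CoLoC-seq. The number of transcripts low in both was 252 at a limit of 0.05 and 280 at a limit of 0.2. It was 135 when total gene counts replaced the spike-in, a scaling that takes the RNA left in a library as constant.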

The majority of RNAs (∼77%), had low *P*_0_ values (<0.1) in both CoLoC-seq and Mock CoLoC-seq experiments, which identifies them as trivial degradable contaminants. This group includes all long nDNA-encoded transcripts (mRNAs, lncRNAs), 5.8S rRNA, 18S rRNA, 28S rRNA, snRNAs, snoRNAs and scaRNAs. 

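Nuclear-encoded long RNAs and most small nuclear and nucleolar RNAs had a low *P*_0_ in intact and in lysed mitochondria. All 82 long nuclear transcripts of Supplementary Table S2 (79 mRNAs and 3 lncRNAs) were low in both protocols, with a highest *P*_0_ of 0.0379 in CoLoC-seq, that of the histone mRNA H2AC18, and of 0.0499 in Mock CoLoC-seq, that of RPL7A. Their median *P*_0_ was 0.00700 in intact and 0.00188 in lysed samples. ACTG1, which encodes a cytoplasmic actin, had 0.0113 ± 0.00347 in CoLoC-seq and MALAT1 0.0197 ± 0.00519 (standard errors). The sense rRNAs of the cytosolic ribosome ranged from 0.0328 for 5.8S over 0.0452 for 18S (RNA18SN2) to 0.0619 for 28S (RNA28SN3), whose copies share reads. Of 160 snoRNAs, 149 were low in both, 10 were at or above the limit in Mock CoLoC-seq only and SNORD148 matched no feature with counts, with medians of 0.00295 and 0.00598. All 7 scaRNAs were low, and so were 17 of 19 snRNAs, the other 2 being the SNAR-A RNAs that the annotation puts in this class. U1 snRNA (RNU1-1) had a CoLoC-seq *P*_0_ of 0.0343, U2 of 0.0112, U6ATAC of 0.0502 and 7SK, which regulates transcription elongation, of 0.0254.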

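On the level of gene features, the snoRNAs, snRNAs, scaRNAs and ribosomal protein genes all fell with RNase A in intact and in lysed mitochondria, once the spike-in was scaled within each gradient. With raw spike-in counts as offsets for all columns, 0 of 555 features fell in intact and 0 in lysed mitochondria (314 and 394 at an unadjusted p under 0.05, 391 and 501 with DESeq2), and with the replicate number as a block 330 and 412. Raw offsets with each gradient as a block, a fit chosen after seeing the data, gave 473 and 549. With the spike-in scaled within each gradient, a scaling chosen after seeing the data and used for the lists that follow, 431 and 549 fell. All 104 C/D and all 46 H/ACA snoRNAs fell in both protocols in edgeR's quasi-likelihood test (adjusted p under 0.05), with median log2 changes of -9.42 and -7.64 for C/D and -8.58 and -8.41 for H/ACA snoRNAs in intact and lysed mitochondria. The same holds for 6 scaRNAs (-6.84 and -7.16), 19 snRNAs (-5.06 and -6.95) and 28 cytosolic ribosomal protein genes (-8.53 and -7.76), 26 of which hold a small RNA gene and carry its reads. Of 189 nuclear protein-coding genes, 178 fell in intact and 187 in lysed samples. None of the snoRNA, scaRNA and snRNA lists held a member protected in intact relative to lysed mitochondria. Their highest and lowest contrasts were 1.55, 0.92, -3.56 and -3.56 for SNORD89, SNORD91B, SNORD24 and SNORD18A, 1.63, 1.49, -1.64 and -2.36 for SNORA66, SNORA14B, SNORA7A and SNORA80E, 1.20, 0.10, -0.88 and -1.13 for SCARNA20, SCARNA12, SCARNA22 and SCARNA2, and 3.06, 2.00, -0.53 and -0.60 for the U1 variants RNVU1-14 and RNVU1-7 and the U5 genes RNU5B-1 and RNU5D-1. As lists they did not pass fry on the edgeR fit (adjusted p = 0.338 for C/D and 0.992 for H/ACA snoRNAs and for scaRNAs, and 0.338 for snRNAs), but with TMM the C/D snoRNAs passed in the opposite direction (median contrast -3.52, adjusted p = 0.0243) and the median of the snRNAs turned from 1.26 to -0.59. The 21 features of 5.8S, 18S and 28S rRNA fell in both settings, with median log2 changes of -4.76 and -7.85, and less so in intact mitochondria (7 protected, 11 over the list alone; fry on the edgeR fit, adjusted p = 0.0162; camera, adjusted p = 0.592 with an estimated correlation; with TMM 0 protected and adjusted p = 0.387), from 1.47 for RNA28SN4 and 1.55 for RNA28SN2 to 3.13 for RNA18SN2 and RNA18SN3, copies that share reads. Of the ribosomal protein genes, 3 of 28 were protected, RPLP1 (4.01) and RPS16 (3.39) among them, but 0 with each gradient as a block and 0 with TMM (with the block, RPLP1 and RPS16 had an adjusted p = 0.0965 and 0.153 in edgeR), and RPL13A (-2.57) and RPL7A (adjusted p = 0.0831 in edgeR) had the lowest contrasts. Adjusted over the list alone, 0 passed (fry, adjusted p = 0.755, and 0.0489 in the opposite direction with TMM). In edgeR, 20 of all protein-coding genes were protected (2 over the list alone; fry, adjusted p = 0.433; median contrast 0.56, and -1.32 with TMM; 5 protected with TMM and 10 with each gradient as a block), between -3.55 for SNUPN and -3.40 for RPL7A and 7.63 for KIAA0825 and 8.54 for AKAP6, both of which hold nuclear copies of mtDNA. The snoRNA, scaRNA, snRNA and rRNA lists repeat classes of the study and are not independent of it.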

The absence of long nDNA-encoded RNAs inside human mitochondria has also been observed by proximity labelling approaches, corroborating our observation (45–47,49). 

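In 10 of 350 transcripts (2.86%; Wilson 95% interval 1.56 to 5.18%, taking transcripts as independent) *P*_0_ was at least 0.1 in both protocols. They were the mitochondrial 16S rRNA RNR2, both 5S rRNAs, 3 antisense transcripts of 28S rRNA, 7SL RNA type 2 (RN7SL3), RMRP, RPPH1 and RNY5. RNY5 had a nominal *P*_0_ of 1 in CoLoC-seq and 0.211 ± 0.0520 in Mock CoLoC-seq, where the replicates differed widely (0.0322 and 0.373). RN7SL3, a gene of the RNA of the signal recognition particle, had 0.133 ± 0.0142 and 0.145 ± 0.0284. The antisense 28S transcripts ranged from 0.216 to 0.246 in intact and from 0.255 to 0.272 in lysed mitochondria. Membership of this group depended on single gradients, since it held 14 transcripts without replicate 1 and 6 without replicate 2, and it grew to 16 at a limit of 0.05 and to 107 with total gene counts in place of the spike-in.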

Another, small, group of RNAs on the opposite extreme of the diagonal showed relatively high *P_0_* values in both CoLoC-seq and Mock CoLoC-seq, meaning that they are at least partially intrinsically resistant to RNase A, independently of the integrity of the mitochondrial membranes (Figure 3C). Strikingly, this group contains three small noncoding RNAs (ncRNAs), which are most frequently cited as potentially imported into the mammalian mitochondria: 5S rRNA, RMRP (RNA component of RNase MRP) and RPPH1 (RNA component of the nuclear RNase P) (36,51,57,77–82,84–86). 

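5S rRNA, RMRP and RPPH1 kept a measurable pool whether or not the mitochondria were lysed. From 1 µg/ml on, the remaining proportion of 5S rRNA (RNA5S9) was 0.363 ± 0.0252 in intact and 0.258 ± 0.0323 in lysed mitochondria (SD, n = 2), and its *P*_0_ after lysis was 0.260 ± 0.0276. RMRP, the RNA component of RNase MRP, lies on chromosome 9 from 35657751 to 35658018 on the minus strand and had a *P*_0_ of 0.111 ± 0.0144 in CoLoC-seq and 0.152 ± 0.0115 in Mock CoLoC-seq (0.121 and 0.182 in its replicates). RPPH1, the RNA component of nuclear RNase P on chromosome 14 from 20343071 to 20343411 on the minus strand, had 0.242 ± 0.0473 (0.139 and 0.328) and 0.119 ± 0.0178 (0.0702 and 0.172), at 47.0 to 97.5 counts per untreated library. In edgeR's quasi-likelihood test with the spike-in scaled within each gradient, the log2 change of RMRP was -3.50 (SE 0.985, adjusted p = 0.00252) in intact and -2.81 (SE 0.956, adjusted p = 0.00853) in lysed mitochondria. For RPPH1 the values were -1.98 (adjusted p = 0.0591) and -2.91 (adjusted p = 0.00747) in edgeR. Of 34 5S rRNA gene features, which share reads, 32 fell in lysed mitochondria, and RNA5S1 did not pass in intact ones (edgeR, adjusted p = 0.0751), with list medians of -1.33 and -1.78 in intact and lysed mitochondria and no list call (fry, adjusted p = 0.755; median contrast 0.46, that of RNA5S9 being 0.42, and -2.02 with TMM). The difference between the protocols did not pass for RMRP (edgeR, log2 contrast -0.69, adjusted p = 0.807) or RPPH1 (0.94, adjusted p = 0.737). On the edgeR fit, the list of 3 7SL genes had a median contrast of 1.90 (fry, adjusted p = 0.269, and 0.0423 with the preparation as a replicate block), and a median of -0.05 with TMM scaling, and ranged from -0.39 for RN7SL3 over 1.90 for RN7SL1 to 2.40 for RN7SL2. The 7SL list did not pass with each gradient as a block (fry, adjusted p = 0.0711) or in camera with an estimated correlation (adjusted p = 0.937). None of its genes was called in these fits. The CoLoC-seq *P*_0_ of RMRP was 0.0893 without replicate 2, below the limit of 0.1. It was also below it with the mean remaining proportion from 1 µg/ml on (0.0905), the fit of its logarithm (0.0916) and the shared doses only (0.0988).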

Their localisation in this quadrant suggests that they may in fact be RNase-resistant false positives. Indeed, all these RNAs are highly structured and embedded in very proteinaceous house-keeping RNPs (87–89). Therefore, it is not possible to conclude about the localization of this group of transcripts solely based on their resistance to RNase, and orthogonal methods are required to draw the line (see below).

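In 66 of 350 transcripts, *P*_0_ was at least 0.1 in intact and below 0.1 in lysed mitochondria. The share was 18.9% (Wilson 95% interval 15.1 to 23.3%, which takes transcripts as independent although they are not). The 66 were 34 mtDNA-encoded and 32 nuclear-encoded RNAs. The latter were all 26 nuclear tRNAs of Supplementary Table S2, RNY1, RNY3, 2 SNAR-A RNAs and 7SL RNA types 1 and 3. In 59 of the 66, among them every mtDNA-encoded one, the class held in separate fits of both preparations. The 7SL types 1 and 3 sit near the limit, with CoLoC-seq *P*_0_ of 0.109 ± 0.0207 and 0.137 ± 0.0199, and both fall below it without replicate 2 (0.0764 and 0.0974). For the 555 gene features, the contrast between the RNase A effect in intact and lysed mitochondria was tested with edgeR's quasi-likelihood test. With raw spike-in counts as offsets for all columns, 0 features were protected at an adjusted p under 0.05 (2 at an unadjusted p under 0.05, 2 with DESeq2), and 0 with the replicate number as a block (18 unadjusted). The 81819 spike-in counts of untreated CoLoC-seq replicate 2 are far above those of the other gradients, and the biological coefficient of variation in this fit was 1.38. A block of each gradient, chosen after seeing the data, takes up the scale of its spike-in counts, and with it the raw offsets called 116 features protected and 1 the opposite. With the per-library factors recovered from Supplementary Table S2, 113 features were protected and 1 was the opposite. With the spike-in scaled within each gradient, chosen after seeing the data, 118 were protected, at a coefficient of variation of 0.570. Those 118 comprise 30 mtDNA-encoded genes, 48 nuclear tRNA genes, 14 nuclear rRNA genes and 26 other nuclear genes, and 117 of them also passed with the preparation and 107 with each gradient as a block. TMM, which takes the bulk of features as unchanged, moved the median contrast of all features from 0.46 to -1.56, and called 61 protected and 99 the opposite. 8 features were protected without CoLoC-seq replicate 1, 10 without CoLoC-seq replicate 2, 36 without Mock replicate 1 and 132 without Mock replicate 2, a lone replicate being taken to vary like the other groups.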

The most interesting part of this landscape, harbouring ∼18% of all mitochondria-associated RNAs, featured high *P*_0_ values in CoLoC-seq, where mitochondria were intact, but low *P*_0_ values in Mock CoLoC-seq, where they were lysed (Figures 3C, 4). This suggests that they are specifically protected by mitochondrial membranes and, therefore, likely represent *bona fide* resident transcripts. These RNAs include 34 mtDNA-encoded transcripts. 

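The mtDNA-encoded RNAs had *P*_0_ values from 0.278 to the nominal 1 in intact mitochondria (median 0.720). After lysis the median *P*_0_ was 0.00587, and the highest apart from RNR2 was 0.0146. All 13 mRNAs of the respiratory chain and ATP synthase were protected. Their CoLoC-seq *P*_0_ was lowest for MT-ND4L (0.436 ± 0.0254, standard error) and MT-CO1 (0.469 ± 0.0255) and a nominal 1 for MT-ND2 and MT-ATP8, and in Mock CoLoC-seq none exceeded the 0.0130 ± 0.00163 of MT-ND4. MT-ND6, the only mRNA of the light strand, had 0.738 ± 0.0698 in CoLoC-seq and 0.00516 ± 5.10e-04 in Mock CoLoC-seq. The 12S rRNA RNR1, of the small mitoribosomal subunit, had 0.987 ± 0.107 and 0.00589 ± 0.00135. Antisense transcripts of MT-CO3, MT-ND4, MT-ND5 and MT-CYB had *P*_0_ values of 0.377 ± 0.0256, 0.379 ± 0.0333, 0.278 ± 0.0244 and 0.462 ± 0.0526, each below its sense mRNA. In edgeR's test with the spike-in scaled within each gradient, 13 of 13 mitochondrial mRNAs were protected (13 when adjusted over the list alone, and 11 with TMM), with median log2 changes of -0.75 in intact and -7.57 in lysed organelles. The largest contrast among them was 9.28 for ND2 (SE 1.47, adjusted p = 2.51e-04 in edgeR), followed by ATP8 (8.82) and, at the other end, ND5 (5.60), and the smallest 5.46 for ND4 (SE 1.32, adjusted p = 0.00507 in edgeR). As a list they moved one way (fry, adjusted p = 0.00158), which is what fry tests, without comparing the list with other genes. camera, which makes that comparison, gave an adjusted p = 0.155 with an estimated correlation, and none of its calls with a preset correlation of 0.01 for any list held with an estimated one. Of 2 mitochondrial rRNAs, RNR1 was protected (log2 contrast 8.15, SE 1.13, adjusted p = 2.16e-04 in edgeR). These lists repeat classes that the study chose on the same libraries and are not independent evidence. With raw spike-in offsets 0 lists passed (fry on the edgeR fit, lowest adjusted p = 0.651 and lowest unadjusted p = 0.105). With the scaling within each gradient, no list call held without either of the CoLoC-seq replicates, while 6 lists were called without Mock replicate 1 and 9 without Mock replicate 2, against 10 with all gradients, 8 with the preparation as a block and 7 with TMM. With raw offsets and each gradient as a block, only the lists of mitochondrial mRNAs and tRNAs passed (fry on the edgeR fit, adjusted p = 0.00842 and 0.0291). From protection that is lost on lysis, the paper proposes that these RNAs are shielded by the mitochondrial membranes and reside inside the organelle. For some of them it adds northern blots, RNase treatment of mitoplasts and single-molecule RNA imaging on mitoplasts.

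**Figure D1:**
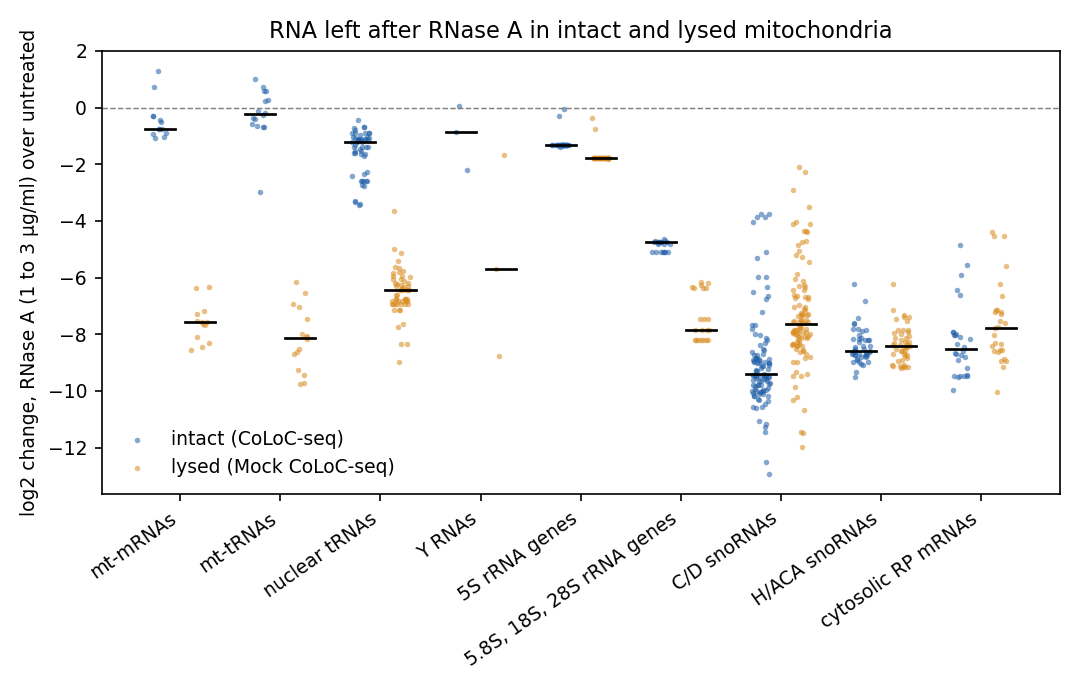
Log2 change of gene features with RNase A (1 to 3 µg/ml, summed) relative to the untreated library, in intact (CoLoC-seq, blue) and lysed (Mock CoLoC-seq, orange) mitochondria, from edgeR with the spike-in scaled within each gradient. Each dot is a gene feature and each bar the median of its group; mitochondrial mRNAs have medians of -0.75 and -7.57, whereas C/D snoRNAs lie at -9.42 and -7.64.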

Only one mtDNA-encoded RNA, 16S rRNA/RNR2, showed an unusually high resistance to RNase A, likely because it is embedded in the extensively proteinaceous large mitoribosomal subunit (90). 

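RNR2, the 16S rRNA of the large mitoribosomal subunit, lies on the mitochondrial genome from 1671 to 3229 on the plus strand. After lysis, 0.232 ± 0.0787 of it remained from 1 µg/ml on (SD, n = 2), with *P*_0_ = 0.258 ± 0.0343 (standard error) and 0.198 and 0.318 in the 2 Mock replicates. RNR1, of the small subunit, kept 0.00352 ± 0.00144 at the same doses. In intact mitochondria the RNR2 profile was flat in both replicates, and its remaining proportion exceeded 1 in replicate 2 (1.42, against 0.711 in replicate 1). In lysed mitochondria RNR2 still fell, by a log2 change of -1.89 (SE 0.662, adjusted p = 0.0101 in edgeR with the spike-in scaled within each gradient), but the contrast with intact mitochondria was 2.08 (SE 0.915) and did not pass (adjusted p = 0.123 in edgeR, although RNR2 and RNR1 both pass when adjusted over the list of 2 mitochondrial rRNAs alone).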

Unlike proximity labelling approaches, which successfully identified long polyadenylated mtDNA-encoded RNAs but could not efficiently handle small RNA species (45–47,49), CoLoC-seq also captured 15 out of 22 mitochondrial tRNAs. This highlights its ability to interrogate this traditionally more challenging part of the transcriptome.

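The 15 mitochondrial tRNAs of Supplementary Table S2 were all protected in intact mitochondria and lost after lysis. TRNF, TRNV, TRNL1, TRNQ, TRNM, TRNN, TRNC, TRNY and TRNP had a nominal *P*_0_ of 1 in the joint fit, and the other 6 ranged from 0.574 ± 0.159 for TRNL2 to 0.903 ± 0.117 for TRNE (standard errors). In Mock CoLoC-seq the highest value was 0.0143 ± 0.00241, also for TRNL2, and the lowest 0.00158 ± 3.75e-04 for TRNQ. Replicates differed most for TRNA (0.225 and 1.00), TRNS1 (0.335 and 0.910) and TRNQ (0.402 and 1.00). The 16 mitochondrial tRNA genes with at least 30 counts in each untreated library, which include TRNR (arginine) in addition to these 15, were all protected in edgeR with the spike-in scaled within each gradient (16 when adjusted over the list alone). Their median log2 change was -0.21 in intact and -8.13 in lysed mitochondria. The largest contrast was that of TRNL1, for leucine (9.51, SE 1.50, adjusted p = 2.51e-04 in edgeR), followed by TRNM (9.44) and, at the lower end, TRNS2 (6.46), and the smallest that of TRNL2 (5.88, SE 1.48, adjusted p = 0.00680 in edgeR). The list moved one way (fry, adjusted p = 0.00748; camera, adjusted p = 0.155 with an estimated correlation), and all 16 were also protected with TMM. It follows the study's own choice of transcripts and is not independent of it.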

**Figure 4.**
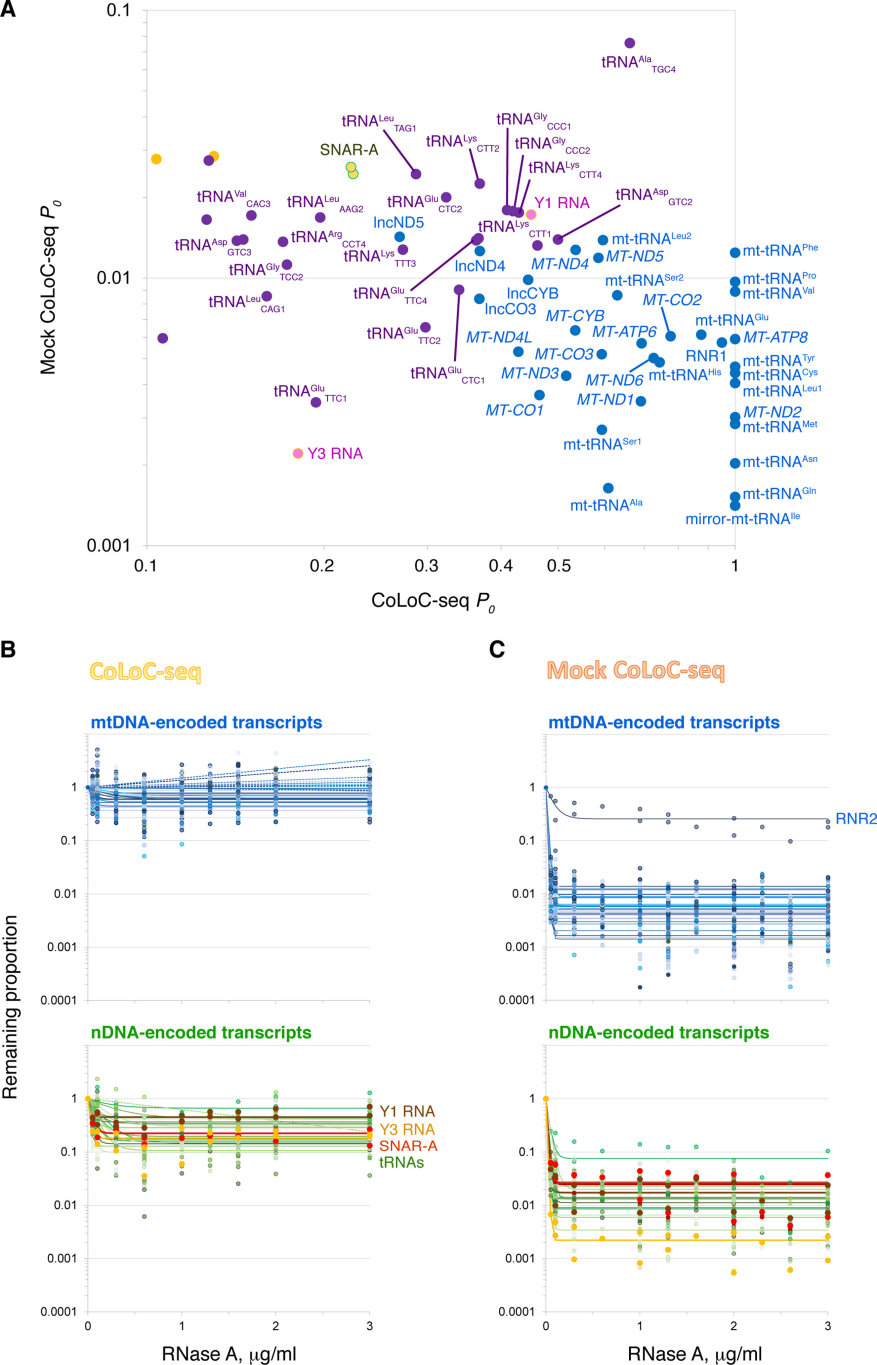
Human mitochondria-resident transcripts identified by CoLoC-seq. (**A**) Detailed view of the high CoLoC-seq *P*_0_ – low Mock CoLoC-seq *P*_0_ area from Figure 3C showing mtDNA-encoded (*blue*) and nDNA-encoded (*other colours*) transcripts specifically protected from degradation by mitochondrial membranes. (**B**, **C**) Corresponding CoLoC-seq (B) and Mock CoLoC-seq (C) profiles with fitted kinetics models indicate that these RNAs significantly resist RNase A-mediated depletion when the mitochondrial membranes are intact but get rapidly degraded once they are solubilised. Mitochondrial 16S rRNA (RNR2) is shown as an unusually RNase-resistant mtDNA-encoded transcript (see also Figure 3C and Supplementary Table S2 for the underlying data).

Strikingly, a distinct group of small PolIII-transcribed ncRNAs occupied a similar position in the plot, suggesting their mitochondrial localisation (Figure 3C and 4A). Those include the highly conserved Y1 and Y3 RNAs (91,92), the primate-specific SNAR-A RNAs (93), and a set of tRNAs. 

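RNY1, RNY3 and the SNAR-A RNAs, all short transcripts of RNA polymerase III, kept a part of their level in intact mitochondria that lysis removed. RNY1, the gene of Y1 RNA on chromosome 7 from 148987136 to 148987248 on the minus strand, had a CoLoC-seq *P*_0_ of 0.454 ± 0.030 (0.451 and 0.449 in the replicates) and a Mock *P*_0_ of 0.0177 ± 0.00265. RNY3, the gene of Y3 RNA on chromosome 7 from 148983755 to 148983856 on the plus strand, had 0.185 ± 0.0195 (0.122 and 0.237) and 0.00225 ± 3.09e-04. The features SNAR-A1 and SNAR-A4 share reads and had 0.229 ± 0.0275 and 0.227 ± 0.0273 in intact against 0.0254 ± 0.00424 and 0.0269 ± 0.00427 in lysed mitochondria, at 21.5 to 160.4 counts of SNAR-A1 in the untreated libraries. The 26 nuclear tRNAs ranged from 0.101 (TRV-TAC1, valine) to 0.653 (TRA-TGC4, alanine), with a median of 0.290 in intact and 0.0144 in lysed mitochondria. TRE-CTC1, a glutamate tRNA, had 0.346 ± 0.0476 and 0.00925 ± 0.00112, TRK-CTT1, a lysine tRNA, 0.469 ± 0.0557 and 0.0135 ± 0.00199, and TRG-CCC1, a glycine tRNA, 0.413 ± 0.0380 and 0.0183 ± 0.00334. In edgeR with the spike-in scaled within each gradient, RNY3 (log2 contrast 6.55, SE 1.43, adjusted p = 0.00262) and RNY1 (4.85, SE 1.41, adjusted p = 0.0176) were protected and RNY5 did not pass (1.73, SE 1.67, adjusted p = 0.563). The list of 3 Y RNAs passed (fry, adjusted p = 0.0373; camera, adjusted p = 0.446 with an estimated correlation), but not with the preparation as a block (adjusted p = 0.0844) or with TMM (adjusted p = 0.0922). TRG-GCC2 (0.0376 without replicate 1), TRD-GTC3, TRNAV-CAC and TRV-TAC1 (0.0604, 0.0847 and 0.0759 without replicate 2) fall below a *P*_0_ of 0.1 when 1 gradient per protocol is left out.

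**Figure D2:**
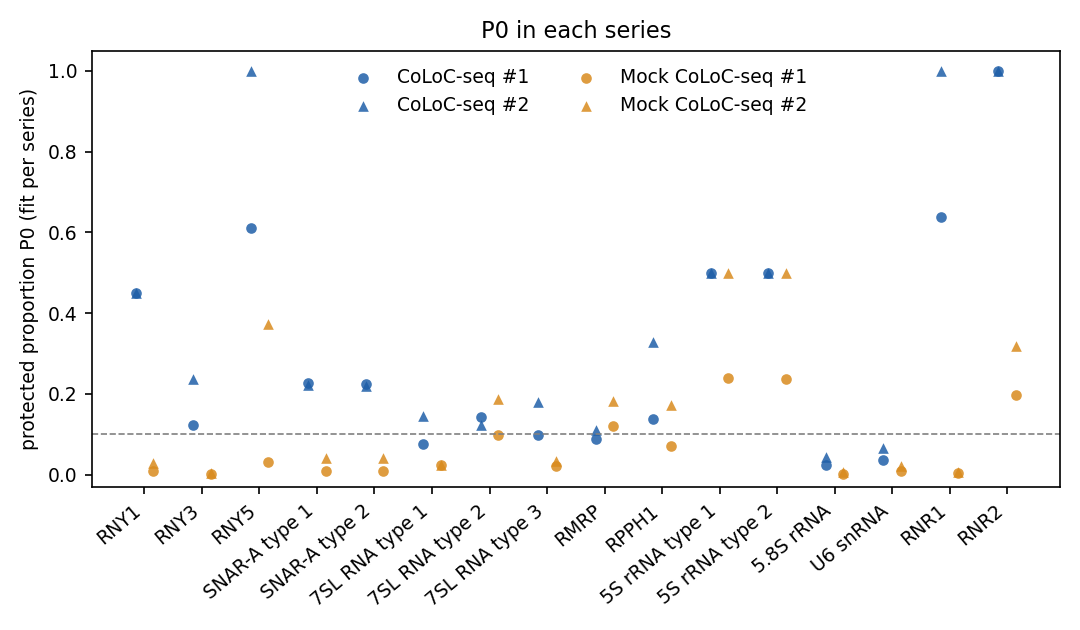
*P*_0_ of selected RNAs fitted separately in each gradient, in intact (CoLoC-seq) and lysed (Mock CoLoC-seq) mitochondria. Circles are replicate 1 and triangles replicate 2, and the dashed line marks the limit of 0.1; RNY1 lies at 0.451 and 0.449 in CoLoC-seq and at 0.00778 and 0.0275 in Mock CoLoC-seq.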

Manual inspection of their profiles confirmed that they had a significant RNase A-resistant pool in CoLoC-seq, when mitochondria were intact, but not in Mock CoLoC-seq, when they were lysed (Figure 4B, C, Supplementary Table S2). As far as the read length (75 nt) permits to see, all these RNAs appear to be full-size, untruncated transcripts (Supplementary Figure S8A–C). The extensive association of cytosolic tRNAs with human mitochondria has been previously reported (36), while the functional significance of this phenomenon remains enigmatic. The composition of the detected tRNAs is strongly biased: Glu, Asp, Lys and Gly isoacceptors overwhelmingly dominate the landscape (Supplementary Figure S8D). These tRNAs are neither the most abundant nor the least charged in HEK293 cells (94–96). However, these tRNA families are exactly those containing the smallest number of Watson-Crick face-disrupting methylations and consecutive dihydrouridines, which enables their preferential, if not exclusive, coverage in standard RNA-seq experiments (96–98). Indeed, the recent mim-tRNAseq analysis of human tRNAs (96) indicates that these tRNA families have the lowest number of modified residues causing TGIRT-mediated nucleotide misincorporation (Supplementary Figure S8E). 

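Glutamate tRNAs made up 73.5 ± 11.9% (mean ± SD over 38 libraries) of the counts at nuclear tRNA genes, lysine tRNAs 9.02 ± 2.42%, aspartate tRNAs 7.54 ± 9.63% and glycine tRNAs 3.23 ± 2.03%. Together these 4 isoacceptor groups held 93.3 ± 5.22% (80.9 to 98.4% per library). The next groups were alanine with 2.33 ± 3.16% and valine with 1.28 ± 0.579%. This order is that of the mean over all 38 libraries. In Mock CoLoC-seq from 1 µg/ml on, alanine tRNAs (3.45%) were above aspartate (3.28%) and glycine tRNAs (2.62%), whereas in CoLoC-seq they held 0.690%. Glutamate tRNAs predominated already without RNase A, taking 78.3% in the untreated libraries, 74.3% in CoLoC-seq and 77.7% in Mock CoLoC-seq from 1 µg/ml on. Of the 26 tRNAs of Supplementary Table S2, 17 belong to these 4 amino acids. In edgeR with the spike-in scaled within each gradient, 47 of 55 nuclear tRNA genes were protected in intact mitochondria (55 when adjusted over the list alone), by a median log2 contrast of 5.14 (fry, adjusted p = 0.00748; camera, adjusted p = 0.164 with an estimated correlation), and 24 with TMM. Among them, on the edgeR fit, 18 of 19 glutamate tRNA genes passed (19 over the list alone; median contrast 5.79; fry, adjusted p = 0.00521), 11 of 11 glycine (4.35; adjusted p = 0.0174), 9 of 10 lysine (4.87; adjusted p = 0.0162) and 8 of 9 aspartate tRNA genes (5.54; adjusted p = 0.0686). With TMM, 17 glutamate, 2 glycine, 4 lysine and 1 aspartate tRNA gene were called. With an estimated correlation camera gave these 4 lists an adjusted p = 0.155, 0.446, 0.372 and 0.446 in the same order. With each gradient as a block, 47 of the 55 nuclear tRNA genes were called, but none of the nuclear tRNA lists passed fry. The adjusted p in fry was then 0.0652 for the whole list, glutamate and aspartate, 0.0711 for glycine and lysine and 0.120 for valine. On the edgeR fit, the 3 valine tRNA genes had a median contrast of 3.04 (1 called, 3 over the list alone; fry, adjusted p = 0.0379, and 0.0833 with the preparation as a block; camera, adjusted p = 0.448 with an estimated correlation; with TMM 0 called and fry, adjusted p = 0.122). TRE-TTC1-1 had the largest contrast of the glutamate genes (6.72, SE 1.31, adjusted p = 0.00105 in edgeR), followed by TRE-CTC1-1 (6.36), with TRE-CTC2-1 (4.39) and TRE-TTC2-2 (4.02, adjusted p = 0.0984 in edgeR) the lowest. Of the glycine genes, TRG-CCC2-2 (5.59) and TRG-CCC2-1 (5.54) had the highest and TRG-GCC1-1 and TRG-GCC1-2 (4.23 each) the lowest contrasts, and of the lysine genes TRK-CTT2-5 (5.83) and TRK-CTT1-1 (5.61) the highest and TRK-TTT3-5 (4.32) and TRK-TTT3-2 (4.33) the lowest. Aspartate genes ranged from 2.87 for TRD-GTC3-1 and 4.98 for TRD-GTC2-9 to 5.54 for TRD-GTC2-1 and 5.93 for TRD-GTC2-10, and valine genes from 2.68 for TRNAV-CAC over 3.04 for TRV-TAC1-2 to 4.33 for TRV-CAC3-1. TRD-GTC2-1 to TRD-GTC2-5 hold equal counts, and gene copies that share their reads in this way are not separate observations. As with the other classes, the lists repeat classes chosen by the study on these libraries.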

More traditional reverse transcriptases used in RNA-seq library construction hard-stop on such positions, strongly biasing the apparent tRNA diversity. With this consideration in mind, we do not find any obvious specificity in tRNA association with mitochondria.

### Nucleus-encoded mitochondria-localised RNAs are primarily stuck in the intermembrane space

Mitochondria have two membranes that delimit the innermost matrix subcompartment and the intermembrane space (IMS). We wondered where exactly in mitochondria the newly identified nDNA-encoded RNAs could be located. This question is important as their eventual presence in the matrix would mean that they could functionally interact with the mitochondrial genetic system. To this end, we subjected crude HEK293 mitochondria to a standard submitochondrial fractionation procedure frequently employed to interrogate protein localisation (see Materials and Methods). Intact mitochondria, mitoplasts (mitochondria with an osmotically ruptured outer membrane), or fully lysed mitochondria were treated or not with an RNase A/T_1_ mix; the remaining RNA was extracted and analysed by northern blotting. As shown in Figure 5A, mtDNA-encoded RNAs were resistant to RNase A/T_1_ digestion in both mitochondria and mitoplasts, indicating their matrix localisation. By contrast, U6 snRNA was degraded in all RNase A/T_1_-treated samples, corresponding to its extramitochondrial localisation. Interestingly, both Y RNAs and the cytosolic tRNAs we probed for remained fairly resistant to RNase A/T_1_ in intact mitochondria but were strongly depleted upon the disruption of the outer membrane. This suggests that the majority of these molecules localise to the intermembrane space, rather than to the matrix.

**Figure 5.**
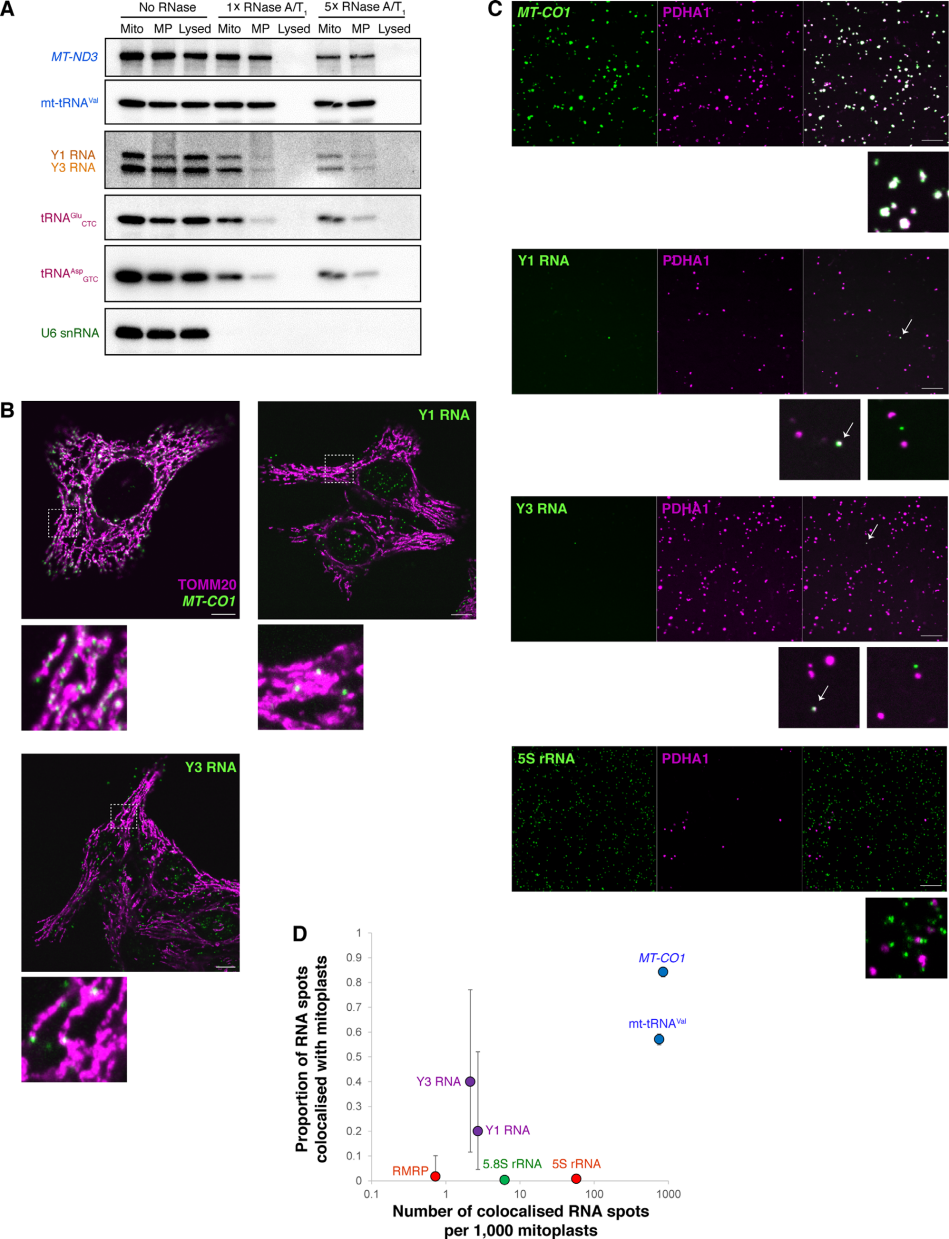
Nuclear DNA-encoded mitochondrial RNAs are scarce in the mitochondrial matrix. (**A**) Submitochondrial fractionation of mitochondria-associated transcripts. Intact mitochondria, mitoplasts obtained by osmotic disruption of the outer membrane (MP), or lysed mitochondria from HEK293 cells were treated with an RNase A/T_1_ mixture (‘1×’ corresponds to 1 μg of RNase A and 2.5 U of RNase T_1_ per mg of mitochondrial protein) or left untreated. Surviving RNAs were analysed by northern blotting with probes to select mtDNA- (*MT-ND3*, mt-tRNA^Val^) and nDNA-encoded (Y1 and Y3 RNAs, tRNA^Glu^_CTC_, tRNA^Asp^_GTC_, U6 snRNA) transcripts. (**B**) The mtDNA-encoded *MT-CO1* mRNA and two nDNA-encoded transcripts (Y1 and Y3 RNA) were detected in HepG2 cells by branched DNA smFISH and visualised under a confocal microscope (*green*). TOMM20, an outer mitochondrial membrane protein, was visualised by immunofluorescence (*magenta*). Size bar is 10 μm. Zoom-in views (10 × 10 μm) are provided for select cases of apparent colocalisation (white). See also Supplementary Figure S9A. (**C**) Mitoplasts of HEK293 cells expressing PDHA1-mCherry were prepared from crude RNase A-treated mitochondria by digitonin-mediated disruption of the outer membrane and subjected to smFISH as in panel (B). Size bar is 10 μm. Zoom-in views (10 × 10 μm) are provided for select cases of colocalisation (white, shown with arrows for Y RNAs) or of absence thereof. See also Supplementary Figure S9B, C. (**D**) Quantification of the data shown in (C). For each analysed transcript, the proportion of RNA spots colocalising with mitoplasts (±95% CI) is plotted versus the number of mitoplast-localised RNA spots per 1000 examined mitoplasts. Note that for some particularly abundant transcripts the 95% CI bars are very small.

As an independent, *in situ* approach, we interrogated the subcellular localisation of Y RNAs using smFISH in HepG2 cells (Figure 5B). Y1 and Y3 RNAs showed both cytoplasmic and nuclear localisation in HepG2 cells, as previously reported (99,100), and accumulated to several dozen copies/cell. They were frequently found next to mitochondria and on some rare occasions (3–5 per cell) clearly colocalised with the organelles. The RNase A-resistant RMRP, which has established functions in both the nucleus and the cytoplasm (88,101–103), showed a similar localisation pattern (Supplementary Figure S9A). The mtDNA-encoded *MT-CO1* mRNA showed a nearly complete colocalisation with the mitochondrial marker (Figure 5B), whereas 5S rRNA and 5.8S rRNA were far too abundant to conclude about their degree of colocalisation (Supplementary Figure S9A), as previously reported (51).

Given the resolution limit of confocal microscopy, the observed mitochondria-associated RNAs could be either internally localised or merely attached to the surface of the organelles. To distinguish between these two possibilities, we performed smFISH on isolated mitoplasts from a HEK293 cell line expressing a matrix-localised PDHA1-mCherry marker. This cell model allows for a facile tracking of mitochondria, distinguishing them from other copurified organelles and cell debris. Additionally, the disruption of the outer membrane significantly enlarges mitoplasts, facilitating the observation of eventual colocalisation events (Supplementary Figure S9B). Importantly, the highly specific branched DNA smFISH technology, relying on joint co-binding of at least two probes and *in situ* signal amplification, permits the detection of single transcripts, independently of their length (71,72). Figure 5C, D and Supplementary Figure S9C show that the mtDNA-encoded *MT-CO1* and mt-tRNA^Val^ were predominantly colocalised with mitoplasts, as expected (1258/1493, or 84.3%, of detected *MT-CO1* molecules, 95% CI from 82.3% to 86%). By contrast, nearly all detected 5S rRNA and 5.8S rRNA molecules lay outside the mitoplasts. The same was true for the less-abundant RMRP: the few spots observed in the mitoplast preparations hardly ever colocalised with mitoplasts (1/57 occurences, 95% CI from 0% to 10.2%, Supplementary Figure S9C). Interestingly, both Y1 and Y3 RNAs could be detected either as stand-alone particles or as mitoplast-localised transcripts. However, the number of such events was extremely small, especially in comparison with mtDNA-encoded RNAs: only 10 Y1 RNA molecules were observed per 739 examined mitoplasts, 2 of which colocalised with mitoplasts (95% CI from 4.6% to 52.1%); and out of 5 detected Y3 RNA molecules (per 935 mitoplasts), 2 showed colocalisation (95% CI from 11.6% to 77.1%). Given their scarcity, assuming a Poisson distribution, these spots likely correspond to single Y RNAs. Thereby, in comparison with the mtDNA-encoded *MT-CO1* mRNA, this effectively sets the higher limit of their abundance at <1 per 300 mtDNA-encoded transcripts (taking the hyper-conservative approach assigning one mtDNA-encoded RNA to one observed mitoplast; a more realistic estimate, accounting for its higher real abundance and the fact that the *MT-CO1* mRNA is but one of many mtDNA-encoded transcripts, is likely 3–4 orders of magnitude lower). Altogether, our data suggest that, while some nDNA-encoded RNAs seem to be present in human mitochondria, their abundance in the matrix is extremely low.

### Y RNA-associated Ro60 protein is found in mitochondria but does not interact with PNPase

Finding Y RNAs in mitochondria was unexpected and made us wonder whether their key protein partner Ro60, which is required for their stability (91,104), may similarly be found in this compartment. Because Ro60 is abundant (92), it is difficult to judge about its possible association with the mitochondria by immunofluorescence (Supplementary Figure S10A). Therefore, we performed the same submitochondrial fractionation analysis, as in the case of RNAs (Figure 5A), but using resistance to proteinase K digestion as a probe for the differential submitochondrial localisation of proteins (Figure 6A and Supplementary Figure S10B). The known mitochondrial matrix-localised proteins LRPPRC and the mitoribosomal protein uL4m remained resistant to proteinase K in all samples but the lysed one. The inner membrane-embedded, IMS-exposed OPA1 protein was protected in intact mitochondria but digested upon the outer membrane rupture. The cytosol-exposed TOMM20 protein was sensitive to proteinase K in all samples (105). Strikingly, Ro60, independently identified with two different antibodies, behaved similarly to LRPPRC and uL4m (Figure 6A and Supplementary Figure S10B). Moreover, an α-Ro60 antibody coimmunoprecipitated several mitochondrial proteins from total HEK293 cell lysates (Supplementary Figure S10C). This suggests that it may indeed be present within the interior space of mitochondria along with its Y RNA ligands.

**Figure 6.**
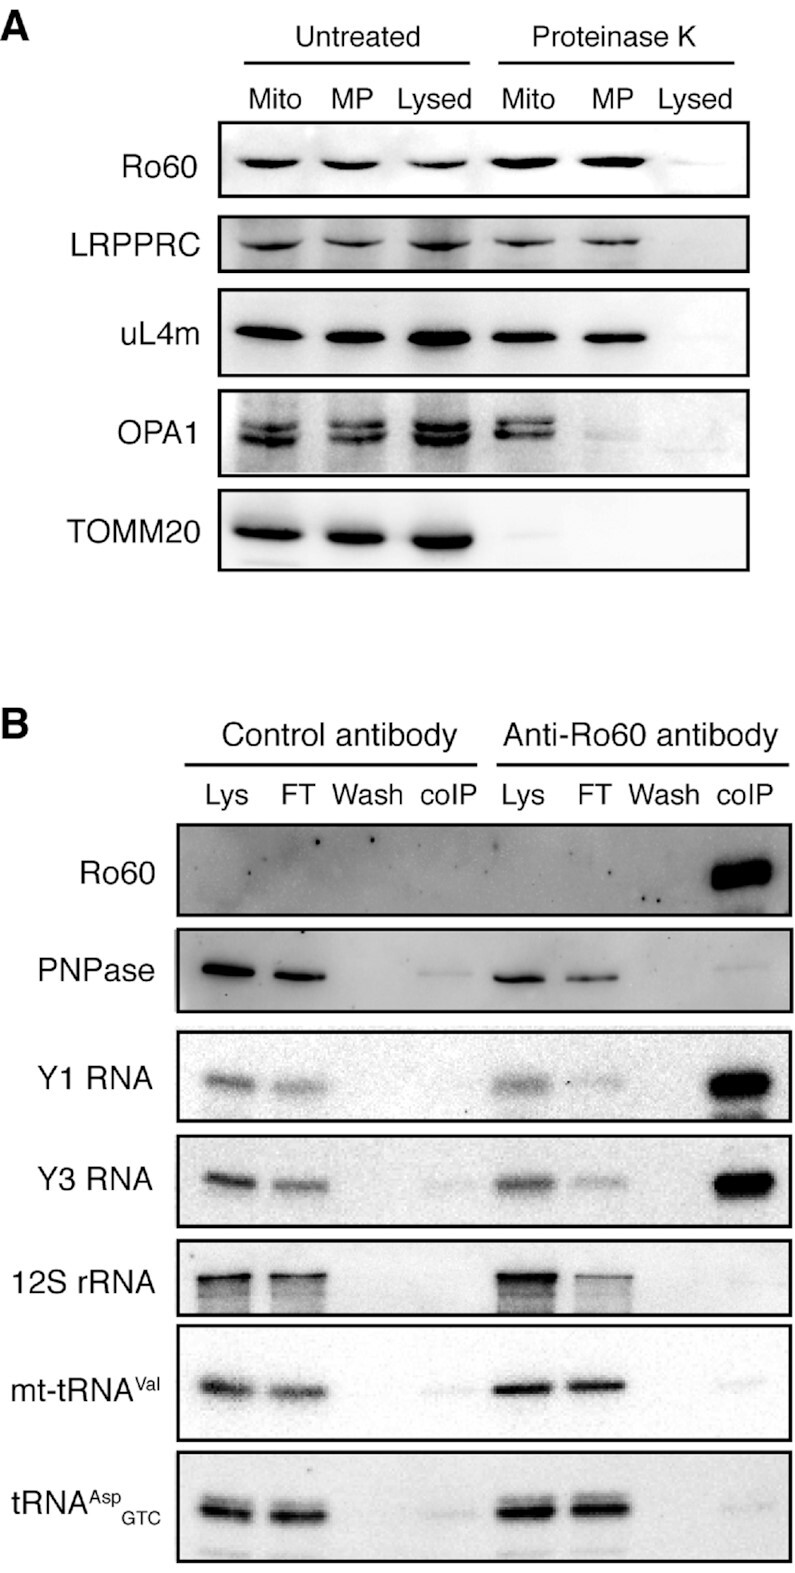
Ro60 is likely present in human mitochondria. (**A**) Submitochondrial fractionation of mitochondria-associated proteins. Intact mitochondria, mitoplasts (MP), or lysed mitochondria, obtained from HEK293 cells as in Fig. 5A, were treated with proteinase K or left untreated. Surviving proteins were analysed by western blotting. LRPPRC and uL4m are matrix proteins. OPA1 is an inner membrane protein exposed into the IMS. TOMM20 is an outer membrane protein facing the cytosol. Ro60 was detected with a mouse monoclonal antibody (Santa Cruz Biotechnology, sc-100844). See also Supplementary Figure S10B for a replicate experiment using a different anti-Ro60 antibody. (**B**) Ro60 was immunoprecipitated from crude HEK293 mitochondria, and the coimmunoprecipitates were analysed by western blotting (Ro60, PNPase) or northern blotting. ‘Lys’ – mitochondrial lysate, ‘FT’ – flow-through. Note that the Ro60 level in the lysate was below the detection limit; it could only be seen in the strongly enriched specific coIP fraction.

Ro60 and Y RNAs were found to form a stable RYPER complex with PNPase, which helps to degrade structured RNA molecules in *Deinococcus radiodurans* and *Salmonella enterica* (106). Since the human PNPase orthologue has been reported to localise in the mitochondrial IMS and matrix (107,108) (Supplementary Figure S10B), we wondered whether a similar assembly may exist in human cells. To this end, we immunoprecipitated Ro60 from crude HEK293 mitochondria and found that it stably interacted with both Y RNAs but not with PNPase (Figure 6B), ruling out the formation of a stable RYPER-like complex in humans.

## DISCUSSION

Fractionation-based techniques remain the most accessible and widely used subcellular transcriptomics approaches due to their simplicity, the easy handling of organelles even from genetically intractable, non-model organisms and tissues, and a high amount of material, permitting to obviate rRNA depletion and poly(A) enrichment and profile potentially all RNA classes. At the same time, their false-positive calling rate remains prohibitively high to reliably judge about the topology of RNA localisation. Here we presented a more sophisticated, topology-aware, and kinetically controlled CoLoC-seq method that corrects for false-positive identifications due to slow degradation and flags intrinsically RNase-resistant transcripts, which may be potentially false-positive. The general reaction model used by CoLoC-seq permits to robustly identify the transcripts residing inside membrane-bounded organelles, such as mitochondria. This question of localisation topology is of high importance for our understanding of how complex genetic systems operate and, in the case of the mitochondria, to what extent nDNA-encoded RNAs may intervene into post-transcriptional processes in the organelles.

By identifying nearly all mtDNA-encoded long coding and noncoding RNAs as resident, CoLoC-seq compares favourably with most advanced proximity labelling approaches, such as APEX-RIP, APEX-seq and CAP-seq, previously applied to the same model (45–47,49). Moreover, similarly to these techniques, CoLoC-seq did not find evidence for mitochondrial localisation of nDNA-encoded mRNAs or lncRNAs in HEK293 cells. By contrast, CoLoC-seq significantly outperforms the proximity labelling approaches in handling relatively short transcripts: it confidently identified 15 out of 22 mt-tRNAs (for comparison, the best performance, shown by APEX-RIP, was only 3 mt-tRNAs - (45)). Currently, only two proximity labelling methods, Halo-seq (109) and uridylation-mediated RNA recording (50), have achieved a similar degree of sensitivity for shorter RNAs (such as tRNAs). However, due to limitations imposed by its chemistry, Halo-seq cannot deal with mitochondria-localised transcripts, which are naturally oxidised due to their proximity to the electron-transport chain, while the performance of the RNA recording has yet to be tested in the mitochondrial interior.

The unique ability of CoLoC-seq to interrogate, in an unbiased way, shorter RNAs enabled us to address a long-standing and controversial question of the localisation topology of nDNA-encoded transcripts in mammalian mitochondria (51,76). For instance, although a few spliceosomal components had been detected in mitochondrial preparations (110), CoLoC-seq clearly classified them as surface-attached, even though highly abundant, contaminants (Figure 3), ruling out the existence of a splicing machinery in these organelles. A trickier and thornier case is the much-debated presence in human mitochondria of 5S rRNA, RMRP and RPPH1 RNAs (51,76). By comparing the behaviour of these transcripts in CoLoC-seq and Mock CoLoC-seq, we found that they were remarkably recalcitrant to RNase A degradation even when there were no membranes to protect them (Figures 2, 3 and Supplementary Figure S1). Direct microscopy observation of 5S rRNA and RMRP in preparations of RNase-treated mitoplasts confirmed that these RNAs were present nearly exclusively in extra-mitochondrial material (Figure 5C), suggesting that they were protected from degradation by other means, e.g. associated RNA-binding proteins. This finding cautions against such false-positive cases, which, however rare, cannot be easily spotted in simpler fractionation-based experimental setups and require cross-validation by orthogonal approaches. Of note, the extensive protection of RNAs by proteins (111–113) or by intricate structure (114) has been recognised as a major challenge in the extracellular RNA field, which more recently urged the community to reconsider the localisation of exported RNAs within free ribonucleoproteins (RNPs) versus extracellular vesicles (16,17,38,40–42,115–119).

We detected cytosolic tRNAs, SNAR-A and Y RNAs as significantly mitochondria-associated. With their primary localisation to the IMS, the functional significance of their mitochondrial destination is unclear. SNAR-A are poorly characterised primate-specific PolIII transcripts, normally found in the cytoplasm in association with cytosolic ribosomes (93). Y RNAs, stably associated with the deeply conserved Ro60 protein, are much better studied and form RNPs involved in RNA quality control and turnover (91). Given that they are present in 5% bacteria, where they team up with proteins like PNPase to better degrade structured RNAs (106,120), their finding in the mitochondria probably should not appear so surprising. However, despite their apparent colocation (in the IMS and/or the matrix), we do not find evidence for a stable Y RNA-Ro60-PNPase complex in human cells. More importantly, although the detection of Y RNAs inside isolated RNase-treated mitoplasts supports their low-level presence in the matrix, their estimated copy number in this compartment is extremely low. The mitochondrial and nuclear RNA worlds thus appear largely separated in human cells.

CoLoC-seq has been designed based on basic biochemical principles and must in principle be applicable to any membrane-bounded or, more specifically, RNase-impermeable entities. Among them, genome-containing organelles, such as chloroplasts and apicoplasts, but also organelle-like endosymbionts and essentially all enveloped and even some non-enveloped viruses, are all objects of highest interest, as their ability to import extraneous RNA, which may have important functional and evolutionary implications, has not been systematically evaluated. Similarly, robust profiling of the RNA content of extracellular vesicles from both eukaryotic and bacterial sources remains problematic in terms of localisation topology and may require an adapted CoLoC-seq pipeline, e.g. incorporating a proteinase K pre-treatment step to expose RNP-embedded contaminants (112,115–117).

### Limitations of CoLoC-seq

As for now, CoLoC-seq did not explicitly profile very short transcripts, such as miRNAs. Therefore, their possible localisation inside the human mitochondria remains unanswered. It will likely require a number of significant technical tweaks which are beyond the scope of this paper. A major hurdle in this direction is the nearly complete shielding of miRNAs by the associated Ago proteins (112) which, compounded by a generally lower susceptibility of miRNAs to degradation (62), will yet have to be dealt with by essentially all subcellular transcriptomics approaches. In a similar vein, the observed tRNA diversity was likely affected by the extensive modification of many cytosolic and some mtDNA-encoded tRNAs, which can be improved with existing demethylating and TGIRT-dependent tRNA-seq strategies (96,97,121,122). Due to the specific sequencing protocol, CoLoC-seq is naturally blind to regular 5’-OH and 2’/3’-phosphorylated RNA species (e.g. tRNA fragments) and to circRNAs. However, those can still be visualised and quantified by northern blotting. Finally, one may expect that CoLoC-seq might have missed some low-abundance RNAs that could still be localised in the mitochondria. However, the copy number estimates for mitochondria-localised Y RNAs enabled by smFISH in isolated mitoplasts (Figure 5C) suggest that we have reached the limit of biologically relevant detection, and the existence of further such transcripts is unlikely.

## DATA AVAILABILITY

Scripts used for alignment, coverage calculation, and feature quantification of CoLoC-seq data can be found at Zenodo (https://doi.org/10.5281/zenodo.6389451). The CoLoC-seq and Mock-CoLoC-seq data presented in this article have been deposited in NCBI Gene Expression Omnibus (GEO) under accession number GSE183167 [link to access the dataset https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE183167]. The mass spectrometry proteomics data have been deposited in open access to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD037383.

## Supplementary Material

gkac1183_Supplemental_Files Click here for additional data file.

## References

[1] Quirós P.M. , MottisA., AuwerxJ. Mitonuclear communication in homeostasis and stress. Nat. Rev. Mol. Cell Biol.2016; 17:213–226.2695619410.1038/nrm.2016.23

[2] Richter-Dennerlein R. , OeljeklausS., LorenziI., RonsörC., BarethB., SchendzielorzA.B., WangC., WarscheidB., RehlingP., DennerleinS. Mitochondrial protein synthesis adapts to influx of nuclear-encoded protein. Cell. 2016; 167:471–483.2769335810.1016/j.cell.2016.09.003PMC5055049

[3] Couvillion M.T. , SotoI.C., ShipkovenskaG., ChurchmanL.S. Synchronized mitochondrial and cytosolic translation programs. Nature. 2016; 533:499–503.2722512110.1038/nature18015PMC4964289

[4] Sloan K.E. , GleizesP.-E., BohnsackM.T. Nucleocytoplasmic transport of RNAs and RNA-protein complexes. J. Mol. Biol.2016; 428:2040–2059.2643450910.1016/j.jmb.2015.09.023

[5] Massenet S. , BertrandE., VerheggenC. Assembly and trafficking of box C/D and H/ACA snoRNPs. RNA Biol.2017; 14:680–692.2771545110.1080/15476286.2016.1243646PMC5519232

[6] Chatterjee K. , NostramoR.T., WanY., HopperA.K. tRNA dynamics between the nucleus, cytoplasm and mitochondrial surface: location, location, location. Biochim. Biophys. Acta Gene Regul. Mech.2018; 1861:373–386.2919173310.1016/j.bbagrm.2017.11.007PMC5882565

[7] Ozata D.M. , GainetdinovI., ZochA., O’CarrollD., ZamoreP.D. PIWI-interacting RNAs: small RNAs with big functions. Nat. Rev. Genet.2019; 20:89–108.3044672810.1038/s41576-018-0073-3

[8] Williams T. , NgoL.H., WickramasingheV.O. Nuclear export of RNA: different sizes, shapes and functions. Semin. Cell Dev. Biol.2018; 75:70–77.2886632910.1016/j.semcdb.2017.08.054

[9] Lashkevich K.A. , DmitrievS.E. mRNA targeting, transport and local translation in eukaryotic cells: from the classical view to a diversity of new concepts. Mol. Biol.2021; 55:507–537.3409281110.1134/S0026893321030080PMC8164833

[10] Gasparski A.N. , MasonD.E., MoissogluK., MiliS. Regulation and outcomes of localized RNA translation. Wiley Interdiscip. Rev. RNA. 2022; 13:e1721.3516603610.1002/wrna.1721PMC9787767

[11] Béthune J. , JansenR.-P., FeldbrüggeM., ZarnackK. Membrane-associated RNA-binding proteins orchestrate organelle-coupled translation. Trends Cell Biol.2019; 29:178–188.3045512110.1016/j.tcb.2018.10.005

[12] Engel K.L. , AroraA., GoeringR., LoH.-Y.G., TaliaferroJ.M. Mechanisms and consequences of subcellular RNA localization across diverse cell types. Traffic. 2020; 21:404–418.3229183610.1111/tra.12730PMC7304542

[13] Gehrke S. , WuZ., KlinkenbergM., SunY., AuburgerG., GuoS., LuB. PINK1 and Parkin control localized translation of respiratory chain component mRNAs on mitochondria outer membrane. Cell Metab.2015; 21:95–108.2556520810.1016/j.cmet.2014.12.007PMC4455944

[14] Wang E.T. , TaliaferroJ.M., LeeJ.-A., SudhakaranI.P., RossollW., GrossC., MossK.R., BassellG.J. Dysregulation of mRNA localization and translation in genetic disease. J. Neurosci.2016; 36:11418–11426.2791174410.1523/JNEUROSCI.2352-16.2016PMC5125209

[15] Bovaird S. , PatelD., PadillaJ.-C.A., LécuyerE. Biological functions, regulatory mechanisms, and disease relevance of RNA localization pathways. FEBS Lett.2018; 592:2948–2972.3013283810.1002/1873-3468.13228

[16] Gruner H.N. , McManusM.T. Examining the evidence for extracellular RNA function in mammals. Nat. Rev. Genet.2021; 22:448–458.3382448710.1038/s41576-021-00346-8

[17] Tosar J.P. , WitwerK., CayotaA. Revisiting extracellular RNA release, processing, and function. Trends Biochem. Sci.2021; 46:438–445.3341399610.1016/j.tibs.2020.12.008PMC8122015

[18] Dauros-Singorenko P. , BlenkironC., PhillipsA., SwiftS. The functional RNA cargo of bacterial membrane vesicles. FEMS Microbiol. Lett.2018; 365:10.1093/femsle/fny023.29390056

[19] Lécrivain A.-L. , BeckmannB.M. Bacterial RNA in extracellular vesicles: a new regulator of host-pathogen interactions?. Biochim. Biophys. Acta Gene Regul. Mech.2020; 1863:194519.3214290710.1016/j.bbagrm.2020.194519

[20] Lefebvre F.A. , LécuyerE. Small luggage for a long journey: transfer of vesicle-enclosed small RNA in interspecies communication. Front. Microbiol.2017; 8:377.2836088910.3389/fmicb.2017.00377PMC5352665

[21] Bresnahan W.A. , ShenkT. A subset of viral transcripts packaged within human cytomegalovirus particles. Science. 2000; 288:2373–2376.1087592410.1126/science.288.5475.2373

[22] Sciortino M.T. , SuzukiM., TaddeoB., RoizmanB. RNAs extracted from herpes simplex virus 1 virions: apparent selectivity of viral but not cellular RNAs packaged in virions. J. Virol.2001; 75:8105–8116.1148375610.1128/JVI.75.17.8105-8116.2001PMC115055

[23] Onafuwa-Nuga A.A. , TelesnitskyA., KingS.R. 7SL RNA, but not the 54-kd signal recognition particle protein, is an abundant component of both infectious HIV-1 and minimal virus-like particles. RNA. 2006; 12:542–546.1648918610.1261/rna.2306306PMC1421090

[24] Lin X. , LiX., LiangD., LanK. MicroRNAs and unusual small RNAs discovered in Kaposi's sarcoma-associated herpesvirus virions. J. Virol.2012; 86:12717–12730.2297302610.1128/JVI.01473-12PMC3497663

[25] Brameier M. , IbingW., HöferK., MontagJ., Stahl-HennigC., MotzkusD. Mapping the small RNA content of simian immunodeficiency virions (SIV). PLoS One. 2013; 8:e75063.2408643810.1371/journal.pone.0075063PMC3781035

[26] Liu Y.-T. , StrugatskyD., LiuW., ZhouZ.H. Structure of human cytomegalovirus virion reveals host tRNA binding to capsid-associated tegument protein pp150. Nat. Commun.2021; 12:5513.3453564110.1038/s41467-021-25791-1PMC8448752

[27] Taliaferro J.M. , WangE.T., BurgeC.B. Genomic analysis of RNA localization. RNA Biol.2014; 11:1040–1050.2548303910.4161/rna.32146PMC4615561

[28] Christopher J.A. , GeladakiA., DawsonC.S., VennardO.L., LilleyK.S. Subcellular transcriptomics and proteomics: a comparative methods review. Mol. Cell Proteomics. 2022; 21:100186.3492201010.1016/j.mcpro.2021.100186PMC8864473

[29] Chen K.H. , BoettigerA.N., MoffittJ.R., WangS., ZhuangX. RNA imaging. Spatially resolved, highly multiplexed RNA profiling in single cells. Science. 2015; 348:aaa6090.2585897710.1126/science.aaa6090PMC4662681

[30] Xia C. , FanJ., EmanuelG., HaoJ., ZhuangX. Spatial transcriptome profiling by MERFISH reveals subcellular RNA compartmentalization and cell cycle-dependent gene expression. Proc. Natl. Acad. Sci. U.S.A.2019; 116:19490–19499.3150133110.1073/pnas.1912459116PMC6765259

[31] Shah S. , TakeiY., ZhouW., LubeckE., YunJ., EngC.-H.L., KoulenaN., CroninC., KarpC., LiawE.J.et al. Dynamics and spatial genomics of the nascent transcriptome by intron seqFISH. Cell. 2018; 174:363–376.2988738110.1016/j.cell.2018.05.035PMC6046268

[32] Li Y. , KeK., SpitaleR.C. Biochemical methods to image and analyze RNA localization: from one to many. Biochemistry. 2019; 58:379–386.3044411410.1021/acs.biochem.8b01087

[33] Fazal F.M. , ChangH.Y. Subcellular spatial transcriptomes: emerging frontier for understanding gene regulation. Cold Spring Harb. Symp. Quant. Biol.2019; 84:31–45.3248289710.1101/sqb.2019.84.040352PMC7426137

[34] Greijer A.E. , DekkersC.A., MiddeldorpJ.M. Human cytomegalovirus virions differentially incorporate viral and host cell RNA during the assembly process. J. Virol.2000; 74:9078–9082.1098235310.1128/jvi.74.19.9078-9082.2000PMC102105

[35] Cliffe A.R. , NashA.A., DutiaB.M. Selective uptake of small RNA molecules in the virion of murine gammaherpesvirus 68. J. Virol.2009; 83:2321–2326.1910939210.1128/JVI.02303-08PMC2643712

[36] Mercer T.R. , NephS., DingerM.E., CrawfordJ., SmithM.A., ShearwoodA.-M.J., HaugenE., BrackenC.P., RackhamO., StamatoyannopoulosJ.A.et al. The human mitochondrial transcriptome. Cell. 2011; 146:645–658.2185498810.1016/j.cell.2011.06.051PMC3160626

[37] Valadi H. , EkströmK., BossiosA., SjöstrandM., LeeJ.J., LötvallJ.O. Exosome-mediated transfer of mRNAs and microRNAs is a novel mechanism of genetic exchange between cells. Nat. Cell Biol.2007; 9:654–659.1748611310.1038/ncb1596

[38] Tosar J.P. , GámbaroF., SanguinettiJ., BonillaB., WitwerK.W., CayotaA. Assessment of small RNA sorting into different extracellular fractions revealed by high-throughput sequencing of breast cell lines. Nucleic Acids Res.2015; 43:5601–5616.2594061610.1093/nar/gkv432PMC4477662

[39] Shurtleff M.J. , YaoJ., QinY., NottinghamR.M., Temoche-DiazM.M., SchekmanR., LambowitzA.M. Broad role for YBX1 in defining the small noncoding RNA composition of exosomes. Proc. Natl. Acad. Sci. U.S.A.2017; 114:E8987–E8995.2907309510.1073/pnas.1712108114PMC5663387

[40] Murillo O.D. , ThistlethwaiteW., RozowskyJ., SubramanianS.L., LuceroR., ShahN., JacksonA.R., SrinivasanS., ChungA., LaurentC.D.et al. exRNA atlas analysis reveals distinct extracellular RNA cargo types and their carriers present across human biofluids. Cell. 2019; 177:463–477.3095167210.1016/j.cell.2019.02.018PMC6616370

[41] Jeppesen D.K. , FenixA.M., FranklinJ.L., HigginbothamJ.N., ZhangQ., ZimmermanL.J., LieblerD.C., PingJ., LiuQ., EvansR.et al. Reassessment of exosome composition. Cell. 2019; 177:428–445.3095167010.1016/j.cell.2019.02.029PMC6664447

[42] Srinivasan S. , YeriA., CheahP.S., ChungA., DanielsonK., De HoffP., FilantJ., LaurentC.D., LaurentL.D., MageeR.et al. Small RNA sequencing across diverse biofluids identifies optimal methods for exRNA isolation. Cell. 2019; 177:446–462.3095167110.1016/j.cell.2019.03.024PMC6557167

[43] Jan C.H. , WilliamsC.C., WeissmanJ.S. Principles of ER cotranslational translocation revealed by proximity-specific ribosome profiling. Science. 2014; 346:1257521.2537863010.1126/science.1257521PMC4285348

[44] Williams C.C. , JanC.H., WeissmanJ.S. Targeting and plasticity of mitochondrial proteins revealed by proximity-specific ribosome profiling. Science. 2014; 346:748–751.2537862510.1126/science.1257522PMC4263316

[45] Kaewsapsak P. , ShechnerD.M., MallardW., RinnJ.L., TingA.Y. Live-cell mapping of organelle-associated RNAs via proximity biotinylation combined with protein-RNA crosslinking. Elife. 2017; 6:e29224.2923971910.7554/eLife.29224PMC5730372

[46] Fazal F.M. , HanS., ParkerK.R., KaewsapsakP., XuJ., BoettigerA.N., ChangH.Y., TingA.Y. Atlas of subcellular RNA localization revealed by APEX-seq. Cell. 2019; 178:473–490.3123071510.1016/j.cell.2019.05.027PMC6786773

[47] Zhou Y. , WangG., WangP., LiZ., YueT., WangJ., ZouP. Expanding APEX2 substrates for proximity-dependent labeling of nucleic acids and proteins in living cells. Angew. Chem. Int. Ed. Engl.2019; 58:11763–11767.3124080910.1002/anie.201905949

[48] Benhalevy D. , AnastasakisD.G., HafnerM. Proximity-CLIP provides a snapshot of protein-occupied RNA elements in subcellular compartments. Nat. Methods. 2018; 15:1074–1082.3047832410.1038/s41592-018-0220-yPMC6289640

[49] Wang P. , TangW., LiZ., ZouZ., ZhouY., LiR., XiongT., WangJ., ZouP. Mapping spatial transcriptome with light-activated proximity-dependent RNA labeling. Nat. Chem. Biol.2019; 15:1110–1119.3159156510.1038/s41589-019-0368-5

[50] Medina-Munoz H.C. , LapointeC.P., PorterD.F., WickensM. Records of RNA locations in living yeast revealed through covalent marks. Proc. Natl. Acad. Sci. U.S.A.2020; 117:23539–23547.3290794010.1073/pnas.1921408117PMC7519331

[51] Jeandard D. , SmirnovaA., TarassovI., BarreyE., SmirnovA., EntelisN. Import of non-coding RNAs into human mitochondria: a critical review and emerging approaches. Cells. 2019; 8:286.3091755310.3390/cells8030286PMC6468882

[52] Xing L. , TikooS.K. Viral RNAs detected in virions of porcine adenovirus type 3. Virology. 2004; 321:372–382.1505139610.1016/j.virol.2003.12.025

[53] Cho T.-J. , DreherT.W. Encapsidation of genomic but not subgenomic Turnip yellow mosaic virus RNA by coat protein provided in trans. Virology. 2006; 356:126–135.1694278610.1016/j.virol.2006.06.038

[54] Routh A. , DomitrovicT., JohnsonJ.E. Host RNAs, including transposons, are encapsidated by a eukaryotic single-stranded RNA virus. Proc. Natl. Acad. Sci. U.S.A.2012; 109:1907–1912.2230840210.1073/pnas.1116168109PMC3277583

[55] Padrón A. , IwasakiS., IngoliaN.T. Proximity RNA labeling by APEX-seq reveals the organization of translation initiation complexes and repressive RNA granules. Mol. Cell. 2019; 75:875–887.3144242610.1016/j.molcel.2019.07.030PMC6834362

[56] Dussurget O. , Roulland-DussoixD. Rapid, sensitive PCR-based detection of mycoplasmas in simulated samples of animal sera. Appl. Environ. Microbiol.1994; 60:953–959.816118610.1128/aem.60.3.953-959.1994PMC201416

[57] Entelis N.S. , KolesnikovaO.A., DoganS., MartinR.P., TarassovI.A. 5 S rRNA and tRNA import into human mitochondria. Comparison of in vitro requirements. J. Biol. Chem.2001; 276:45642–45653.1155191110.1074/jbc.M103906200

[58] Ekstrand M.I. Mitochondrial transcription factor A regulates mtDNA copy number in mammals. Hum. Mol. Genet.2004; 13:935–944.1501676510.1093/hmg/ddh109

[59] Comte C. , ToninY., Heckel-MagerA.-M., BouchehamA., SmirnovA., AuréK., LombèsA., MartinR.P., EntelisN., TarassovI. Mitochondrial targeting of recombinant RNAs modulates the level of a heteroplasmic mutation in human mitochondrial DNA associated with Kearns Sayre Syndrome. Nucleic Acids Res.2013; 41:418–433.2308737510.1093/nar/gks965PMC3592399

[60] Dovydenko I. , HeckelA.-M., ToninY., GowherA., VenyaminovaA., TarassovI., EntelisN. Mitochondrial targeting of recombinant RNA. Methods Mol. Biol.2015; 1265:209–225.2563427810.1007/978-1-4939-2288-8_16

[61] Loutre R. , HeckelA.-M., SmirnovaA., EntelisN., TarassovI. Can mitochondrial DNA be CRISPRized: pro and contra. IUBMB Life. 2018; 70:1233–1239.3018431710.1002/iub.1919

[62] Aryani A. , DeneckeB. In vitro application of ribonucleases: comparison of the effects on mRNA and miRNA stability. BMC Res. Notes. 2015; 8:164.2589982310.1186/s13104-015-1114-zPMC4411928

[63] Yang W. Nucleases: diversity of structure, function and mechanism. Q Rev. Biophys.2011; 44:1–93.2085471010.1017/S0033583510000181PMC6320257

[64] Summer S. , SmirnovaA., GabrieleA., TothU., FasemoreA.M., FörstnerK.U., KuhnL., ChicherJ., HammannP., MitulovićG.et al. YBEY is an essential biogenesis factor for mitochondrial ribosomes. Nucleic Acids Res.2020; 48:9762–9786.3218235610.1093/nar/gkaa148PMC7515705

[65] Martin M. Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnet j. 2011; 17:10.

[66] Förstner K.U. , VogelJ., SharmaC.M. READemption–a tool for the computational analysis of deep-sequencing-based transcriptome data. Bioinformatics. 2014; 30:3421–3423.2512390010.1093/bioinformatics/btu533

[67] O’Leary N.A. , WrightM.W., BristerJ.R., CiufoS., HaddadD., McVeighR., RajputB., RobbertseB., Smith-WhiteB., Ako-AdjeiD.et al. Reference sequence (RefSeq) database at NCBI: current status, taxonomic expansion, and functional annotation. Nucleic Acids Res.2016; 44:D733–D745.2655380410.1093/nar/gkv1189PMC4702849

[68] Otto C. , StadlerP.F., HoffmannS. Lacking alignments? The next-generation sequencing mapper segemehl revisited. Bioinformatics. 2014; 30:1837–1843.2462685410.1093/bioinformatics/btu146

[69] Park C. , RainesR.T. Catalysis by ribonuclease A is limited by the rate of substrate association. Biochemistry. 2003; 42:3509–3518.1265355510.1021/bi026076k

[70] Jourdain A.A. , KoppenM., WydroM., RodleyC.D., LightowlersR.N., Chrzanowska-LightowlersZ.M., MartinouJ.-C. GRSF1 regulates RNA processing in mitochondrial RNA granules. Cell Metab.2013; 17:399–410.2347303410.1016/j.cmet.2013.02.005PMC3593211

[71] Smirnova A. , RichertL., SmirnovA., MélyY., TarassovI. Suborganellar localization of mitochondrial proteins and transcripts in human cells. Methods Mol. Biol.2021; 2277:157–173.3408015110.1007/978-1-0716-1270-5_11

[72] Battich N. , StoegerT., PelkmansL. Image-based transcriptomics in thousands of single human cells at single-molecule resolution. Nat. Methods. 2013; 10:1127–1133.2409726910.1038/nmeth.2657

[73] Rizk A. , PaulG., IncardonaP., BugarskiM., MansouriM., NiemannA., ZieglerU., BergerP., SbalzariniI.F. Segmentation and quantification of subcellular structures in fluorescence microscopy images using Squassh. Nat. Protoc.2014; 9:586–596.2452575210.1038/nprot.2014.037

[74] Schindelin J. , Arganda-CarrerasI., FriseE., KaynigV., LongairM., PietzschT., PreibischS., RuedenC., SaalfeldS., SchmidB.et al. Fiji: an open-source platform for biological-image analysis. Nat. Methods. 2012; 9:676–682.2274377210.1038/nmeth.2019PMC3855844

[75] Gruber A.R. , LorenzR., BernhartS.H., NeubockR., HofackerI.L. The Vienna RNA Websuite. Nucleic Acids Res.2008; 36:W70–W74.1842479510.1093/nar/gkn188PMC2447809

[76] Gammage P.A. , MoraesC.T., MinczukM. Mitochondrial genome engineering: the revolution may not be CRISPR-Ized. Trends Genet.2018; 34:101–110.2917992010.1016/j.tig.2017.11.001PMC5783712

[77] Yoshionari S. , KoikeT., YokogawaT., NishikawaK., UedaT., MiuraK., WatanabeK. Existence of nuclear-encoded 5S-rRNA in bovine mitochondria. FEBS Lett.1994; 338:137–142.750840410.1016/0014-5793(94)80351-x

[78] Magalhães P.J. , AndreuA.L., SchonE.A. Evidence for the presence of 5S rRNA in mammalian mitochondria. Mol. Biol. Cell.1998; 9:2375–2382.972590010.1091/mbc.9.9.2375PMC25503

[79] Wang G. , ChenH.-W., OktayY., ZhangJ., AllenE.L., SmithG.M., FanK.C., HongJ.S., FrenchS.W., McCafferyJ.M.et al. PNPASE regulates RNA import into mitochondria. Cell. 2010; 142:456–467.2069190410.1016/j.cell.2010.06.035PMC2921675

[80] Smirnov A. , EntelisN., MartinR.P., TarassovI. Biological significance of 5S rRNA import into human mitochondria: role of ribosomal protein MRP-L18. Genes Dev.2011; 25:1289–1305.2168536410.1101/gad.624711PMC3127430

[81] Zelenka J. , AlánL., JabůrekM., JežekP. Import of desired nucleic acid sequences using addressing motif of mitochondrial ribosomal 5S-rRNA for fluorescent in vivo hybridization of mitochondrial DNA and RNA. J. Bioenerg. Biomembr.2014; 46:147–156.2456288910.1007/s10863-014-9543-2

[82] Autour A. , JengS.C.Y., CawteA.D., AbdolahzadehA., GalliA., PanchapakesanS.S.S., RuedaD., RyckelynckM., UnrauP.J. Fluorogenic RNA Mango aptamers for imaging small non-coding RNAs in mammalian cells. Nat. Commun.2018; 9:656.2944063410.1038/s41467-018-02993-8PMC5811451

[83] Thompson J.E. , KutateladzeT.G., SchusterM.C., VenegasF.D., MessmoreJ.M., RainesR.T. Limits to catalysis by ribonuclease A. Bioorg. Chem.1995; 23:471–481.2179954710.1006/bioo.1995.1033PMC3144031

[84] Chang D.D. , ClaytonD.A. A mammalian mitochondrial RNA processing activity contains nucleus-encoded RNA. Science. 1987; 235:1178–1184.243499710.1126/science.2434997

[85] Puranam R.S. , AttardiG. The RNase P associated with HeLa cell mitochondria contains an essential RNA component identical in sequence to that of the nuclear RNase P. Mol. Cell Biol.2001; 21:548–561.1113434210.1128/MCB.21.2.548-561.2001PMC86618

[86] Noh J.H. , KimK.M., AbdelmohsenK., YoonJ.-H., PandaA.C., MunkR., KimJ., CurtisJ., MoadC.A., WohlerC.M.et al. HuR and GRSF1 modulate the nuclear export and mitochondrial localization of the lncRNA RMRP. Genes Dev.2016; 30:1224–1239.2719822710.1101/gad.276022.115PMC4888842

[87] Khatter H. , MyasnikovA.G., NatchiarS.K., KlaholzB.P. Structure of the human 80S ribosome. Nature. 2015; 520:640–645.2590168010.1038/nature14427

[88] Lan P. , ZhouB., TanM., LiS., CaoM., WuJ., LeiM. Structural insight into precursor ribosomal RNA processing by ribonuclease MRP. Science. 2020; 369:656–663.3258695010.1126/science.abc0149

[89] Wu J. , NiuS., TanM., HuangC., LiM., SongY., WangQ., ChenJ., ShiS., LanP.et al. Cryo-EM structure of the human ribonuclease P holoenzyme. Cell. 2018; 175:1393–1404.3045464810.1016/j.cell.2018.10.003

[90] Brown A. , AmuntsA., BaiX.-C., SugimotoY., EdwardsP.C., MurshudovG., ScheresS.H.W., RamakrishnanV. Structure of the large ribosomal subunit from human mitochondria. Science. 2014; 346:718–722.2527850310.1126/science.1258026PMC4246062

[91] Boccitto M. , WolinS.L. Ro60 and Y RNAs: structure, functions, and roles in autoimmunity. Crit. Rev. Biochem. Mol. Biol.2019; 54:133–152.3108436910.1080/10409238.2019.1608902PMC6542706

[92] Leng Y. , SimS., MagidsonV., WolinS.L. Noncoding Y RNAs regulate the levels, subcellular distribution and protein interactions of their Ro60 autoantigen partner. Nucleic Acids Res.2020; 48:6919–6930.3246905510.1093/nar/gkaa414PMC7337961

[93] Parrott A.M. , TsaiM., BatchuP., RyanK., OzerH.L., TianB., MathewsM.B. The evolution and expression of the snaR family of small non-coding RNAs. Nucleic Acids Res.2011; 39:1485–1500.2093505310.1093/nar/gkq856PMC3045588

[94] Shigematsu M. , HondaS., LoherP., TelonisA.G., RigoutsosI., KirinoY. YAMAT-seq: an efficient method for high-throughput sequencing of mature transfer RNAs. Nucleic Acids Res.2017; 45:e70.2810865910.1093/nar/gkx005PMC5605243

[95] Evans M.E. , ClarkW.C., ZhengG., PanT. Determination of tRNA aminoacylation levels by high-throughput sequencing. Nucleic Acids Res.2017; 45:e133.2858648210.1093/nar/gkx514PMC5737633

[96] Behrens A. , RodschinkaG., NedialkovaD.D. High-resolution quantitative profiling of tRNA abundance and modification status in eukaryotes by mim-tRNAseq. Mol. Cell. 2021; 81:1802–1815.3358107710.1016/j.molcel.2021.01.028PMC8062790

[97] Clark W.C. , EvansM.E., DominissiniD., ZhengG., PanT. tRNA base methylation identification and quantification via high-throughput sequencing. RNA. 2016; 22:1771–1784.2761358010.1261/rna.056531.116PMC5066629

[98] de Crécy-Lagard V. , BoccalettoP., MangleburgC.G., SharmaP., LoweT.M., LeidelS.A., BujnickiJ.M. Matching tRNA modifications in humans to their known and predicted enzymes. Nucleic Acids Res.2019; 47:2143–2159.3069875410.1093/nar/gkz011PMC6412123

[99] Matera A.G. , FreyM.R., MargelotK., WolinS.L. A perinucleolar compartment contains several RNA polymerase III transcripts as well as the polypyrimidine tract-binding protein, hnRNP I. J. Cell Biol.1995; 129:1181–1193.753980910.1083/jcb.129.5.1181PMC2120477

[100] Farris A.D. , Puvion-DutilleulF., PuvionE., HarleyJ.B., LeeL.A. The ultrastructural localization of 60-kDa Ro protein and human cytoplasmic RNAs: association with novel electron-dense bodies. Proc. Natl. Acad. Sci. U.S.A.1997; 94:3040–3045.909634210.1073/pnas.94.7.3040PMC20318

[101] Goldfarb K.C. , CechT.R. Targeted CRISPR disruption reveals a role for RNase MRP RNA in human preribosomal RNA processing. Genes Dev.2017; 31:59–71.2811546510.1101/gad.286963.116PMC5287113

[102] Park O.H. , HaH., LeeY., BooS.H., KwonD.H., SongH.K., KimY.K. Endoribonucleolytic cleavage of m^6^A-containing RNAs by RNase P/MRP complex. Mol. Cell. 2019; 74:494–507.3093005410.1016/j.molcel.2019.02.034

[103] Li K. , SmagulaC.S., ParsonsW.J., RichardsonJ.A., GonzalezM., HaglerH.K., WilliamsR.S. Subcellular partitioning of MRP RNA assessed by ultrastructural and biochemical analysis. J. Cell Biol.1994; 124:871–882.751071410.1083/jcb.124.6.871PMC2119977

[104] Xue D. , ShiH., SmithJ.D., ChenX., NoeD.A., CedervallT., YangD.D., EynonE., BrashD.E., KashgarianM.et al. A lupus-like syndrome develops in mice lacking the Ro 60-kDa protein, a major lupus autoantigen. Proc. Natl. Acad. Sci. U.S.A.2003; 100:7503–7508.1278897110.1073/pnas.0832411100PMC164616

[105] Rath S. , SharmaR., GuptaR., AstT., ChanC., DurhamT.J., GoodmanR.P., GrabarekZ., HaasM.E., HungW.H.W.et al. MitoCarta3.0: an updated mitochondrial proteome now with sub-organelle localization and pathway annotations. Nucleic Acids Res.2021; 49:D1541–D1547.3317459610.1093/nar/gkaa1011PMC7778944

[106] Chen X. , TaylorD.W., FowlerC.C., GalanJ.E., WangH.-W., WolinS.L. An RNA degradation machine sculpted by Ro autoantigen and noncoding RNA. Cell. 2013; 153:166–177.2354069710.1016/j.cell.2013.02.037PMC3646564

[107] Chen H.-W. , RaineyR.N., BalatoniC.E., DawsonD.W., TrokeJ.J., WasiakS., HongJ.S., McBrideH.M., KoehlerC.M., TeitellM.A.et al. Mammalian polynucleotide phosphorylase is an intermembrane space RNase that maintains mitochondrial homeostasis. Mol. Cell Biol.2006; 26:8475–8487.1696638110.1128/MCB.01002-06PMC1636764

[108] Borowski L.S. , DziembowskiA., HejnowiczM.S., StepienP.P., SzczesnyR.J. Human mitochondrial RNA decay mediated by PNPase-hSuv3 complex takes place in distinct foci. Nucleic Acids Res.2013; 41:1223–1240.2322163110.1093/nar/gks1130PMC3553951

[109] Engel K.L. , LoH.-Y.G., GoeringR., LiY., SpitaleR.C., TaliaferroJ.M. Analysis of subcellular transcriptomes by RNA proximity labeling with Halo-seq. Nucleic Acids Res.2021; 50:e24.10.1093/nar/gkab1185PMC888746334875090

[110] Herai R.H. , NegraesP.D., MuotriA.R. Evidence of nuclei-encoded spliceosome mediating splicing of mitochondrial RNA. Hum. Mol. Genet.2017; 26:2472–2479.2843098210.1093/hmg/ddx142PMC6075211

[111] Wang K. , ZhangS., WeberJ., BaxterD., GalasD.J. Export of microRNAs and microRNA-protective protein by mammalian cells. Nucleic Acids Res.2010; 38:7248–7259.2061590110.1093/nar/gkq601PMC2978372

[112] Arroyo J.D. , ChevilletJ.R., KrohE.M., RufI.K., PritchardC.C., GibsonD.F., MitchellP.S., BennettC.F., Pogosova-AgadjanyanE.L., StirewaltD.L.et al. Argonaute2 complexes carry a population of circulating microRNAs independent of vesicles in human plasma. Proc. Natl. Acad. Sci. U.S.A.2011; 108:5003–5008.2138319410.1073/pnas.1019055108PMC3064324

[113] Turchinovich A. , WeizL., LangheinzA., BurwinkelB. Characterization of extracellular circulating microRNA. Nucleic Acids Res.2011; 39:7223–7233.2160996410.1093/nar/gkr254PMC3167594

[114] Tosar J.P. , GámbaroF., DarréL., PantanoS., WesthofE., CayotaA. Dimerization confers increased stability to nucleases in 5’ halves from glycine and glutamic acid tRNAs. Nucleic Acids Res.2018; 46:9081–9093.2989389610.1093/nar/gky495PMC6158491

[115] Théry C. , WitwerK.W., AikawaE., AlcarazM.J., AndersonJ.D., AndriantsitohainaR., AntoniouA., ArabT., ArcherF., Atkin-SmithG.K.et al. Minimal information for studies of extracellular vesicles 2018 (MISEV2018): a position statement of the International Society for Extracellular Vesicles and update of the MISEV2014 guidelines. J. Extracell. Vesicles. 2018; 7:1535750.3063709410.1080/20013078.2018.1535750PMC6322352

[116] Mateescu B. , KowalE.J.K., van BalkomB.W.M., BartelS., BhattacharyyaS.N., BuzásE.I., BuckA.H., de CandiaP., ChowF.W.N., DasS.et al. Obstacles and opportunities in the functional analysis of extracellular vesicle RNA - an ISEV position paper. J. Extracell. Vesicles. 2017; 6:1286095.2832617010.1080/20013078.2017.1286095PMC5345583

[117] Driedonks T.A.P. , MolS., de BruinS., PetersA.-L., ZhangX., LindenberghM.F.S., BeugerB.M., van StalborchA.-M.D., SpaanT., de JongE.C.et al. Y-RNA subtype ratios in plasma extracellular vesicles are cell type- specific and are candidate biomarkers for inflammatory diseases. J. Extracell. Vesicles. 2020; 9:1764213.3294416810.1080/20013078.2020.1764213PMC7448942

[118] Nechooshtan G. , YunusovD., ChangK., GingerasT.R. Processing by RNase 1 forms tRNA halves and distinct Y RNA fragments in the extracellular environment. Nucleic Acids Res.2020; 48:8035–8049.3260982210.1093/nar/gkaa526PMC7430647

[119] Tosar J.P. , SegoviaM., CastellanoM., GámbaroF., AkiyamaY., FagúndezP., OliveraÁ., CostaB., PossiT., HillM.et al. Fragmentation of extracellular ribosomes and tRNAs shapes the extracellular rnaome. Nucleic Acids Res.2020; 48:12874–12888.3278561510.1093/nar/gkaa674PMC7736827

[120] Sim S. , WolinS.L. Bacterial Y RNAs: gates, tethers, and tRNA mimics. Microbiol. Spectr.2018; 6:10.1128/microbiolspec.RWR-0023-2018.PMC604753530006996

[121] Cozen A.E. , QuartleyE., HolmesA.D., Hrabeta-RobinsonE., PhizickyE.M., LoweT.M. ARM-seq: AlkB-facilitated RNA methylation sequencing reveals a complex landscape of modified tRNA fragments. Nat. Methods. 2015; 12:879–884.2623722510.1038/nmeth.3508PMC4553111

[122] Zheng G. , QinY., ClarkW.C., DaiQ., YiC., HeC., LambowitzA.M., PanT. Efficient and quantitative high-throughput tRNA sequencing. Nat. Methods. 2015; 12:835–837.2621413010.1038/nmeth.3478PMC4624326

# Supplementary material for: CoLoC-seq probes the global topology of organelle transcriptomes
**Source:** Nucleic Acids Res. 2022 Dec 20;51(3):e16. doi: 10.1093/nar/gkac1183
**Supplement:** gkac1183_Supplemental_Files

**CoLoC-seq, a high-throughput approach  
to profile organelle transcriptomes**

Damien Jeandard, Anna Smirnova, Akinyemi Mandela Fasemore, Léna Coudray, Nina Entelis,  
Konrad U. Förstner, Ivan Tarassov, Alexandre Smirnov

**SUPPLEMENTARY DATA**

## Supplementary tables

**Supplementary Table S1. DNA oligonucleotides used in this study**

| Oligonucleotide ID                                                                                  | Sequence (5'-3')                                      | Note                                                   |
|-----------------------------------------------------------------------------------------------------|-------------------------------------------------------|--------------------------------------------------------|
| A1 ( <i>Homo sapiens COX1</i> ) (Thermo Fisher Scientific, Waltham, USA, Cat # VA6-12665)           | NA (25 oligo pair covering mtDNA positions 5923-7254) | bDNA smFISH probe for the <i>MT-CO1</i> mRNA           |
| A3 ( <i>Homo sapiens</i> RMRP) (Thermo Fisher Scientific, Waltham, USA, Cat # VA6-60000271)         | NA (1 oligo pair covering gene positions 140-227)     | bDNA smFISH probe for RMRP                             |
| A4 ( <i>Homo sapiens</i> 5S) (Thermo Fisher Scientific, Waltham, USA, Cat # VA6-3173307)            | NA (2 oligo pairs covering gene positions 2-118)      | bDNA smFISH probe for 5S rRNA                          |
| A5 ( <i>Homo sapiens</i> 5.8S) (Thermo Fisher Scientific, Waltham, USA, Cat # VA6-3170756)          | NA (2 oligo pairs covering gene positions 2-139)      | bDNA smFISH probe for 5.8S rRNA                        |
| A13 ( <i>Homo sapiens</i> mitochondria) (Thermo Fisher Scientific, Waltham, USA, Cat # VA6-6000755) | NA (1 oligo pair covering mtDNA positions 1603-1655)  | bDNA smFISH probe for mt-tRNA <sup>Val</sup>           |
| A15 ( <i>Homo sapiens</i> RNY1) (Thermo Fisher Scientific, Waltham, USA, Cat # VA6-3173328-VCP)     | NA                                                    | bDNA smFISH probe for Y1 RNA                           |
| A16 ( <i>Homo sapiens</i> RNY3) (Thermo Fisher Scientific, Waltham, USA, Cat # VA6-3173329-VCP)     | NA                                                    | bDNA smFISH probe for Y3 RNA                           |
| Anja0062                                                                                            | GTTGTTGGTACCATGAGGAAGATGCTC<br>GCCG                   | Recloning PDHA1-mCherry into pcDNA5 FRT/TO, KpnI site  |
| Anja0063                                                                                            | GTTGTTCTCGAGTTACTTGTACAGCTCG<br>TCCATGCCG             | Recloning PDHA1-mCherry into pcDNA5 FRT/TO, XhoI site  |
| cKhOXC_rev                                                                                          | ACTTGAACCCTGGACC                                      | Probe for cytosolic tRNA <sup>Lys</sup> <sub>TTT</sub> |
| Hm5ST7_R                                                                                            | AAAGCCTACAGCACCCGGTATTCCC                             | Probe for 5S rRNA                                      |
| HmT7tRNA_Val_R                                                                                      | TGGGTCAGAGCGGTCAAGTTAAGTTGA<br>AATCTCC                | Probe for mitochondrial tRNA <sup>Val</sup>            |
| LysMtNeCyclrev                                                                                      | GGTCACTGTAAAGAGGTG                                    | Probe for mitochondrial tRNA <sup>Lys</sup>            |
| oJD085                                                                                              | GGCCGCAAGTGCGTTCTGAAG                                 | Probe for 5.8S rRNA                                    |

|                         |                                                                                |                                                                   |
|-------------------------|--------------------------------------------------------------------------------|-------------------------------------------------------------------|
| oJD099                  | TGGAGCCCTGTAGGGGGCTCGAAC                                                       | Probe for the spike-in RNA                                        |
| SAO00074                | AAAATATGGAACGCTTCACGAATTTGC                                                    | Probe for U6 snRNA                                                |
| SAO00133                | CTCATGGTAGGGGTAAAAGG                                                           | Probe for the <i>MT-ND3</i> mRNA                                  |
| SAO00331                | CACTAGACCACCAGGGA                                                              | Probe for tRNA <sup>Glu</sup> <sub>CTC1</sub>                     |
| SAO00333                | CTCACCCTATACTAACGAGGA                                                          | Probe for tRNA <sup>Asp</sup> <sub>GTC2</sub>                     |
| SAO00404                | GAAGGAACAAAGAAATCTGTAAGTGG<br>TTGTGATCAATTAGTTGTAAAC                           | Probe for Y3 RNA                                                  |
| SAO00405                | AAGACTAGTCAAGTGCAGTAGTGAG                                                      | Probe for Y1 RNA                                                  |
| TruSeq_Sense_primer     | AATGATACGGCGACCAACGAGATCTAC<br>ACNNNNNNNNNACACTCTTCCCTACAC<br>GACGCTCTTCCGATCT | TruSeq sequencing primer (NNNNNNNNN corresponds to an i5 barcode) |
| TruSeq_Antisense_primer | CAAGCAGAAGACGGCATACGAGATGT<br>GACTGGAGTTCAGACGTGTGCTCTTCC<br>GATCT             | TruSeq sequencing primer                                          |

**Supplementary Table S2. CoLoC-seq and Mock CoLoC-seq profiles of human mitochondria-associated RNAs and their kinetics parameters.** “Gene ID” for compounded multicopy genes corresponds to one type entry for the entire group. The CoLoC-seq #1 and Mock CoLoC-seq #1 datasets are matched (i.e. performed on the same mitochondrial preparation); so are CoLoC-seq #2 and Mock CoLoC-seq #2. “Model” corresponds to either the regression Model 1 (complete, with  $P_0$  and  $k'$  as parameters) or 2 (simple, with  $k'$  as the only parameter), as described in Materials and Methods. The Model 2 was used only in those few cases where Model 1 could not produce a converging fit. In those cases where the unconstrained Model 2 did not yield significant positive  $k'$  (meaning that there was no measurable degradation observed),  $P_0$  was assigned the nominal value of [1.0000]. If, however,  $k'$  was significant but abnormally small (much smaller than the corresponding parameter for one of the poorest known RNase A substrates, see Supplementary Figure 7B),  $P_0$  was assigned the nominal value of [0.5000].

## Supplementary figures

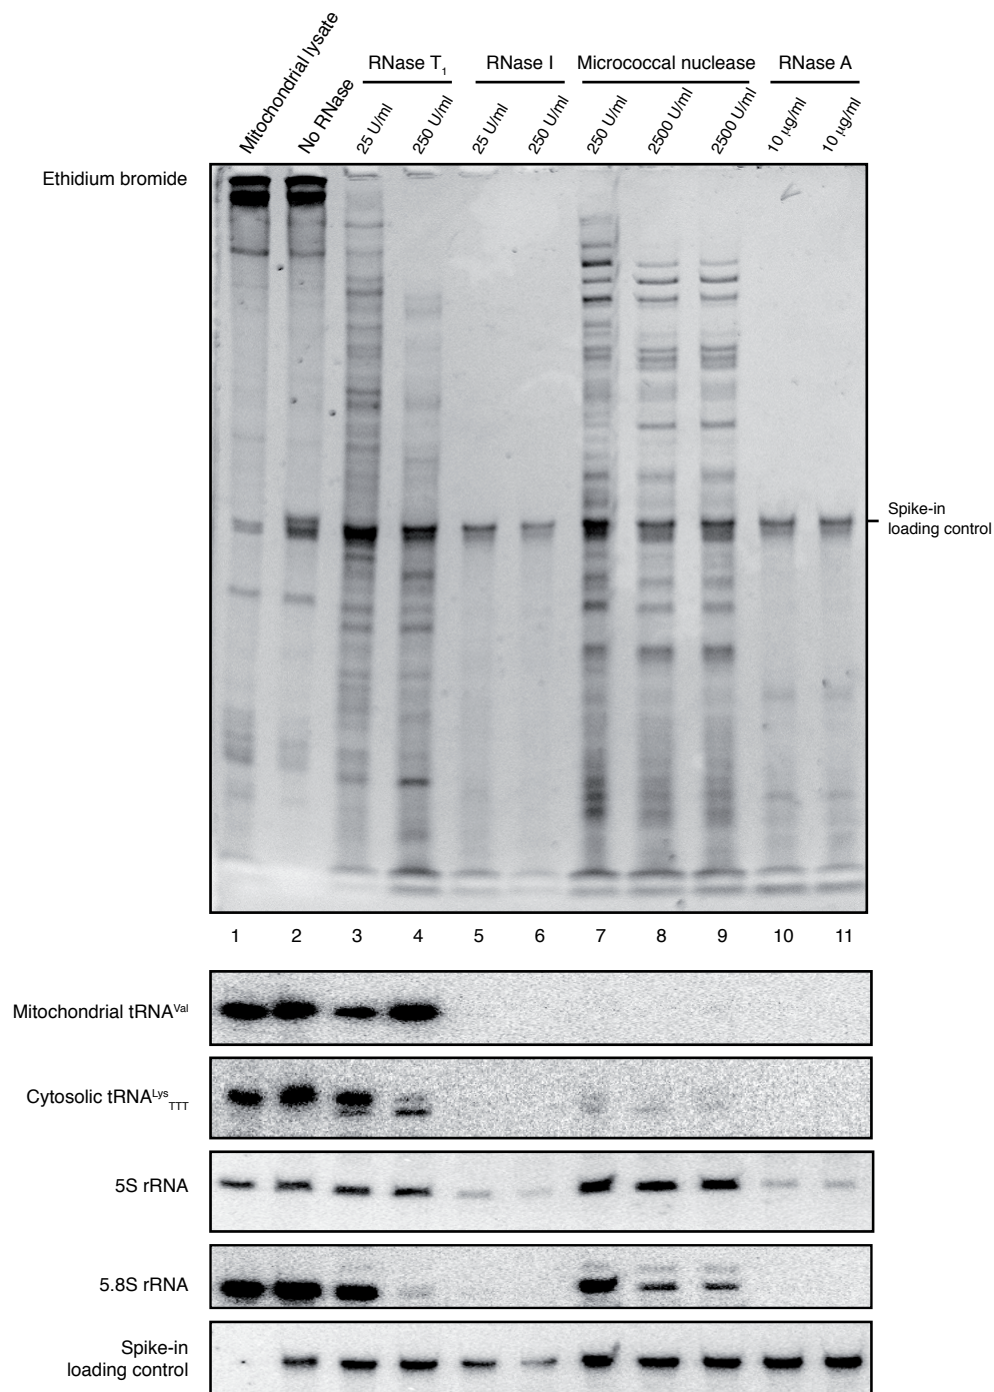

**Supplementary Figure S1. Different RNases have unequal ability to degrade transcripts in mitochondrial lysates.** Mitochondria of Flp-In T-REx 293 cells were lysed under native conditions and treated with various ribonucleases, as described in Materials and Methods. Isolated RNA was spiked-in and analysed by denaturing gel electrophoresis followed by ethidium bromide staining (*above*) and northern blotting with probes to selected abundant transcripts (*below*). Lane 1 shows RNA from an untreated mitochondrial lysate. Lanes 2-11 correspond to treated and spiked-in samples. For the Ca<sup>2+</sup>-dependent micrococcal nuclease, the following buffers were used: 10 mM Tris-HCl, 0.6 M sorbitol, 10 mM CaCl<sub>2</sub>, 1 mM PMSF, pH6.7 in lanes 7-8, and 10 mM Tris-HCl, 0.6 M sorbitol, 10 mM CaCl<sub>2</sub>, 1 mM PMSF, pH7.5 in lane 9. Lanes 10-11 correspond to two different batches of RNase A. Note that 5S rRNA cannot be completely eliminated within the time frame of the experiment (10 min) even with the most active RNases I and A.

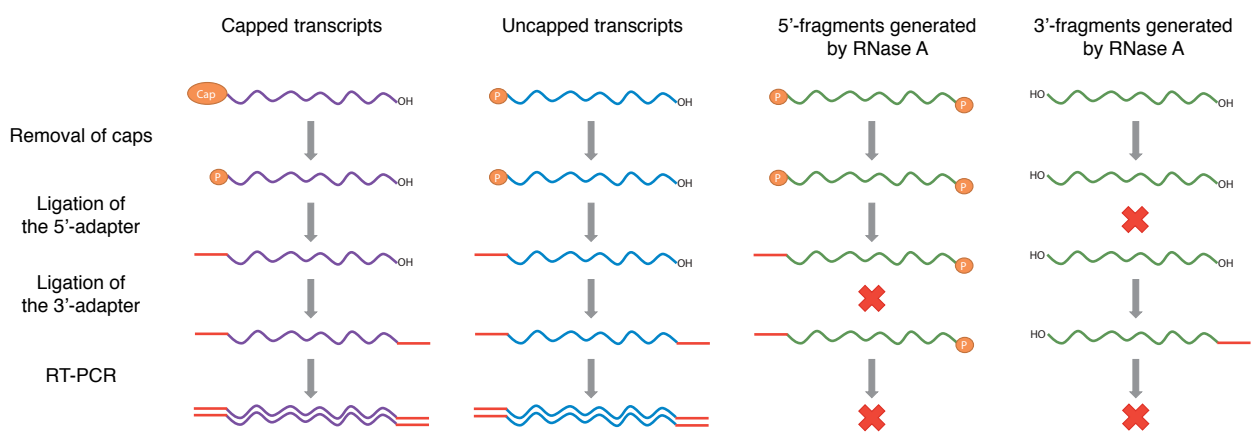

**Supplementary Figure S2. CoLoC-seq library preparation strategy.** The CoLoC-seq model relies on the quantification of intact transcripts. To distinguish between intact transcripts (most of which have a cap or a phosphate on the 5'-end and a hydroxyl on the 3'-terminus) and those cleaved at least once by RNase A (featuring 5'-hydroxyls and 3'-phosphates), one can, upon cap removal with RNA 5'-pyrophosphohydrolase, exploit differential adaptor ligation. The 5'-adaptor cannot be ligated to 5'-hydroxylated fragments, whereas the 3'-adaptor cannot be attached to a phosphate-blocked 3'-end. Thereby both 5'- and 3'-fragments generated by RNase A are effectively excluded from the final library; only cDNAs derived from intact transcripts get amplified and sequenced.

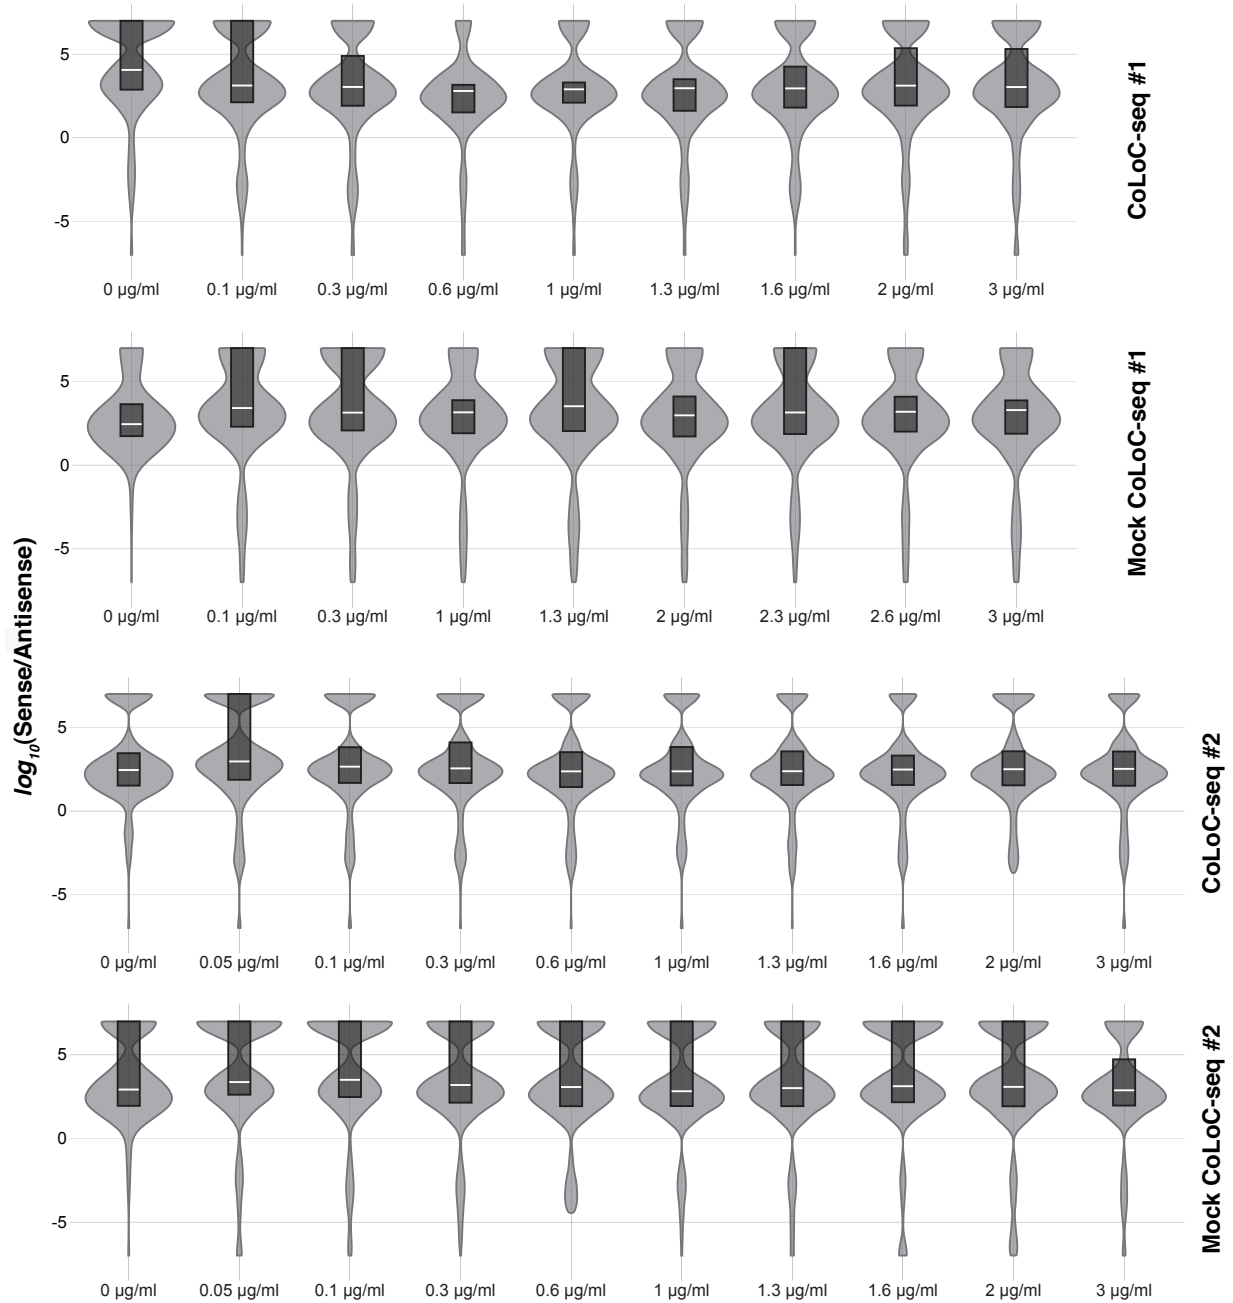

**Supplementary Figure S3. Strandedness of CoLoC-seq libraries.** For each expressed locus (covered with at least 50 reads on one of the strands), numbers of reads mapping in sense were divided by that of reads mapping in antisense. The box plot shows the median and the interquartile range. The Epanechnikov kernel density distributions are clamped to the maximum (0 reads in antisense) and the minimum (0 reads in sense). In all cases, the overwhelming majority of reads comes from the sense strand ( $\log_{10}[\text{Sense/Antisense}] > 0$ ).

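Loci with at least 50 counts on one strand numbered 125 to 2932 per library, and 88.3 to 97.2% of them had more sense than antisense counts. In the 4 untreated libraries the share was 92.6 to 97.2%, and in the 34 treated ones 88.3 to 92.3%. The median log10 ratio of sense to antisense counts was 2.37 at the lowest and 4 at the highest, the latter being the value given to loci without antisense counts. Genes that overlap on opposite strands count as antisense for each other.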

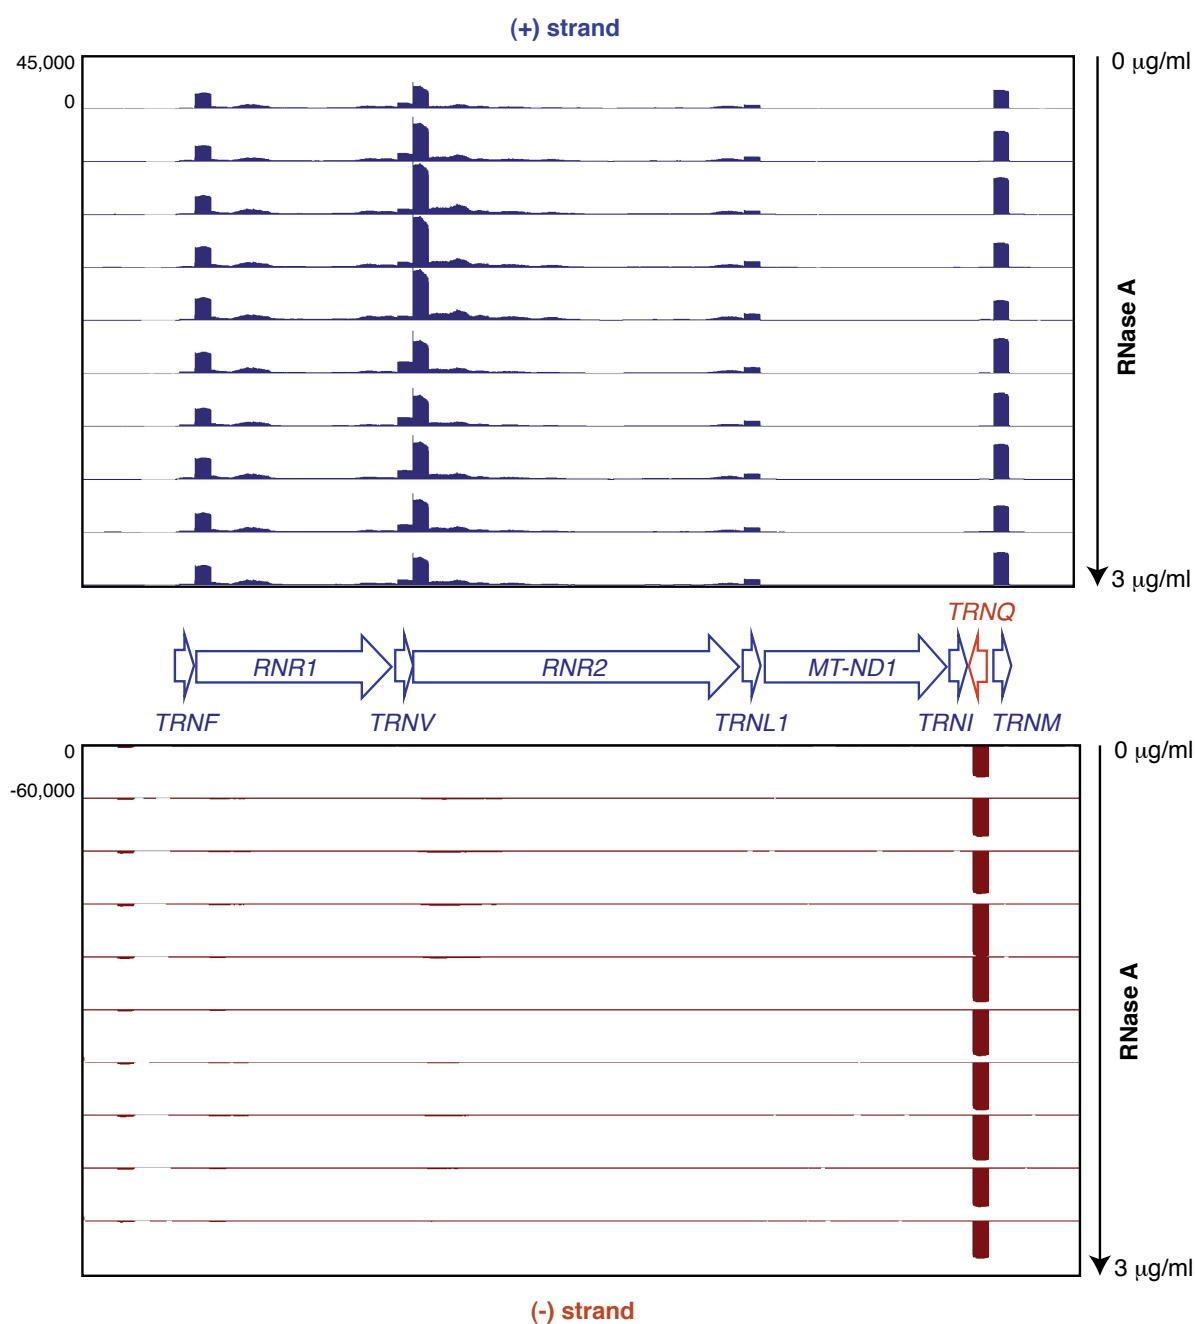

**Supplementary Figure S4. CoLoC-seq reads cluster on the 5'-termini of transcripts in the sense orientation.** Shown is the rRNA region of the mitochondrial genome profiled in a CoLoC-seq pipeline. The two ribosomal RNA genes (*RNR1* encoding 12S rRNA and *RNR2* specifying 16S rRNA) are abundantly expressed but the reads accumulate primarily on the 5'-end, where the first adaptor was ligated (see Supplementary Figure 2). Note that the only (-) strand gene in this locus is *TRNQ*, which is correctly captured by the orientation of mapped reads, indicating the preservation of the strand information in CoLoC-seq libraries.

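In the counts, RNR1 lies on the mitochondrial genome from 648 to 1601 on the plus strand and RNR2 next to it on the same strand, with TRNV between them. TRNQ is annotated on the minus strand from 4329 to 4400, opposite to TRNI and TRNM at its sides. Its sense feature held 7482 counts in the untreated library of CoLoC-seq replicate 1 and 3102 in that of replicate 2. The antisense transcript of the neighbouring TRNI, which TRNQ overlaps at its end, is listed in Supplementary Table S2 with 7252 and 2769 counts, and a read that spans both genes is divided between them.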

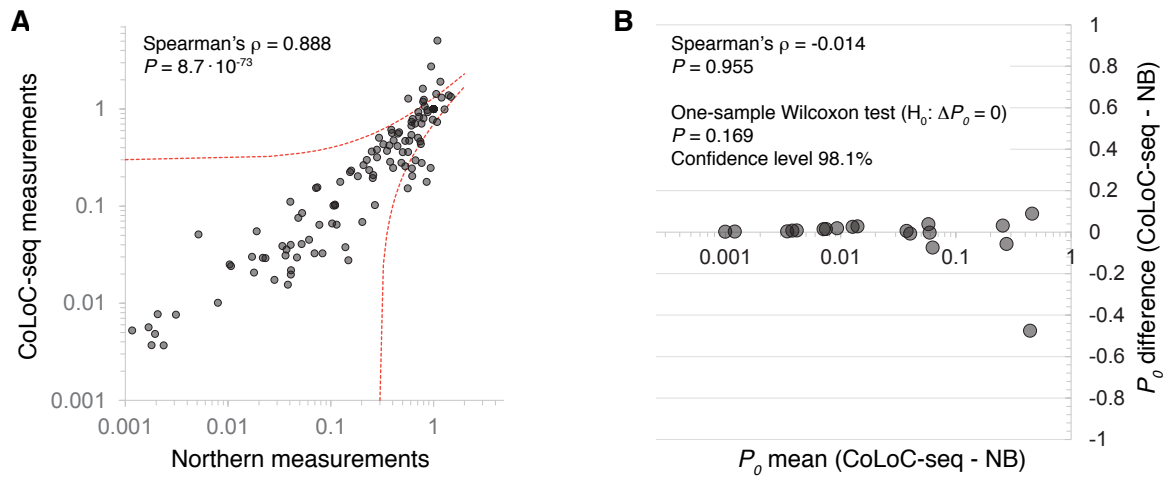

**Supplementary Figure S5. CoLoC-seq measurements of RNA depletion dynamics agree with those by a conventional approach. (A)** CoLoC-seq and northern blotting provide concordant measurements of RNA levels in individual fractions. Read counts and northern blot signals from 7 different RNAs were measured in 2 independent CoLoC-seq and 2 Mock CoLoC-seq experiments ( $n = 212$  individual measurements), normalised by the corresponding level of the spike-in RNA, and plotted against each other. The red lines delimit a zone with a deviation of  $<0.3$  from the diagonal. **(B)** Blant-Altman plot showing the concordance in  $P_0$  determinations between CoLoC-seq and northern blotting.  $P_0$  values ( $n = 19$ ) were obtained by fitting the Model 1 (see Materials and Methods) into the depletion profiles of 7 different transcripts from 2 independent CoLoC-seq and 2 Mock CoLoC-seq experiments, as measured by deep sequencing and by northern blotting (NB).

**A**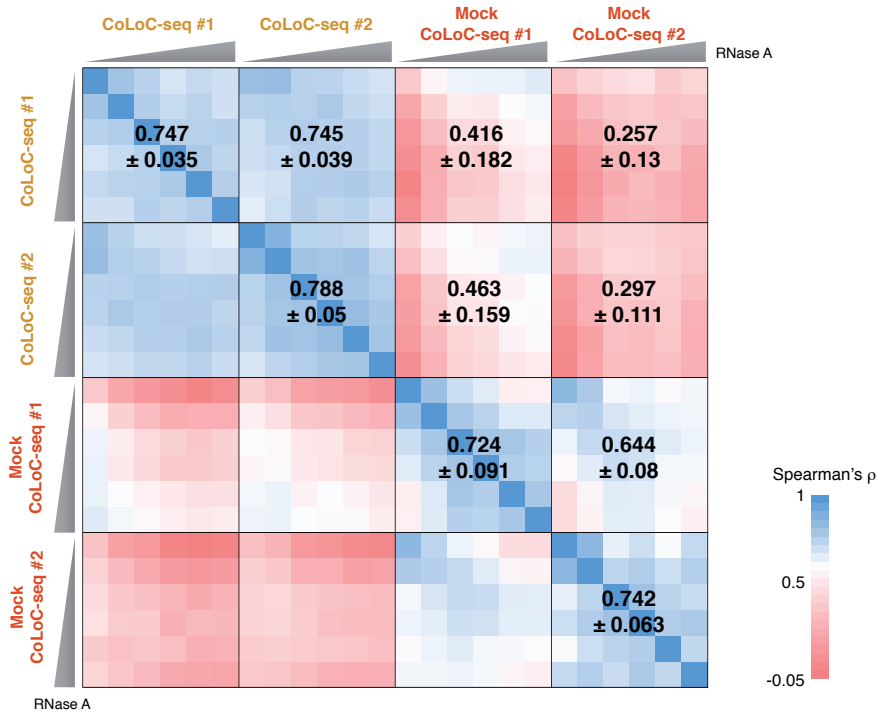**B**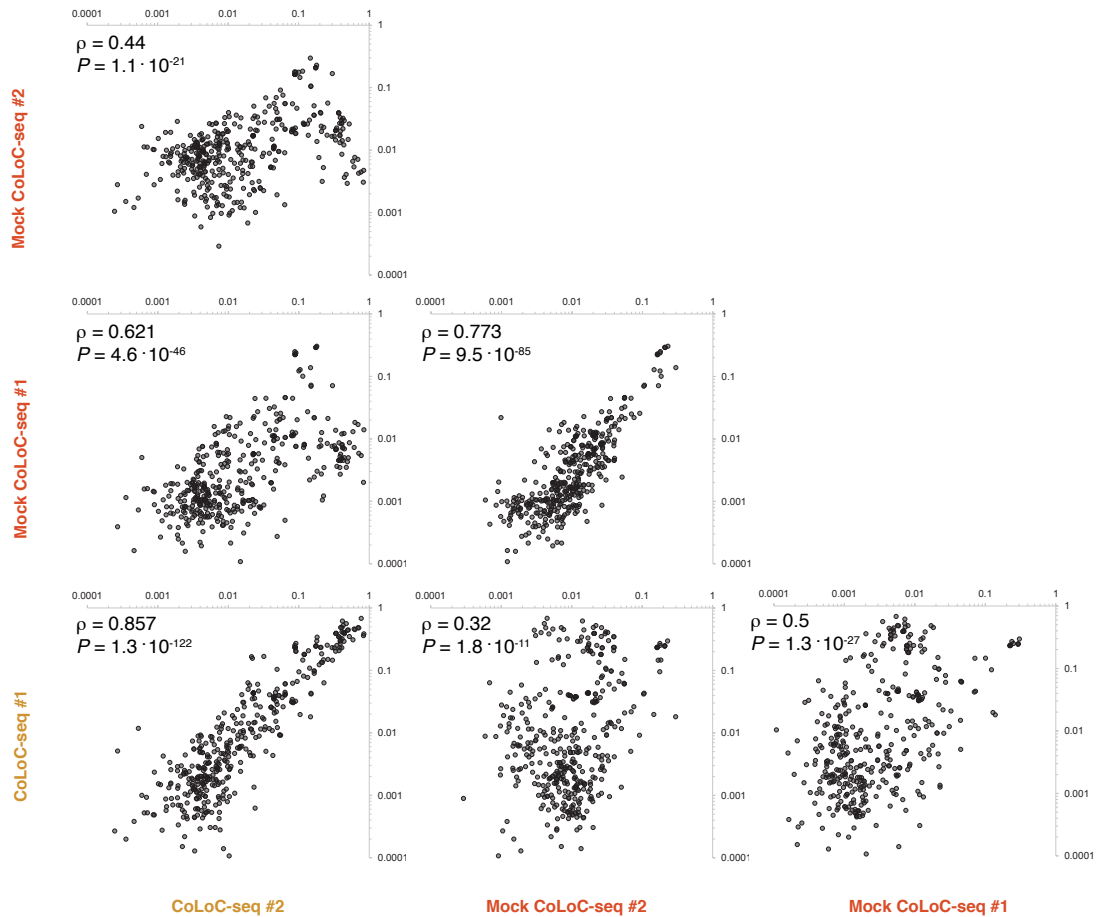

**Supplementary Figure S6. Intra-method reproducibility of CoLoC-seq.** (A) Remaining RNA proportions in RNase A-treated samples from 2 independent CoLoC-seq and 2 independent Mock CoLoC-seq replicates were compared with each other in all possible combinations. Replicates labelled #1 are paired with each other, so are

those labelled #2. Small squares correspond to individual sample comparisons (only the samples with the same RNase concentrations across all conditions are shown: 0.1, 0.3, 1, 1.3, 2, and 3  $\mu\text{g/ml}$ ). In each large square corresponding to a group of all cross-sample comparisons from two specific experiments, the mean ( $\pm$  SD) Spearman's correlation coefficient (excluding redundant comparisons) is provided. The CoLoC-seq samples are similar to each other, so are the Mock CoLoC-seq samples. By contrast, the CoLoC-seq samples differ markedly from the Mock CoLoC-seq ones. **(B)**  $P_0$  values independently estimated by fitting the Model 1 into the data from two different CoLoC-seq and two different Mock CoLoC-seq replicates were compared with each other. The two CoLoC-seq replicates largely agree with each other, and the two Mock CoLoC-seq replicates similarly give concordant  $P_0$  estimates. By contrast, the CoLoC-seq  $P_0$  estimates are only marginally similar to the Mock CoLoC-seq ones, indicating that even though the majority of RNAs are degraded similarly in both experiments (with low  $P_0$  values), the behaviour of a significant group of transcripts (i.e. mitochondria-resident RNAs) is different between the two setups.

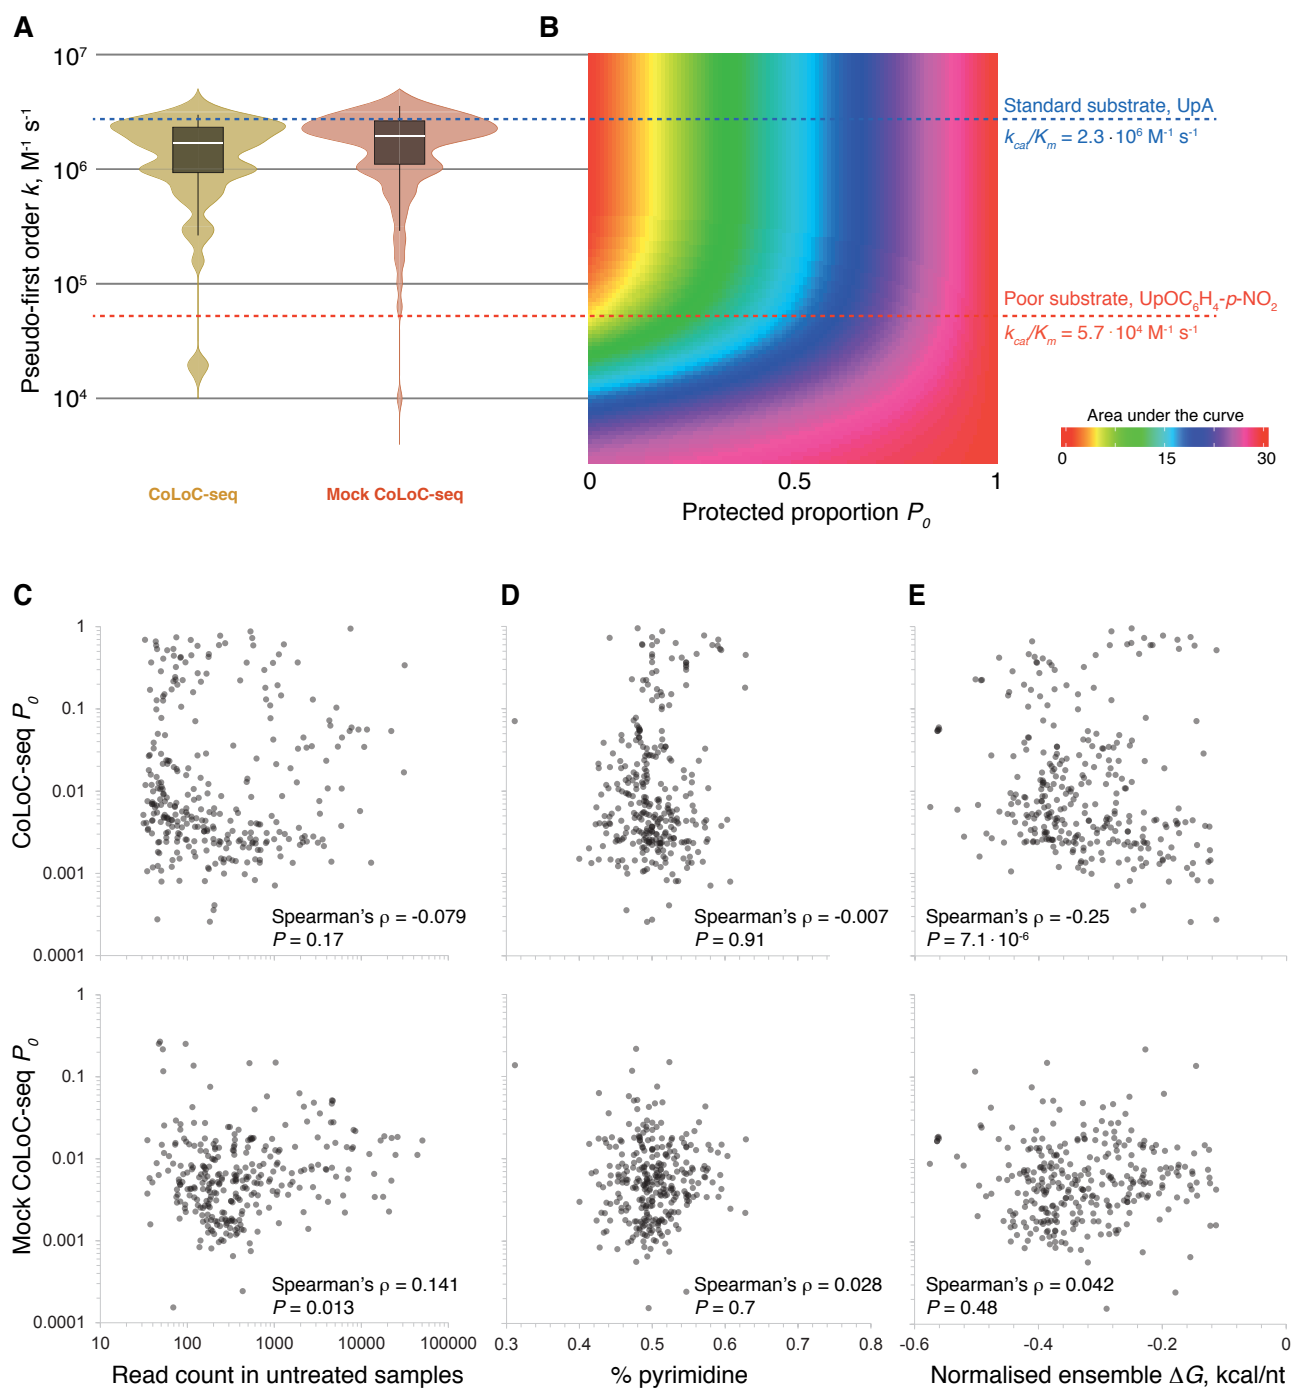

**Supplementary Figure S7. Kinetics parameters of RNase A-mediated RNA digestion observed in CoLoC-seq experiments are biochemically relevant and enable unbiased estimation of the size of protected pools.** (A) Distribution of digestion rate constants derived from CoLoC-seq and Mock CoLoC-seq measurements (Supplementary Table S2). The box plot shows the median, the interquartile range, the 5%-95% percentile range, and the Epanechnikov kernel density distribution ( $n = 289$  for CoLoC-seq,  $n = 319$  for Mock CoLoC-seq; non-significant rates of fully protected mtDNA-encoded transcripts and abnormally high apparent rates of too fast-digested contaminants were excluded from the analysis). (B) Model 1 was used to simulate RNA depletion curves resulting from a wide variety of  $k$  vs  $P_0$  combinations (see Materials and Methods). The corresponding areas under the curve were colour-coded and plotted. The observed isotherms indicate similarly looking profiles that can be obtained from different combinations of these parameters. In the region of the plot where the isotherms are vertical ( $k > 10^5 M^{-1} s^{-1}$ ),  $P_0$  is not entangled with  $k$  anymore and can be estimated with precision. For reference, the experimentally determined  $k_{cat}/K_m$  values (which for kinetically perfect enzymes approximate the reaction  $k_{on}$ )

measured for two model RNase A substrates under similar reaction conditions (69, 83) are indicated. **(C-E)** Absence of appreciable bias in  $P_0$  determination by CoLoC-seq and Mock CoLoC-seq with respect to the apparent abundance (C), pyrimidine content (D), and the overall foldedness (E) of transcripts ( $n = 308$  clearly defined transcripts with annotated boundaries). Abundance was measured as the average number of reads in untreated samples. Foldedness was calculated as transcript length-normalised ensemble folding free energy, as predicted by RNAfold (75). For spliced transcripts, isoform 1 was chosen as representative.

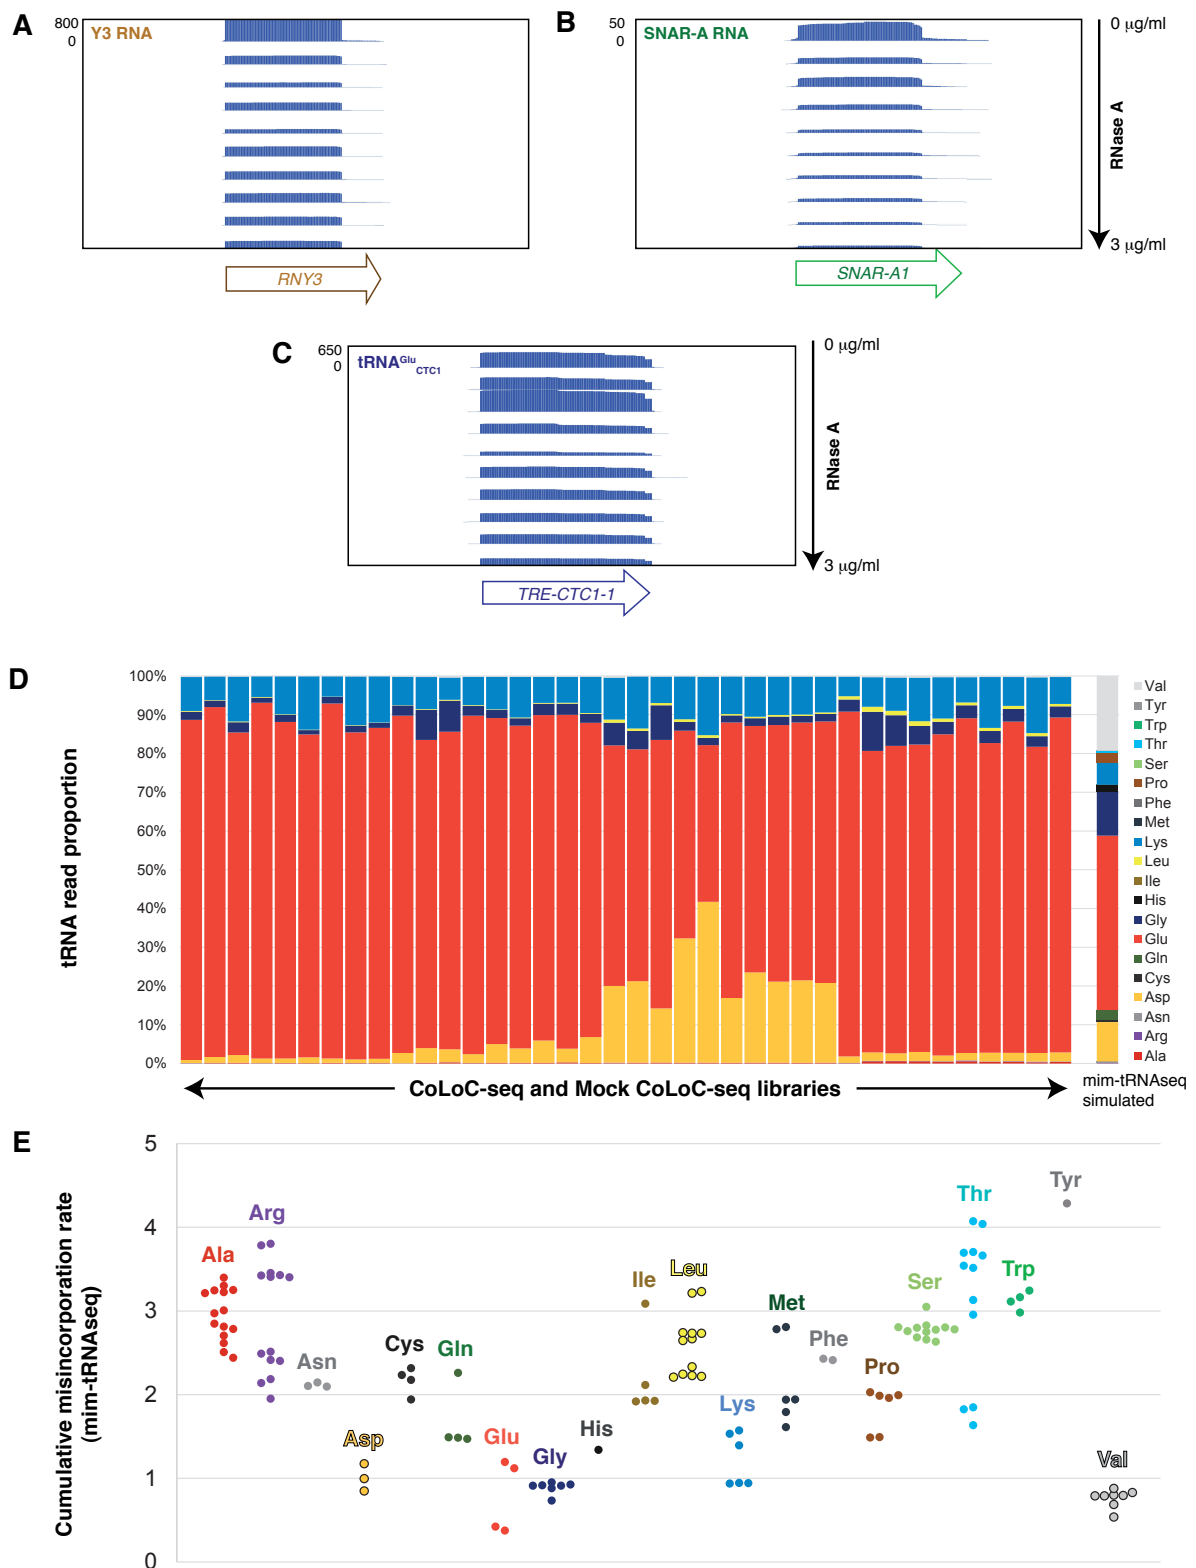

**Supplementary Figure S8. nDNA-encoded mitochondria-resident transcripts.** (A-C) Examples of CoLoC-seq read coverages across the genomic loci encoding Y3 RNA (A), SNAR-A RNA (B), and tRNA<sup>Glu</sup><sub>CTC1</sub> (C), suggesting that they are mostly present as full-length transcripts. (D) Limited tRNA diversity (by amino acid

specificity) of CoLoC-seq and Mock CoLoC-seq libraries. Shown are the sequenced tRNA compositions of the 38 CoLoC-seq and Mock CoLoC-seq libraries presented in this study. 

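Lysine tRNAs took 7.64% of the nuclear tRNA counts in untreated libraries, 9.91% in CoLoC-seq and 8.41% in Mock CoLoC-seq from 1 µg/ml on. For aspartate tRNAs the shares were 5.93%, 10.5% and 3.28%, and for glycine tRNAs 3.52%, 1.89% and 2.62%. Leucine tRNAs held 0.993 ± 0.678% over the 38 libraries. The doses of one gradient are not independent, and no test was made on these shares.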

On the right, for comparison, a simulated total tRNA library is shown, as if it were produced by a standard reverse transcriptase, which drops off at modified positions with probabilities proportional to the modification level (based on true tRNA abundances and TGIRT misincorporation rates measured by mim-tRNAseq in human iPSC cells (96)). Note that the resulting distorted distribution singles out the same tRNAs as apparently the most abundant: Glu, Gly, Asp, Lys, but also Val. tRNA<sup>Val</sup> are much less frequently sequenced in CoLoC-seq and Mock CoLoC-seq libraries than expected from this simulation, likely due to a hard stop caused by a dihydrouridine in position 20e (97), which cannot be measured by mim-tRNAseq. (E) Cumulative TGIRT misincorporation rates reported for human iPSC cells by mim-tRNAseq for individual tRNA isodecoders (96). Misincorporation rates per modified position were summed up for each tRNA to provide a measure of its overall modification level.

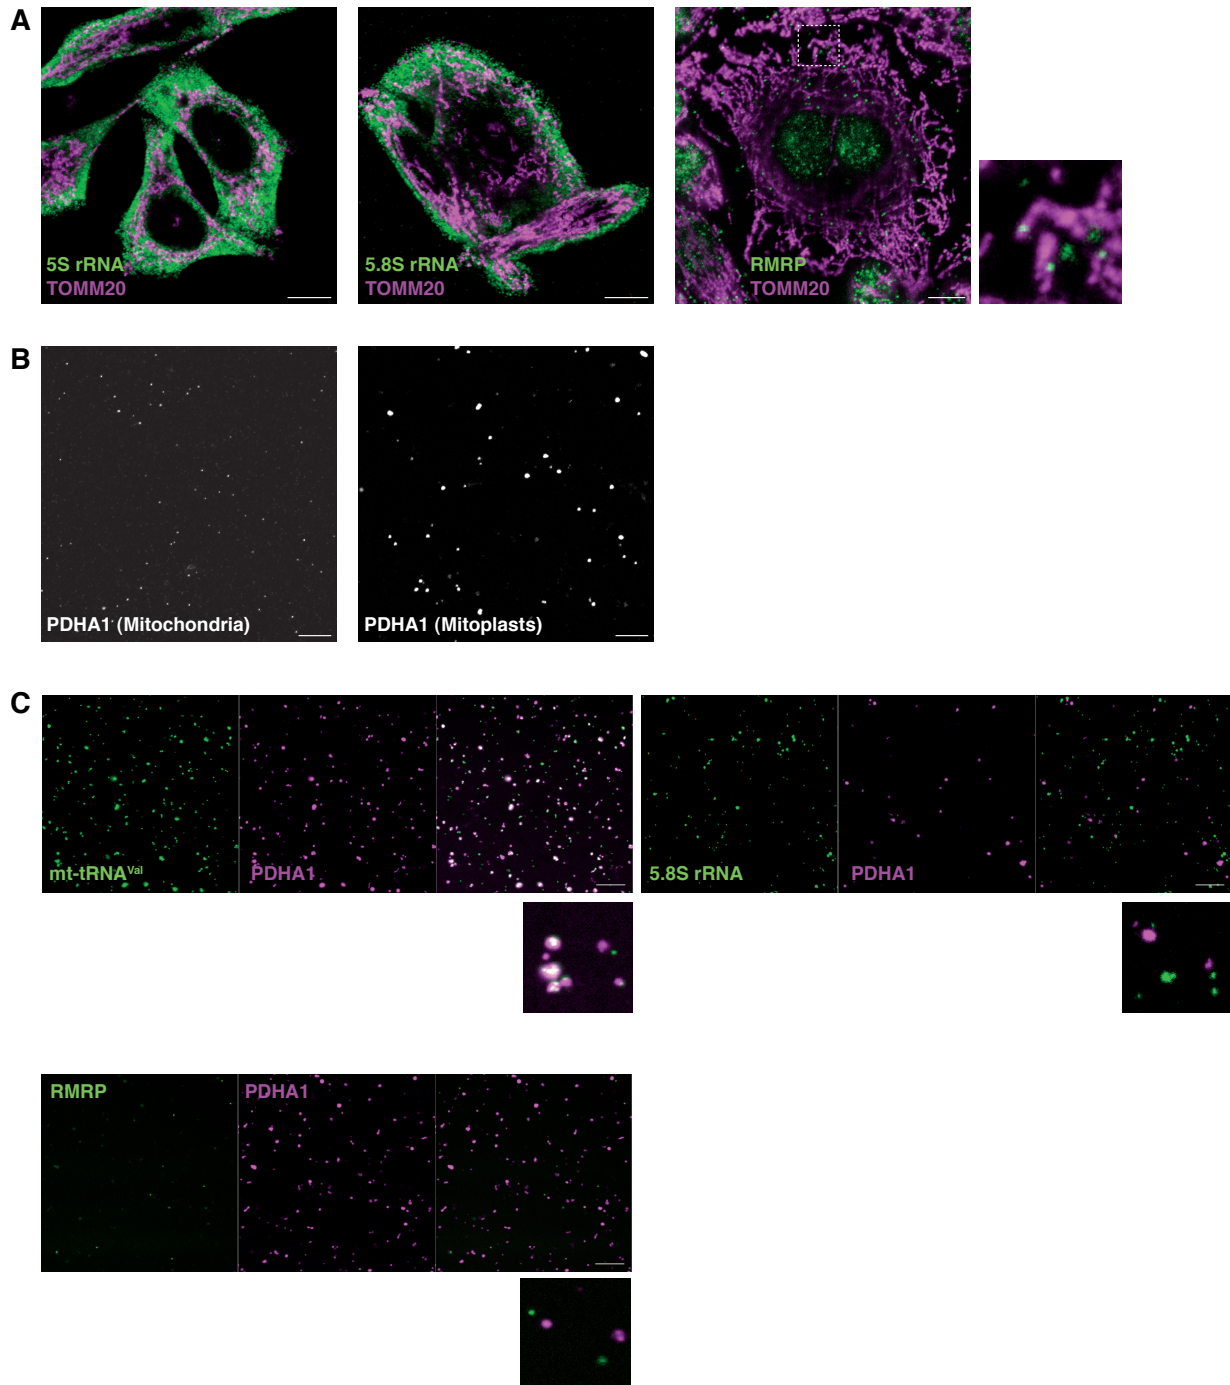

**Supplementary Figure S9. smFISH analysis of select mitochondria-associated transcripts.** (A) RMRP, 5S and 5.8S rRNAs were detected in HepG2 cells by branched DNA smFISH and visualised under a confocal microscope (*green*). TOMM20, an outer mitochondrial membrane protein, was visualised by immunofluorescence (*magenta*). Size bar is 10  $\mu$ m. (B) Digitonin-mediated disruption of the outer mitochondrial membrane (mitoplasting) increases the size of isolated mitochondria, facilitating their observation and colocalization studies. Mitochondria and mitoplasts were isolated from HEK293 cells expressing the mitochondrial matrix-localised PDHA1-mCherry fusion. (C) Mitoplasts of HEK293 cells expressing PDHA1-mCherry were prepared from crude RNase A-treated mitochondria by digitonin-mediated disruption of the outer membrane and subjected to smFISH. Size bar is 10  $\mu$ m. Zoom-in views (10 $\times$ 10  $\mu$ m) are provided for select cases of colocalization (*white*) or of absence thereof.

**A**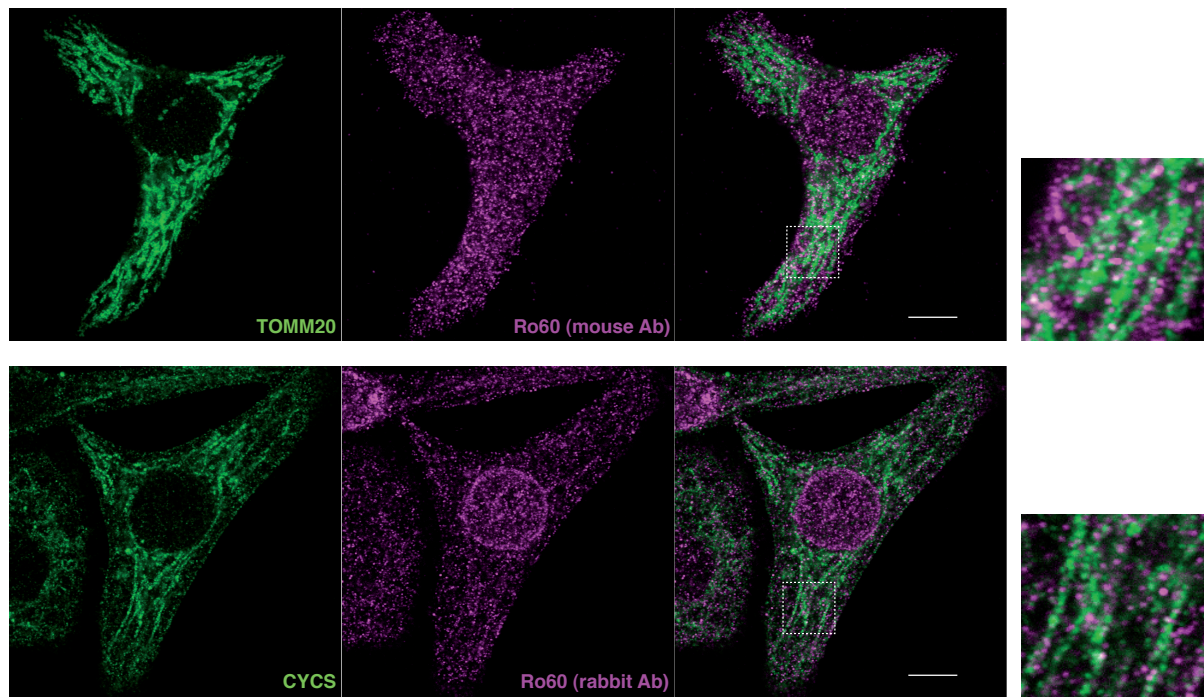**B**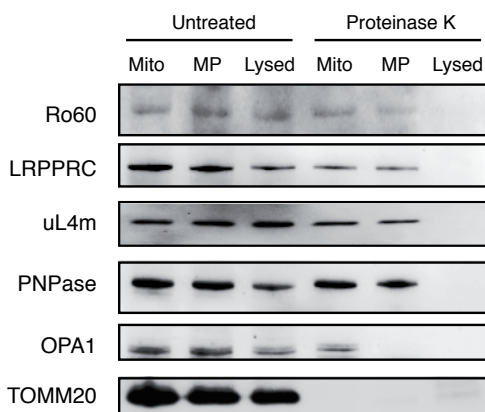**C**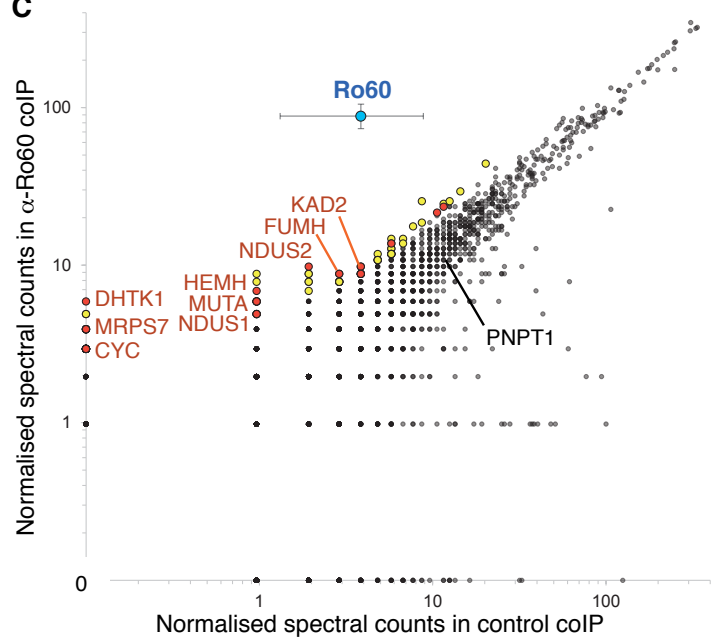

**Supplementary Figure S10. Ro60 is likely present in the mitochondrial matrix.** (A) Subcellular distribution of Ro60 was analysed in HepG2 cells by immunofluorescence with two different antibodies (rabbit polyclonal, Sigma-Aldrich, Cat # HPA002835, or mouse monoclonal, Santa Cruz Biotechnology, Inc, Cat # sc-100844), counterstained for mitochondrial markers (TOMM20, cytochrome c). Size bar is 10  $\mu$ m. Zoom-in views (10 $\times$ 10  $\mu$ m) are provided for select cases of colocalization (white) or of absence thereof. (B) Submitochondrial fractionation of mitochondria-associated proteins. Intact mitochondria, mitoplasts (MP), or lysed mitochondria, obtained from HEK293 cells as in Fig. 5A, were treated with proteinase K or left untreated. Surviving proteins were analysed by western blotting. LRPPRC and uL4m are matrix proteins. PNPase was reported to localise in both the matrix and the IMS. OPA1 is an inner membrane protein exposed into the IMS. TOMM20 is an outer membrane protein facing the cytosol. Ro60 was detected with a Human Protein Atlas rabbit polyclonal antibody (Sigma-Aldrich, HPA002835). (C) The mouse monoclonal  $\alpha$ -Ro60 antibody (Santa Cruz Biotechnology, Inc, Cat # sc-100844) specifically immunoprecipitates Ro60 from total HEK293 cell lysates. Select mitochondrial proteins significantly co-enriched with Ro60 are labelled. PNPase is not enriched. Bars are Poissonian 95% CIs.

How the deposited data were processed for this re-analysis (not part of the article)

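RNA from crude mitochondria of the human cell line Flp-In T-REx 293 was measured by stranded RNA-seq after digestion with a gradient of RNase A, with the organelles intact (CoLoC-seq) or lysed beforehand (Mock CoLoC-seq). There were 38 libraries in 4 gradients, 2 per protocol, and each was assigned to its protocol, replicate and final RNase A dose by the sample labels. The values are expected counts, which the authors made before they deposited them by trimming the reads with cutadapt, aligning them with segemehl in READemption to GRCh38 with its RefSeq annotation and the sequence of a spike-in transcript, and counting them per annotated feature and strand. As deposited, a read is divided over its alignments and over the features it overlaps, and the counts are scaled neither by depth nor by spike-in. Each library has 3069666 annotated features, of which 42943 are genes on their sense strand. All columns were assigned to a sample. No 2 of the libraries held identical values (703 pairs compared).

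The sense gene counts of a library ranged from 156310 to 4013343. Intervals of shares are Wilson 95% intervals. For shares of counts, PCR reads without molecular identifiers are not independent molecules, so these intervals cover counting error only. For shares of transcripts, the intervals take the transcripts as independent, which they are not, and leave out the spread between gradients. Features were taken as measurable from 30 counts in each untreated library, the limit the study states, and the spike-in of the same library, with the untreated library of the same gradient as reference, gave the remaining proportion f(A) of an RNA at the dose A. In the 34 treated libraries, the spike-in factor computed in this way was 0.715 to 1.27 times the factor implied by the proportions in Supplementary Table S2, and within 10% of it in 23.

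The 351 transcripts of Supplementary Table S2 were matched to features by sequence, start, end, strand, orientation and gene, and 350 of them had counts. Model 1, f(A) = (1 − *P*_0_)exp(−*k’*A) + *P*_0_, was fitted by unweighted least squares to both gradients of a protocol together, and Model 2, f(A) = exp(−*k’*A), was used where Model 1 failed or its parameter dependency was above 0.3. Under Model 2, *P*_0_ was set to 1 where *k’* was not above 0 at p under 0.05. It was set to 0.5 where *k’* was above 0 but the rate was below that of the poor substrate the paper names, and otherwise to 0. Fitted to the proportions of Supplementary Table S2 themselves, the same procedure came within 0.01 of the study's *P*_0_ for 344 of 350 transcripts. From the counts, 346 of 349 came within 0.05. Transcripts were grouped by a *P*_0_ of 0.1 in each protocol, and *P*_0_ was also fitted in each gradient alone. Correlations across transcripts are Spearman's *ρ* with 100000 permutations. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

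For tests on genes, counts at the shared doses of 1, 1.3, 2 and 3 µg/ml were summed per gradient, rounded to whole numbers and compared with the untreated library in edgeR 4.0.16 (limma 3.58.1, R 4.3.3) by the quasi-likelihood test with Benjamini-Hochberg adjustment over 555 gene features. There were 8 columns in 4 groups of 2, the spike-in counts served as offsets, and the contrast was the log2 change in CoLoC-seq minus that in Mock CoLoC-seq. Tested on simulated data at 8 columns and 555 features, this procedure found 96 of 100 features changed by a log2 contrast of 2 and 100 of 100 changed by 4 at a biological coefficient of variation of 0.2, with 4 false calls, and 42 and 96 of 100 at 0.4, with 3 false calls. At the coefficients that the fits to the data had, it found 17 and 68 of 100 at 0.570 (scaling within each gradient). At 1.38 (the coefficient with raw offsets) it found 0 and 0 of 100. All simulations used the scaling within each gradient, so the differing scales of the raw spike-in counts were not simulated. The simulated losses were mostly smaller than the median log2 changes in the data (-7.33 in intact and -7.68 in lysed samples), so recovery there may be lower. A gene that does not pass is thus not shown to be unchanged. The raw spike-in counts put the gradients on different scales, and a second scaling was therefore added after seeing the data, in which the spike-in counts are taken relative to each gradient, so that a contrast within a gradient uses only the ratio of its own spike-in counts. Gene lists were tested with fry and camera on the edgeR fit where at least 3 members were measured, which held for 19 of 46 lists. These were mitochondrial mRNAs and tRNAs, C/D and H/ACA snoRNAs, scaRNAs, snRNAs, Y RNAs, 7SL RNAs, 5S rRNAs, the other nuclear rRNAs, nuclear tRNAs as a whole and those for aspartate, glutamate, glycine, lysine and valine, and the nuclear mRNAs as a whole, of cytosolic ribosomal proteins and of the cytoskeleton. The lists of RNA classes repeat classes of the study and are not independent of it.

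The samples, tests, gene lists, alternatives and the rule for the genes named were fixed before the data were examined, though the values of Supplementary Table S2 had been seen. By that rule the text names every RNA that the paper names on these data, the mtDNA-encoded RNAs and tRNAs of Supplementary Table S2, the 10 genes outside that table with the largest positive and the 5 with the largest negative contrast among those that pass the test with the same sign in both replicates, and in each list the 2 members with the highest and the 2 with the lowest contrast. No gene passes with raw spike-in offsets, so the contrasts come from the scaling within each gradient, under which none passes with a negative sign. Other genes are said to have been chosen after their values were seen, and 2 genes are not reported here. The alternatives cover the scaling (TMM, DESeq2 size factors, factors implied by Supplementary Table S2, total gene counts), DESeq2 1.42.0 as another tool, the minimum of counts, the doses, the estimate and limit of *P*_0_, the features counted, each replicate left out, and the replicate number as a block. The legend of Supplementary Table S2 says that gradients of one number share a preparation, which pairs them. With 2 numbers, the deviations of CoLoC-seq and Mock columns of preparation 1 from their group means correlated at 0.0170 (untreated) and 0.157 (treated) across genes. Untreated and treated columns of one gradient correlated at 0.648 in CoLoC-seq and 0.179 in Mock CoLoC-seq, and a fit with each gradient as a block was added after seeing the data. Pyrimidine content and foldedness of the transcripts, and the experiments without sequencing libraries, were not analysed.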

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

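The tests of explanations given here were all chosen after the results had been seen. The log2 contrasts are those of edgeR with the spike-in scaled within each gradient, which was also chosen after seeing the data.

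Outside the transcripts of Supplementary Table S2, which the paper analyses, 11 nuclear genes kept more than 0.1 of their level in intact mitochondria and passed as protected, in both replicates alike in sign. The highest log2 contrasts were 8.54 for AKAP6, 7.78 for MIR12136, 7.63 for KIAA0825, 6.56 for ELF1, 6.46 for MTRNR2L8 and 6.06 for LOC107984619, and lower in the others, which the rule for the genes named leaves out. All 11 also passed with the factors from Supplementary Table S2 (largest adjusted p = 0.0175 in edgeR) and 8 with TMM. On the mitochondrial genome, the arginine tRNA gene TRNR, which is not among those transcripts, was protected with a log2 contrast of 6.73.

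In 5 of the 11 genes (AKAP6, MIR12136, KIAA0825 and MTRNR2L8 among them) the annotation places a nuclear copy of mtDNA, against 0 of 140 other nuclear mRNA, lncRNA and miRNA genes (Fisher's exact test, two-sided, p = 7.6e-07). The other 6 genes hold a nuclear tRNA gene with at least 95.7% of the gene's counts, as do 2 of the 140 others at a limit of 50% (Fisher's exact test, two-sided, p = 8.2e-07). The study's Methods leave out genes with most reads from tRNA- or mtDNA-like sequences inside them, which holds for the 6 with a tRNA gene. For the copies of mtDNA, whether the reads come from mitochondria cannot be read from counts per feature and stays open. Whether the mRNAs of these genes are in mitochondria was not tested.

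Of 23 measures compared across the 4 untreated libraries, 2 set the CoLoC-seq replicate 2 library far apart from the other 3, where chance gives about 1 in 20. It held 81819 sense counts of the spike-in, against 676 to 1473 in the others, and 0.101% of its gene counts were on genes of no named class, against 0.0408 to 0.0474%. The excess of spike-in is not of the size that the amounts added would give, being 59.9 times replicate 1 at 0.600 times the amount, nor that of depth, the total counts being 1.04 times those of replicate 1. Antisense spike-in counts were 0.633 times those of replicate 1. In the untreated libraries they ran only from 164 to 309 and did not follow the sense counts. They therefore cannot decide whether more of the whole spike-in was recovered. The libraries of this gradient stand in a table of their own, so a difference in how that table was made and the gradient itself cannot be told apart, and no biological explanation was tested.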

How the results depend on the processing

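The scaling of the spike-in within each gradient, with and without the block or host genes, the block of each gradient, the lists with the factors from Supplementary Table S2, the groups by *P*_0_ with those factors and the share with transcript features were chosen after seeing the data. Of 12 results with 118 alternative values, 70 values stayed on their side of the threshold, for counts within 1.5 times and for shares, which have no test, within the SD between replicates. These 70 include values that could not have counted as changed. A mean of 2 replicates never moves by their SD when 1 is left out, as for the mtDNA-encoded share. The difference of correlations stayed between 0.224 and 0.333 under 3 alternatives, of which total gene counts rescale whole libraries and cannot change it. The correlation of *P*_0_ between replicates stayed between 0.759 and 0.819 under 3, and the share of the 4 tRNA groups between 90.0% and 97.5% under 4. The mtDNA-encoded share at 3 µg/ml, untested, ranged from 14.0% (without replicate 2) to 38.9% (without replicate 1), against 26.4% with both. The 66 protected transcripts were 54 to 73 under alternatives to the fit, its limit, its doses and replicates, and the 264 low in both 252 to 280 under 8. Over the 555 gene features in place of Supplementary Table S2 there were 103 protected, 397 low and 45 high in both, where more features are counted. With total gene counts 45 were protected, 135 low and 107 high in both, and at a limit of 0.05 16 were high in both. Leaving out replicates, 6 to 14 were high in both, and the correlation of *P*_0_ with abundance, which passed no test, ranged from -0.0419 to 0.0168. Of the *P*_0_ values of 89 named transcripts under alternatives, 589 of 623 stayed on their side of 0.1, 20 fell below it and 14 rose above it, in 24 transcripts; the cause was not tested.

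In edgeR with raw spike-in offsets, 0 features were protected, 0 lost from intact and 0 lost from lysed mitochondria, and 0 lists were protected (2, 314 and 394 features at an unadjusted p under 0.05). In the same order, the replicate block gave 0, 330 and 412 and 0 lists, DESeq2's Wald test 2, 391 and 501, factors from Supplementary Table S2 113, 432 and 549 with 10 lists, a minimum of 10 counts 0, 621 and 1095, no minimum 0, 0 and 12172 with 0 lists, and a minimum of 100 counts or 2 and 3 µg/ml alone 0 for all 3. TMM gave 61, 287 and 49 (99, 149 and 73 the opposite way) with 7 lists (2 the opposite way), and DESeq2 size factors 112, 186 and 58 (58, 190 and 84 the opposite way). The median contrast of all features was -0.37 with those size factors and 0.52 with the factors from Supplementary Table S2. Raw offsets with each gradient as a block gave 116, 473 and 549 with 2 lists, the block taking up the scale of a gradient's offsets. Scaling within each gradient gave 118, 431 and 549 with 10 lists, adding the replicate block 126, 461 and 548 with 8 lists, and leaving out 131 host genes of small RNAs 105, 305 and 418 where fewer features are tested (0 for all 3 with raw offsets). Of the 118, 110 were also called with the factors from Supplementary Table S2 and 61 with TMM. Leaving out each replicate with raw offsets, where a lone replicate is taken to vary like the other groups, 0 to 18 features were protected, 0 to 402 lost from intact and 0 to 512 lost from lysed mitochondria, the zeros without a Mock replicate, and 0 lists in all 4. With the scaling within each gradient, leaving out a replicate gave 8 to 132 protected features, the fewest without a CoLoC-seq replicate, and 0 to 9 lists. Apart from that scale, the cause was not tested. Depth limits the treated libraries, where an RNA with 30 counts before digestion falls to few or none.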

Differences from the paper's values

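Values are taken to differ where they are further apart than the larger of the SD between replicates and the error the paper states and, for values without a sign, by more than 1.5 times. Correlations are compared by that error and their sign alone. For the correlations of all pairs of libraries, the paper's p from the Mann-Whitney test is 4.4e-16, and the value here is 6.33e-43, over 132 pairs within and 144 between protocols, which share libraries and are not independent. The alternatives set before the data were examined, all gene features with 30 counts (3.93e-42), total gene counts (6.33e-43) and the transcripts without the mtDNA-encoded ones (3.79e-37), also differ. Total gene counts rescale whole libraries and leave the ranks of the transcripts as they are, so that alternative could not change the value. It is not known here whether the paper's value is the smallest that its software returns, in which case it is an upper limit and the 2 values do not conflict.

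The paper's share of mtDNA-encoded RNA in untreated CoLoC-seq libraries is about 4% in Fig. 3A, read by eye, and the mean share here is 1.87%. Of the alternatives set before the data were examined, leaving out the rRNA genes does not differ (3.68%), while counting both strands (2.13%) and leaving out replicate 1 (2.09%) or replicate 2 (1.66%) do. At 3 µg/ml RNase A the paper's share is about 53% in Fig. 3A, read by eye, and the mean here is 26.4%. Leaving out the rRNA genes (36.2%) and leaving out replicate 1 (38.9%) do not differ, and the dose of 2 µg/ml (24.5%), both strands (27.1%) and leaving out replicate 2 (14.0%) do. In untreated Mock CoLoC-seq libraries the paper's share is about 3% in Fig. 3B, read by eye, and the mean here is 1.33%. All 4 alternatives set before the data were examined differ, namely both strands (1.45%), without rRNA genes (1.77%), without replicate 1 (1.79%) and without replicate 2 (0.874%).

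The paper's Spearman's *ρ* of *P*_0_ and abundance in CoLoC-seq is about -0.079 in Supplementary Fig. S7C, read by eye, and the value here is -0.0020 across 350 transcripts, a set that is wider than that of the figure. The abundance measure also differs in both protocols. The paper summed the reads of repetitive genes, and here only the matched feature was counted. Of the alternatives set before the data were examined, leaving out replicate 2 (-0.0419) and leaving out the mtDNA-encoded transcripts (-0.0871) do not differ, while the mean remaining proportion in place of the fit (-0.0169) and leaving out replicate 1 (0.0168) do. In Mock CoLoC-seq the paper's value is about 0.14 in Supplementary Fig. S7C, read by eye, and the value here is 0.0725. The mean remaining proportion (0.0955), the transcripts without mtDNA-encoded ones (0.0864) and the fits without replicate 1 (0.0691) or replicate 2 (0.0879) all differ.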

Other observations

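10 C/D snoRNAs (SNORD4A, SNORD6, SNORD25, SNORD34, SNORD42A, SNORD53, SNORD53B, SNORD73A, SNORD105 and SNORD111B) had a *P*_0_ below 0.1 in intact and at or above it in lysed mitochondria. In all but SNORD25 (0.219) and SNORD42A (0.138) the Mock value is the nominal 1 or 0.5 of Model 2. All but SNORD42A, where the replicates were close, had a higher remaining proportion in Mock replicate 2 than in Mock replicate 1 at the lowest shared dose. At 0.1 µg/ml, 10.1 of SNORD111B remained in Mock replicate 2 and 0.610 in Mock replicate 1, and for SNORD53 the proportions were 6.93 and 0.118. At 3 µg/ml in Mock replicate 2, 0.0604 of SNORD111B and 0.0564 of SNORD53 remained, against 0.857 of SNORD6, the highest of the 10. These snoRNAs were chosen after their values were seen, and the difference between the replicates was not tested.

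The mRNAs of the cytoskeleton were lost in both settings, and the list test for a smaller loss in intact mitochondria depended on the fit. On the edgeR fit with the spike-in scaled within each gradient, a scaling chosen after seeing the data, the 4 genes measured had median log2 changes of -6.47 in intact and -10.01 in lysed mitochondria and a median contrast of 3.64 (fry, adjusted p = 0.0244; camera, adjusted p = 0.446 with an estimated correlation), and 1.58 with TMM (adjusted p = 0.0133). The list did not pass with the preparation as a replicate block (fry, adjusted p = 0.0662), nor with each gradient as a block (adjusted p = 0.0976, none of its genes passing). In edgeR, TUBA1B (3.97, adjusted p = 0.0465) and FLNA (3.94, adjusted p = 0.0293) passed and MYH9 (3.34, adjusted p = 0.0831) and ACTG1 (3.18, adjusted p = 0.103) did not, and all 4 when adjusted over the list alone. The study chose all 4 among its transcripts, and their *P*_0_ is below 0.1 in both protocols.

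RNY5 differed between the replicates of both protocols, which was not tested. From 1 µg/ml on, the mean remaining proportion was 0.733 in CoLoC-seq replicate 1 and 2.38 in replicate 2, where the untreated library held 50.0 counts against 411 in that of replicate 1, and 0.0291 and 0.468 in the Mock replicates. Among genes chosen after their values were seen, ENO1 (log2 contrast 4.42), TXNRD1 (4.74) and PLEKHA7 (4.83) passed as protected in edgeR with the same scaling (adjusted p = 0.0149, 0.0102 and 0.0181) although each was largely lost from intact mitochondria, with log2 changes of -5.60, -5.21 and -4.94. ENO1 did not pass with each gradient as a block (adjusted p = 0.0629 in edgeR), and with TMM none of these 3 passed (adjusted p = 0.121, 0.0981 and 0.0599 in edgeR).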
